# Phenotypic heterogeneity follows a growth-viability tradeoff in response to amino acid identity

**DOI:** 10.1038/s41467-024-50602-8

**Published:** 2024-08-02

**Authors:** Kiyan Shabestary, Cinzia Klemm, Benedict Carling, James Marshall, Juline Savigny, Marko Storch, Rodrigo Ledesma-Amaro

**Keywords:** Metabolic engineering, Microbial ecology, Gene expression analysis

## Abstract

In their natural environments, microorganisms mainly operate at suboptimal growth conditions with fluctuations in nutrient abundance. The resulting cellular adaptation is subject to conflicting tasks: growth or survival maximisation. Here, we study this adaptation by systematically measuring the impact of a nitrogen downshift to 24 nitrogen sources on cellular metabolism at the single-cell level. *Saccharomyces* lineages grown in rich media and exposed to a nitrogen downshift gradually differentiate to form two subpopulations of different cell sizes where one favours growth while the other favours viability with an extended chronological lifespan. This differentiation is asymmetrical with daughter cells representing the new differentiated state with increased viability. We characterise the metabolic response of the subpopulations using RNA sequencing, metabolic biosensors and a transcription factor-tagged GFP library coupled to high-throughput microscopy, imaging more than 800,000 cells. We find that the subpopulation with increased viability is associated with a dormant quiescent state displaying differences in MAPK signalling. Depending on the identity of the nitrogen source present, differentiation into the quiescent state can be actively maintained, attenuated, or aborted. These results establish amino acids as important signalling molecules for the formation of genetically identical subpopulations, involved in chronological lifespan and growth rate determination.

## Abstract (web summary)

Microbes frequently encounter suboptimal conditions. Here, Shabestary et al. show that phenotypic heterogeneity is an important feature of Saccharomyces species adaptation where amino acid identity serves as an environmental cue driving this adaptive process.

## Introduction

Most microorganisms spend most of their lifetime in a non-growing, quiescent state^1–3^. Upon occasional exposure to nutrients, they exit this state and resume growth. In microbes such as yeast, quiescence and proliferative growth are fundamentally opposite cellular states with very distinct gene expression profiles and metabolic signatures^4–8^. While the metabolism of growing cells is dominated by anabolic reactions, quiescent cells rely on catabolism for survival and typically undergo important metabolic rewiring associated with an upregulation of the stress response, recycling of internal macromolecules and an overall reduced metabolic activity^4,6,9,10^. Physiologically, quiescent cells are smaller and possess a thicker cell wall that provides resistance to a wide variety of stresses^4^ and different quiescence states can be accessed depending on the environmental insult experienced^9^.

Understanding how microorganisms regulate their cell size, growth rate and survivability in response to environmental signals including starvation has been a major challenge in quantitative cellular physiology^11–14^. Studies at the population level have drawn empirical relationships between cell growth, cell size and nutrient availability^15–17^. Yet, population-averaged observations often mask single-cell behaviours due to phenotypic variations across cells^14,18,19^. In particular, cell-to-cell heterogeneity is often found in a population of genetically identical (isogenic) cells, even when growing under steady-state assumptions, due to differences in stochasticity, cell ageing or cell cycle progression^14,20–24^. Recent advances in single-cell phenotyping such as cell segmentation and tracking in microscopy^25–27^ or single-cell RNA sequencing^22,23,28–31^ have given new insights into the emergence of phenotypic heterogeneity in microorganisms. While the underlying differentiation processes are still poorly understood, the fitness benefits are clear. Phenotypic heterogeneity, or population multimodality^32^, denoting the presence of two or more distinct isogenic subpopulations (Fig. 1a), can reduce the risks of investing all resources towards a specific phenotype as in bet-hedging^20,33–35^ or can lead to a more efficient proteome partitioning through cellular differentiation or division of labour as in multicellular organisms^36–38^.

**Fig. 1:**
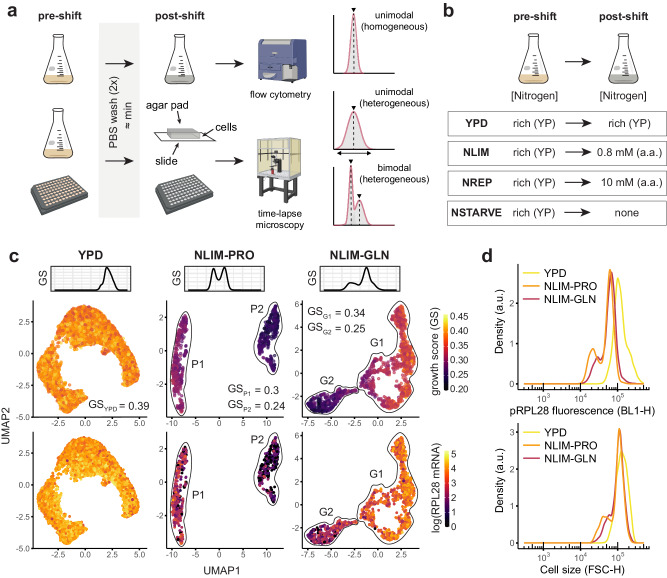
Nitrogen downshifts lead to phenotypic heterogeneity. **a** Conditions tested throughout this study. Cells were grown in rich (YPD) media until they reached exponential phase, washed twice with PBS and resuspended in one of the media. Different modalities (unimodal or bimodal) were observed across conditions. Flow cytometer and microscope schematics were made with BioRender.com released under a CC-BY-NC-ND 4.0 International license. **b** Pipeline used throughout this study to monitor single-cell differentiation. **c** scRNAseq datasets were obtained from ref. ^23^ and describe cells shifted to 0.8 mM proline (NLIM-PRO) or glutamine (NLIM-GLN) as well as the control (YPD). Plots represent dimensionality-reduced data using UMAP, where each point represents a single cell. Cells in the top UMAP plot are coloured by growth scores, calculated from a regression model^39^ trained on bulk RNAseq data. Histogram above represents the density of growth scores (GS) for each condition. **d** Flow cytometry data for cells exposed to a nitrogen downshift. GFP fluorescence (BL1-H channel) and cell size (FSC-H forward scatter channel) were used to measure single-cell heterogeneity. Arbitrary units are shown (abbreviated a.u.).

Here, we study the single-cell response to suboptimal growth conditions in the model eukaryote *Saccharomyces cerevisiae*. Using nitrogen downshift as a case study, we report the presence of both isogenic quiescent and growing subpopulations displaying differences in cell size, chronological lifespan and growth resumption capability. Based on previously published single-cell RNA sequencing datasets^23^, we identify subpopulation markers that allow high-throughput interrogation of cellular fate at the onset of a nitrogen downshift and study differentiation across 24 different nitrogen sources present in limited or replete amounts (Fig. 1b). We perform a multi-omics analysis of the differentiation process using subpopulation RNA sequencing and analyse the single-cell metabolic response using a prototrophic GFP-tagged transcription factor library and metabolic biosensors (Fig. 1a, Supplementary Fig. 1). Our results reveal the presence of two distinct subpopulations reflecting a global population-wide strategy where isogenic subpopulations are metabolically specialised in either growth or viability depending on the nitrogen source present. Results obtained in wild and laboratory *Saccharomyces* strains suggest a previously unknown amino acid-dependent and conserved behaviour shaping population dynamics.

### Nitrogen shift leads to phenotypic heterogeneity

To study population adaptation following a nitrogen shift, we took advantage of recently available yeast single-cell RNA sequencing datasets (scRNAseq). Jackson et al.^23^ observed that diploid prototrophic *S. cerevisiae* cells, generated from FY4 and FY5 laboratory strains, exposed to nitrogen downshifts display two subpopulation clusters with distinct transcriptome profiles. The differentiation process was also impacted by the quality of the nitrogen source where growth on the non-preferred amino acid proline gave a stronger differentiation than for the preferred amino acid glutamine (Fig. 1c). We further leveraged this data to find subpopulation markers that could be used to study the emergence of this differentiation. Remarkably, in both conditions, one of the subpopulation clusters (cluster P2 for proline and G2 for glutamine) showed a decrease in expression of ribosomal genes while having a higher stress signature (Fig. 1c). We investigated whether this difference in transcriptome could translate into a difference in growth. Using a previous regression model predicting growth rate based on bulk transcriptomic data obtained from nutrient-limited chemostats^39^, we found that these clusters (P1/P2 and G1/G2 for proline and glutamine, respectively) had distinct predicted growth profiles 4 h into nitrogen limitation according to scRNAseq data (Fig. 1c). We identified a subpopulation marker RPL28 (YGL103W) whose transcript levels were high and significantly different between G1 and G2, as well as between P1 and P2 (Supplementary Fig. 2 and Fig. 1c). Flow cytometry of isogenic BY4741 laboratory cells containing super-folded GFP (sfGFP) under the control of pRPL28 promoter (700 bp upstream of start codon) was first used to reproduce the observed heterogeneity at 4 h post-shift. As suggested from scRNAseq data, bimodality could be detected in nitrogen-limited media with proline or glutamine as nitrogen source but not in rich Yeast extract-Peptone-Dextrose (YPD) media (Fig. 1d). For each of these nitrogen-limited conditions, two subpopulations of cells could be detected for both pRPL28-sfGFP intensity and cell size (Fig. 1d). Scatter plot of pRPL28 fluorescence versus cell size shows that the “low” subpopulation with the lower pRPL28 fluorescence had smaller cell size (lower FSC forward scatter signal), while the “high” subpopulation had a cell size and a pRPL28 fluorescence that were closer to pre-shift levels in YPD (Fig. 1d, Supplementary Fig. 3a). To confirm that these differences in pRPL28 fluorescence between low and high subpopulations were in fact not due to cell size differences, we further normalised fluorescence by cell size (Supplementary Fig. 3b). When the subpopulations were clustered based on cell size and cell size-normalised pRPL28 fluorescence, cell size-normalised pRPL28 fluorescence was still significantly different (*p* < 0.005; two-sided unpaired *t* test) between subpopulations for both proline and glutamine conditions, indicating variations in cell size alone could not account for the differences observed in pRPL28 fluorescence (Supplementary Fig. 3c, d). Additionally, exposing Rpl28 tagged GFP strains to 4 h of proline treatment could also show the emergence of a “low” subpopulation with lower Rpl28-GFP levels (Supplementary Fig. 3e), indicating that lower fluorescence in the “low” subpopulation was not due to post-transcriptional regulation of sfGFP alone.

To further investigate whether high and low subpopulations were truly isogenic, we sorted cells based on forward side scatter and GFP fluorescence, separated the two subpopulations, and performed the same shift from YPD to nitrogen limitation for high and low fractions separately. Given the significant overlap in cell size and pRPL28 intensity between both subpopulations at the onset of the shift (Fig. 2a), sorting on both fluorescence and cell size allowed for a more precise separation at the early stage of differentiation (Supplementary Note 1). Regardless of their post-sorting classification into low or high subpopulations, both subpopulations re-exposed to rich media could regenerate both low and high fractions when shifted again, indicating that the heterogeneity observed was phenotypic and reversible when re-exposed to rich media (Supplementary Note 1). Extending the washing step and leaving the cells in PBS for 2 h did not affect the dynamics of heterogeneity (Supplementary Fig. 4).

**Fig. 2:**
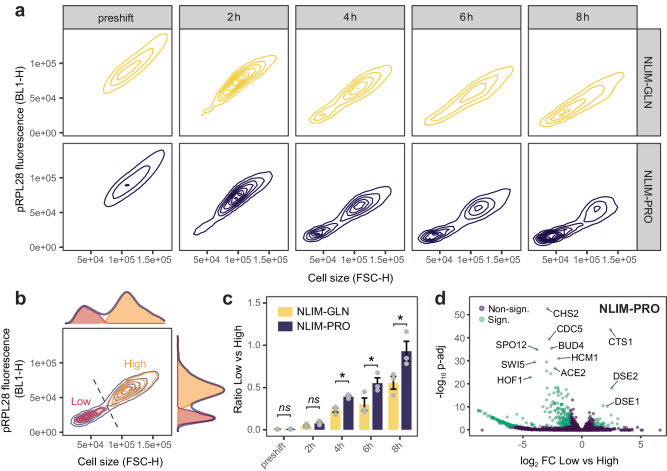
Dynamics of cellular differentiation in NLIM media. **a** Contour plots of cell size (FSC-H) and pRPL28 fluorescence (BL1-H) over time for NLIM-PRO (dark purple) and NLIM-GLN (yellow). Pre-shift indicates growth in YPD prior to the shift. Contours indicate areas of higher density. **b** Calculation of subpopulation fractions for each timepoint and condition based on clustering applied to **a**. Example shown is NLIM-PRO after 4 h where two multivariate Gaussians were fitted to the data (Expectation Maximisation; Methods). Clustering was performed on cell size and pRPL28 fluorescence (contour plot) and is shown for both dimensions separately (histograms). Light orange and light red colours represent high and low fractions, respectively. **c** Based on this clustering, hard assignment (dashed line) was generalised to other conditions and timepoints to calculate subpopulation ratios (bar chart) of low versus high. Bar plot represents the mean of biologically independent samples ±SEM (*n* = 3) taken on different days. Significance scores denote the *p* value of unpaired one-sided *t* test with *p* < 0.05 (*). *P* values are 0.0056, 0.0314 and 0.0329 for 4 h, 6 h and 8 h, respectively. **d** Volcano plot representation of transcriptomics data (NLIM-PRO) of subpopulations that were separated based on pRPL28 marker intensity and cell size, as represented in **b**. *P* values (two-sided) were adjusted for multiple hypothesis testing using the Benjamini–Hochberg procedure. Significant transcripts (indicated in green) are those with *p* adj < 0.05 and absolute log2 fold-change (FC) ≥ 1.

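RNA sequencing of sorted high and low cells gave 5 libraries of each, of which the paper used 5 high and 3 low. From the deposited counts of these 8 libraries, 335 of 6492 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), here termed called, 54 of them higher and 281 lower in low. With the absolute log2 fold change of at least 1 that the plot also requires, 231 genes passed, 19 higher and 212 lower in low. With the 2 left-out low libraries added, 226 genes were called, 45 higher and 181 lower in low, and 152 passed both thresholds. Of the 226, 184 were among the 335. With high and low libraries of the same replicate code treated as pairs, 97 genes were called in the 8 libraries and 248 in all 10. The 8 libraries hold only 3 such pairs, since H2_2609 and H1_2709 have no low partner there and drop out of the comparison. Calls lost in that fit may therefore be lost through fewer libraries rather than through pairing. Without pairs, leaving out the high library H1_2709 from the 8 gave 113, H2_2709 gave 119 and H2_2609 gave 211. With DESeq2, the tool the paper names, 677 genes had an adjusted p-value under 0.05 and included all 335, and 348 passed both thresholds, 40 higher and 308 lower in low.
Part of the lower genes were not detected in low. In 84 of the 281, all 3 low libraries had at most 3 counts, and these genes had a median of 0.822 CPM in high, against 84.2 for the lower genes with more than 3 counts in every low library. They made up 84 of the 88 genes with a fitted log2 fold change below -4. By fitted log2 fold change, the 5 largest decreases were YMR315W-A, IPL1, an unannotated transcript on chromosome XV, YRF1-2 and SPO16. Each had 0 counts in the 3 low libraries. If every count were a molecule of its own, their falls would be lower bounds, from at least 19.1-fold for SPO16 to at least 27.1-fold for YMR315W-A. In these low libraries each estimated molecule stood for 31.5 to 85.1 counts, however, so the falls in expression may be far smaller. Such bounds do not rank them against genes that were counted in low. IPL1 (YPL209C, chromosome XVI, 156490 to 157593) stood at 3.79 ± 1.22 CPM (SD, n = 5) in high. By counts alone this makes it at least 26.6-fold lower in low, but L2_2609, a low library the paper left out, had 2.35 CPM. L2_2609 also had YMR315W-A at 4.08 and SPO16 at 2.31 CPM. YRF1-2 belongs to a family of near-identical subtelomeric genes, so its counts are uncertain. None of these 5 genes kept an adjusted p-value under 0.05 with paired replicates. The 5 largest increases were 15S_rRNA, snR19, PAU15, DSE2 and 21S_rRNA, of which only snR19 and DSE2 were called with paired replicates. Of these, snR19 (chromosome XIV, 230105 to 230672), the RNA of the U1 splicing particle, rose from 80.3 ± 64.5 CPM (SD, n = 5) to 634 ± 335 (SD, n = 3), a log2 fold change of 2.98 (standard error 0.63, adjusted p = 0.029). It stood at 315 CPM in L2_2609 and 1708 CPM in L1_2709, also left out by the paper, and was no longer called without any one of H1_2609, H1_2709, H2_2709, L2_2709 and L_2909, at 2.55 to 3.09. Near the floor, 15S_rRNA stood at 0.70 CPM in high and 5.70 in the 3 low libraries used, but had 0 counts in both left-out low libraries. PAU15, at 0.91 and 5.35 CPM, had 0 in L1_2709 and 1.46 CPM in L2_2609, within the range of the high libraries (up to 1.69). Neither was called in the fit to all 10 libraries.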

### Low subpopulation is a daughter-specific reversible quiescent state

To investigate the dynamics of the differentiation between high and low subpopulations, we performed a time-course analysis for nitrogen-limited proline and glutamine conditions and monitored cell size and pRPL28 fluorescence every 2 h for 8 h (Fig. 2a). The emergence of a second subpopulation could be seen for both conditions after 2 h and was more pronounced after 4 h. After that, we noticed a diverging outcome between conditions where cells in the nitrogen-limited proline (hereafter NLIM-PRO) condition maintained bimodality while cells in the glutamine conditions (NLIM-GLN) became more unimodal, but yet heterogeneous, in cell size and pRPL28 fluorescence over time (Fig. 2b, Supplementary Fig. 5a, b). Bimodality also led to significant differences in the cell size coefficient of variation (CV), defined as the population cell size standard deviation divided by its mean, always higher for NLIM-PRO throughout the differentiation (Supplementary Fig. 6). To further evaluate the number of cells in each subpopulation, we clustered cells based on cell size and pRPL28 fluorescence (see Methods) and assumed two distinct subpopulations based on previous histograms (Fig. 1d). Given the difficulty to reliably cluster subpopulation early and late into the shift, we assigned subpopulations based on the clustering performed on 4 h NLIM-PRO, which gave the clearest clustering (Supplementary Fig. 7 and Fig. 2b). Significantly more cells were assigned to the low subpopulation for NLIM-PRO compared to NLIM-GLN from 4 h onwards (Fig. 2c).

The strong and weak bimodality observed for proline and glutamine, respectively, echoed the growth score distributions computed from scRNAseq (Fig. 1c). 

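Subpopulation RNA sequencing used cells of a prototrophic BY4741-based laboratory strain that carried sfGFP, a green fluorescent protein, under the control of pRPL28, the promoter of a gene for a protein of the large ribosomal subunit. Cells were grown for 4 h in YPD, a rich medium, and shifted to 0.8 mM proline. They were then sorted by fluorescence-activated cell sorting on pRPL28 fluorescence and side scatter into a high and a low fraction, with doublets and budding yeast gated out. The main text, the methods and the sample labels place the sampling 1 h post-shift, whereas the legend of Supplementary Fig. 8 gives 30 min. Polyadenylated RNA was sequenced in paired-end reads, and the authors mapped the filtered reads with HISAT2 to the Ensembl genome and deposited the number of reads counted on each of 7252 genes, without normalization, together with FPKM values. There were 5 high and 5 low libraries. The paper used all 5 high libraries and 3 low ones, and left out the low libraries L2_2609 and L1_2709, which lay apart from the others in the principal component analysis on which it based the exclusion.
The high libraries held between 22167864 and 27752702 counts, with a median of 24920503. The 3 low libraries used in the paper held between 18977794 and 23644299 counts, with a median of 21750329. Of the libraries left out, L2_2609 held 21503922 counts and L1_2709 held 15879779. Counts were normalized with edgeR's TMM method, and low was compared with high by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 6492 genes that passed edgeR's filter on low counts. Positive log2 fold changes denote higher expression in the low subpopulation. Between 383 and 511 genes had 0 counts in a high library and between 983 and 1249 in a low library used in the paper. L2_2609 had 1065 such genes and L1_2709 had 1552. Genes with 1 to 9 counts numbered between 275 and 345 in the high libraries and between 28 and 47 in the 5 low libraries.
The mRNA of the sorting marker did not separate the fractions. The sfGFP transcript, which the files list as a gene of 728 bases on a sequence of its own, stood at 179 ± 105 CPM (SD, n = 5), counts scaled to TMM-normalized library size, in high and 161 ± 40.7 (SD, n = 3) in low. Its log2 fold change was -0.16 (standard error 0.44, adjusted p = 0.90), and 0.10 over all 10 libraries, where L2_2609 stood at 291 CPM and L1_2709 at 188. RPL28 (YGL103W, chromosome VII, 310967 to 311927) was counted at 8.96 ± 2.99 CPM (SD, n = 5) in high and 11.2 ± 8.23 (SD, n = 3) in low, with a log2 fold change of 0.32 (standard error 0.51, adjusted p = 0.82). It overlaps a gene on the other strand, so its counts are uncertain, and without the low library L_2909 its log2 fold change was -0.45. Over all 10 libraries it was 0.53, with 14.3 CPM in L2_2609 and 16.9 in L1_2709.

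**Figure D1:**
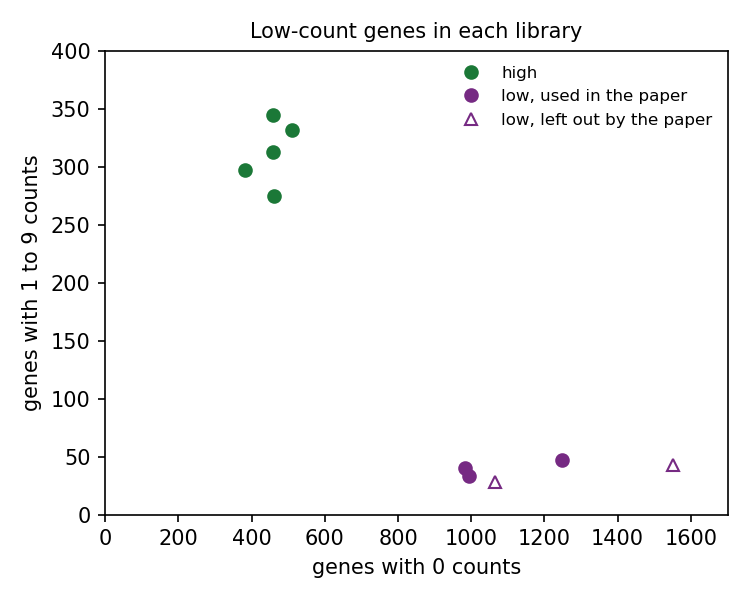
Number of genes with 0 counts (horizontal axis) and with 1 to 9 counts (vertical axis) in each of the 10 libraries, one symbol per library. The 5 high libraries lie at 383 to 511 genes with 0 counts, and the 5 low libraries at 983 to 1552.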

To confirm that the observed subpopulations were indeed the scRNAseq clusters and analyse the early response at the same time, we performed RNA sequencing on the sorted fractions separately (subpopRNAseq) 1 h post-shift (Supplementary Data 1, Supplementary Data 2, Fig. 2d). Comparing genes that were significantly different (*p*_adj_ < 0.05) between subpopulations and clusters in the NLIM-PRO condition revealed a good correlation (Spearman coefficient *ρ* = 0.66) between the high subpopulation and cluster P1 as well as between the low subpopulation and cluster P2 despite differences in experimental set-up, laboratory strain and sampling time (1 h for subpopRNAseq vs 4 h scRNAseq) (Supplementary Fig. 8). 

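DSE1 (YER124C, chromosome V, 407342 to 409063) stood at 322 ± 76.1 CPM (SD, n = 3) in low and 73.8 ± 23.6 (SD, n = 5) in high, a log2 fold change of 2.13 (standard error 0.27, adjusted p = 0.0032 from edgeR's quasi-likelihood test). DSE2 (YHR143W, chromosome VIII, 385510 to 386487) stood between 254 and 457 CPM in the 3 low libraries and at 66.2 ± 16.7 (SD, n = 5) in high (standard error of the log2 fold change 0.24, adjusted p = 7.5e-04 from edgeR). With all 10 libraries the log2 fold changes were 1.98 for DSE1 and 2.27 for DSE2. Across every alternative fit, that of DSE1 stayed between 1.84 and 2.29 and that of DSE2 between 2.21 and 2.72, always with an adjusted p-value under 0.05. CTS1 (YLR286C), which encodes the chitinase that separates daughter from mother, rose by 2.41 on the log2 scale (standard error 0.16, adjusted p = 1.4e-04 from the same edgeR test).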

SubpopRNAseq confirmed the upregulation of G1-phase daughter-specific markers DSE1 and DSE2 for the low subpopulation as seen in cluster P2 in the scRNAseq dataset (Fig. 2d, Supplementary Fig. 8). Genes involved in cytokinesis (HOF1, BUD4, ACE2, CHS2) or chromosome segregation (HCM1) were significantly (*p*_adj_ < 0.05, Benjamini–Hochberg procedure) up-regulated in the high subpopulation as well as the mitotic exit regulators SPO12, DBF2 and CDC5 (Supplementary Data 2). 

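HOF1, CHS2, SPO12, DBF2, CDC5, BUD4 and HCM1 were lower in low in the fit to the 8 libraries and in each of its alternatives, those with all 10 libraries, with paired replicates and without any one library included (adjusted p-value under 0.05 in each). HOF1 (YMR032W, chromosome XIII, 335298 to 337307) changed most, from 89.0 ± 18.2 CPM (SD, n = 5) in high to 4.31 ± 2.80 (SD, n = 3) in low, a log2 fold change of -4.37 (standard error 0.48, adjusted p = 0.0016). In the left-out library L1_2709 it stood at 26.5 CPM, and over all 10 libraries its log2 fold change was -3.41. CHS2 (YBR038W, chromosome II, 311898 to 314789) fell from 321 ± 52.2 to 41.7 ± 5.56 CPM, a log2 fold change of -2.94 (standard error 0.18, adjusted p = 1.4e-04). The log2 fold change was -3.82 for SPO12, -3.01 for DBF2, -2.79 for CDC5 and -2.59 for BUD4, and HCM1 changed least of these genes, with standard errors between 0.16 and 0.32. For each of them, the difference exceeded the spread between libraries, and every low library lay below every high library.

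**Figure D2:**
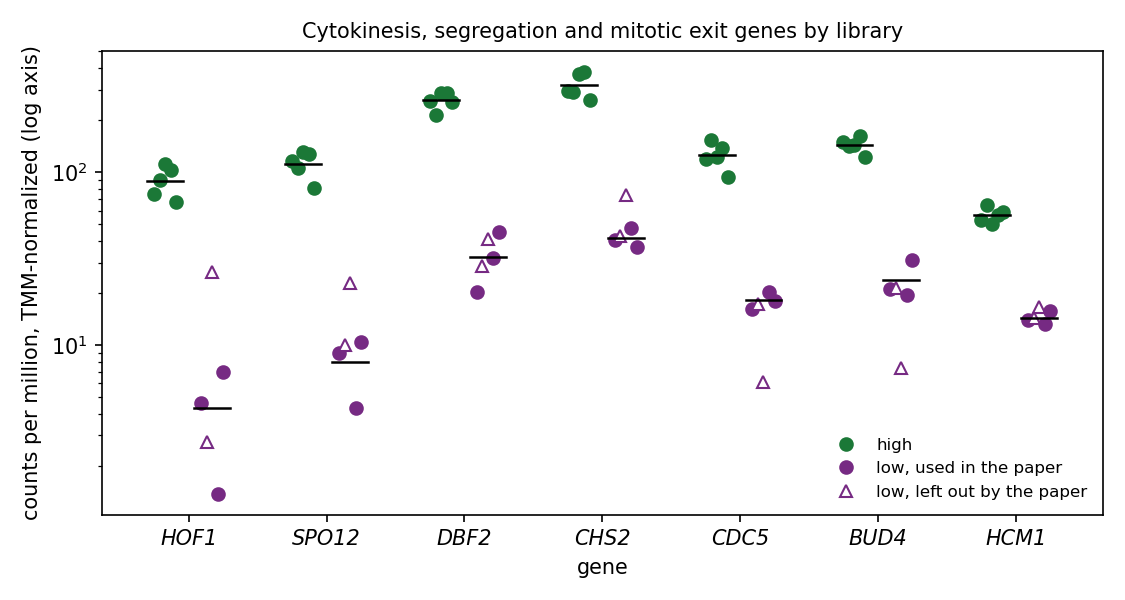
TMM-normalized counts (CPM) on a log axis for these genes, one symbol per library, with the mean of the libraries used in the paper as a line. HOF1 shows the largest distance between the groups and HCM1, at 56.8 CPM in high and 14.2 in low, the smallest.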

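Over-representation among the 335 differentially expressed genes, both directions together, was tested with gene lists written from general knowledge before the counts were seen, since the KEGG lists were not used here. A one-sided hypergeometric test was run against all genes tested, with Benjamini-Hochberg adjustment over the 4 lists. Of 121 cell cycle genes tested, 28 were called, 4.48 times the number that chance gives (adjusted p = 3.4e-11), all of them lower in low. With adjustment over the list alone, 44 genes were called. Of 129 meiosis genes, 18 were called, 2.70 times the chance number (adjusted p = 2.0e-04), and 22 when adjusted over the list alone. The meiosis list shares 75 genes with the cell cycle list, and of its 54 other genes tested 2 were called. Among 83 genes of MAPK signalling, 11 were called, 2.57 times the chance number (adjusted p = 0.0045), and 18 when adjusted over the list alone. For DNA repair, 7 of 88 genes were called, 1.54 times the chance number (adjusted p = 0.17), and 10 when adjusted over the list alone. All 7 were lower in low, and 1 of them, POL30, had no counts in any low library and was not called with paired replicates. Among all 10 libraries, 21 cell cycle, 12 meiosis, 12 MAPK and 8 DNA repair genes were called, and each list, DNA repair included at 2.56 times the chance number, passed the threshold. With DESeq2, DNA repair also passed, at 1.72 times. With paired replicates, the ratio was 2.59 for meiosis and 3.23 for MAPK signalling, both no longer past the threshold, and 0.761 for DNA repair. MAPK signalling also lost it without L1_2609, at 1.81, and without H1_2709, at 2.75, and DNA repair passed it without L2_2709, at 2.14, and without H_2909, at 2.22, and fell under 1 without L1_2609, at 0.853. A background of listed genes only moved meiosis to 1.43 and MAPK signalling to 1.36, also no longer past it.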

KEGG enrichment of differentially expressed genes between high and low proline subpopulations revealed major differences in cell cycle progression, meiosis, MAPK signalling pathway and DNA repair (Supplementary Fig. 9). Further analysis of scRNAseq clusters 4 h into the shift shows that the low subpopulation had all the hallmarks of quiescence with a reversible growth arrest and upregulation of quiescence markers^4^ as well as proteins involved in autophagy (Supplementary Note 2, Supplementary Data 1).

Enrichment of the daughter-specific markers DSE1 and DSE2 in the low quiescent subpopulation prompted us to investigate subpopulation dynamics further. First, we sorted high and low subpopulations grown for 2 h in NLIM-PRO or NLIM-GLN and tracked their evolution after post-sorting resuspension in their original media composition (Supplementary Fig. 10). Sorted high fractions were able to regenerate the low subpopulation over time (Supplementary Fig. 10), further highlighting that the low subpopulation is a daughter-specific state arising from the high subpopulation. Once in the low state, the dynamics differed between NLIM-PRO and NLIM-GLN. In NLIM-PRO, most of the cells remained in this state and the mean subpopulation cell size and pRPL28 intensity slowly increased (Supplementary Fig. 10 and 11). Conversely, in the low NLIM-GLN subpopulation, the increase in cell size and pRPL28 intensity was more pronounced than for NLIM-PRO. Remarkably, the low NLIM-GLN subpopulation achieved similar levels in pRPL28 intensity and cell size to the high subpopulation 6 h post-sorting (Supplementary Figs. 10 and 11). To further validate our flow cytometry results, we also imaged and counted bud scars for each  sorted subpopulation in each condition using calcofluor white staining (Fig. 3a). In both conditions, the low subpopulation primarily consisted of scarless daughters, whereas the high subpopulation was predominantly enriched in dividing mother cells (Fig. 3b). After 2 h re-growth in their respective media, we noticed again a significant difference between conditions. In NLIM-PRO, ~80% of the cells were daughters, whereas in NLIM-GLN, this number was only 30% (Fig. 3b). This observation suggests that low subpopulation cells in the NLIM-GLN condition were resuming growth and regenerating daughter cells significantly more than in NLIM-PRO. Taken together, our results show that low subpopulations arise in the NLIM state and growth either stalls or resumes according to the nitrogen source present.

**Fig. 3:**
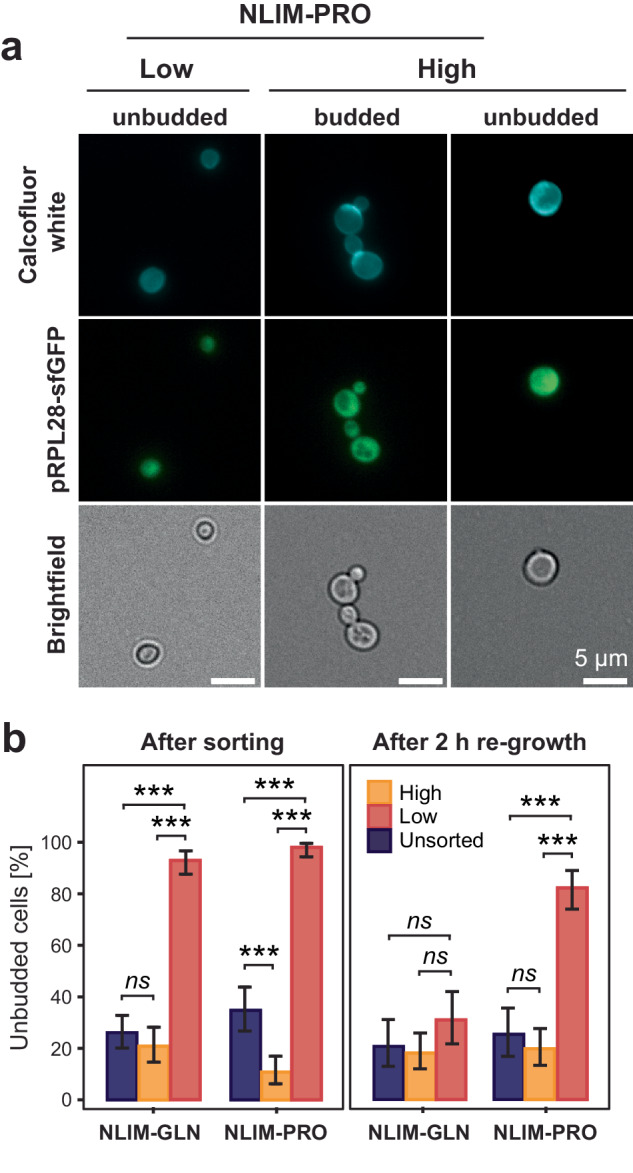
The low subpopulation is originally enriched with daughter cells. **a** Microscopy imaging of sorted fractions exposed to a 2 h downshift. Bud scars were visualised using calcofluor white dye on an inverted microscope with ×40 magnification. **p** Fraction of unbudded cells calculated by microscopy. Over 100 cells were imaged for each subpopulation and condition. Error bars represent 95%-confidence intervals centred on the individual fraction of unbudded cells. Significance scores denotes *p* value with *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***) based on the Fisher’s Exact test (one-tailed). Purple, light orange and light red bars represent unsorted (not gated), high and low fractions, respectively.

The cell size and pRPL28 fluorescence modality (i.e. unimodal or bimodal) observed above was conserved in nitrogen-replete conditions (10 mM), as well as intermediate concentrations, indicating that this was not a feature exclusive to nitrogen limitation but of the nitrogen source (Supplementary Fig. 12). We performed time-lapse microscopy of single-cells and could observe the emergence of three phenotypes in NLIM-PRO (Supplementary Fig. 13). Some cells (below 2% of the total population estimated from flow cytometry data; Supplementary Note 1) completely lost their fluorescence with cell size shrinkage, indicative of potential cell death, while most cells showed differences in pRPL28 intensity and cell size as observed during flow cytometry.

Finally, to assess if the observed heterogeneity was strain-specific, we analyzed the cell size modality in response to a downshift to NLIM-PRO or NLIM-GLN for 20 wild-types and laboratory *S. cerevisiae* and its close relative *S. paradoxus* isolated from diverse geographical locations worldwide^40^ (Supplementary Data 3). We found that, similarly to BY4741 and FY4 strains, multiple subpopulations (sometimes more than two) could be formed in NLIM-PRO and in NLIM-GLN among wild-type isolates (Supplementary Fig. 14), showing that cell size modality is not the result of domestication but suggests broader ecological implications inherited from wild-type strains.

### Quiescence heterogeneity is amino acid-specific

We next asked how a downshift to other nitrogen sources could affect quiescence heterogeneity. We performed a nitrogen downshift from rich media to 24 different nitrogen sources (20 amino acids and 4 non-proteinogenic sources) that can be transported across the plasma membrane^41^. For comparison, we also considered shifts to nitrogen-starved media (NSTARVE) and nitrogen-replete media (NREP, 10 mM) for a selection of nitrogen sources that were soluble under the conditions tested. Since cell size was an overall good discriminator of differentiation, we measured cell size heterogeneity 2 h, 4 h, 6 h and 8 h into the shift as a measure of quiescence heterogeneity. As seen previously for NLIM-PRO and NLIM-GLN, measuring cell size distribution 6 h into the shift was enough to assess the dynamics of the low subpopulation and capture differences between bimodal and unimodal conditions (Fig. 2a). Nitrogen downshifts gave a wide range of heterogeneity profiles over time for NLIM (Supplementary Fig. 15) and NREP (Supplementary Fig. 16). Among those, downshift to either ammonium, arginine, asparagine, methionine, or serine gave unimodal profiles over time, while downshift to other nitrogen sources or nitrogen-starved media gave bimodal profiles. Notably, a shift to glutamate gave a bimodal followed by a more unimodal profile after 8 h. Direct proximity to glutamine through the GS-GOGAT nitrogen assimilation pathway could explain this hybrid response. Glutamate (bimodal after 2 h), slowly converting to glutamine (unimodal), would indeed lead to a bimodal followed by a unimodal response. We further quantified the bimodality in cell size distribution for each of the 25 different nitrogen conditions (24 nitrogen sources and NSTARVE) using Hartigan’s diptest bimodality scores (Methods) on three replicate flow cytometry experiments and found 14 NLIM conditions and 7 NREP conditions (out of 25 NLIM and 16 NREP tested, respectively) that gave significant (*p* < 0.05, Hartigan’s diptest) bimodality scores 6 h into the shift for all replicates (Fig. 4a, Supplementary Figs. 17, 18 and 19a). We noted that many of the nitrogen sources leading to unimodal growth were part of the “preferred” nitrogen source group that triggers the Nitrogen Catabolite Repression (NCR) programme, usually associated with better growth performances^41,42^. This was the case for arginine, glutamine, ammonium, serine, and asparagine but not for alanine and aspartate, which trigger NCR but were bimodal. To further investigate the connection between modality and growth, we also recorded growth performance across all conditions (Fig. 4b, Supplementary Fig. 19b). Our results for NREP conditions showed a moderate-strong correlation (Spearman coefficient *ρ* = 0.5–0.7) with previous growth rate performance measurements on different nitrogen sources in *S. cerevisiae* (Supplementary Fig. 20). As expected based on the pRPL28 growth marker, nitrogen sources sustaining higher maximal growth rate had a unimodal distribution, while nitrogen sources with a bimodal distribution had slower growth, suggesting a strong anti-correlation (Fig. 4c; Spearman coefficient *ρ* = −0.80 and −0.74 for NLIM and NREP, respectively) between cell size bimodality and maximal achievable growth rate, further validating the computational growth prediction and pRPL28 growth marker identified from scRNAseq. Comparison between NLIM and NREP conditions show that NREP could sustain higher growth (Supplementary Fig. 21a) but did not show significant differences in modality across amino acids between NLIM and NREP (Supplementary Fig. 21b). Together, our data suggest that amino acid quality and not quantity is important for modality and that population unimodality correlates with growth maximisation. Remarkably, the presence of alternative nitrogen sources yielded more extreme phenotypes than when nitrogen was absent. This includes a downshift to leucine which gave the most bimodal profile, or a downshift to either lysine or cysteine, which gave a significantly lower (*p* < 0.05 and *p* < 0.0005, respectively; unpaired *t* test) maximal growth rate than when nitrogen was absent from the media (NSTARVE), further highlighting a strong connection between nitrogen sources and population dynamics.

**Fig. 4:**
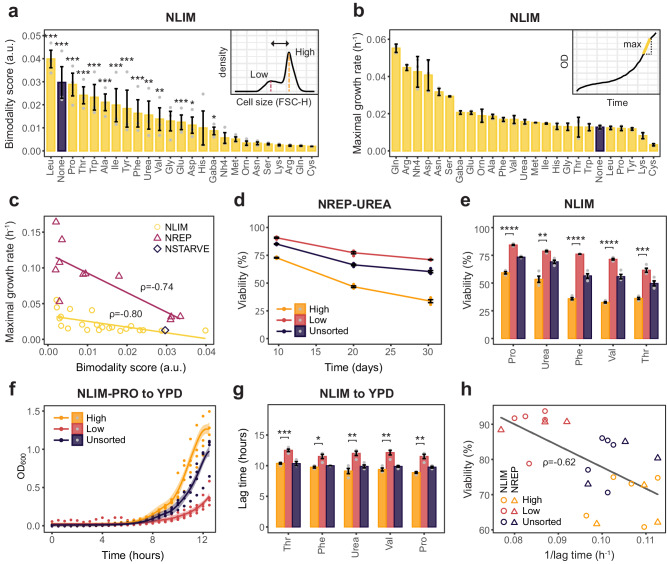
Yeast subpopulations follow a growth-viability tradeoff that is nitrogen source dependent. **a**, **b** Bimodality scores (Hartigan’s diptest; Methods) and maximal growth rates across all NLIM conditions. Bar plot represents the mean ± SEM of **a** flow cytometry experiments for cells exposed to a 6 h downshift performed on different days (*n* = 3) and **b** growth curves of biological replicates (*n* = 3). Purple bars represent the NSTARVE condition where no nitrogen is present. Significance scores denotes conditions where all replicates had a *p* value (Hartigan’s diptest) of at most *p* < 0.05 (*), *p* < 0.005 (**) or *p* < 0.0005 (***). Bimodality scores are shown as arbitrary units (abbreviated a.u.). **c** Tradeoff between bimodality and growth, shown in **a**, **b**, respectively. Regression lines are indicated in yellow and magenta for NLIM and NREP, respectively. Spearman correlation scores are indicated for each regression line. NLIM-CYS and NLIM-LYS were omitted from the plot due to poor growth performances. **d**, **e** Viability rates for cells exposed to a 4 h downshift and sorted based on size and pRPL28 intensities using FACS. Yellow and pink samples indicate high and low GFP fractions. Dark purple samples indicate cells passed through FACS but not gated. Error bars represent the mean ± SEM (*n* = 4). Significance scores denotes p-value of unpaired two-sided *t* test with *p* < 0.05 (*), *p* < 0.005 (**), *p* < 0.0005 (***) and *p* < 0.00005 (****). **f**, **g** Growth resumption in rich media (YPD) for sorted and unsorted fractions from **e**, **f**. **f** the shaded area represents the 95% confidence interval (*n* = 4) of the best fit using the ggplot2 function geom_smooth with “y ~ exp(x)” as fit function. **g** lag times were calculated as the time needed (discretized in 30 min interval) to achieve two doublings. Significance scores denote the *p* value of paired two-sided *t* test as in **e**. **h** Tradeoff between survival and growth resumption (measured as the inverse of the lag time). Black line represents the regression and the associated value the Spearman correlation. Circles and triangles represent NLIM and NREP conditions, respectively. **d**–**h** purple, light orange and light red colours represent unsorted (not gated), high and low fractions, respectively.

### Heterogeneity follows a growth-viability tradeoff

Given the apparent growth defect associated with bimodal profiles, we asked what the evolutionary benefits of maintaining a low, quiescent subpopulation of smaller cell size could be. Previous research in *S. pombe* has shown that small-sized non-growing quiescent populations appear under nitrogen-starved conditions^43^ with increased stress resistance^44^. With many subprocesses differentially regulated in quiescent cells linked to a general increase in survivability^4,9^, we investigated links between bimodal growth and cellular viability. To this end, we exposed the cells to a 20 h downshift in each of the 24 nitrogen sources, washed them and stored them in PBS for 20 days. As a measure of cellular viability, we used propidium iodide staining, routinely used in chronological lifespan assays. Propidium iodide permeates non-viable cells, with the proportion of stained cells used to estimate single-cell viability and chronological lifespan. We discovered strong differences in viability across conditions with nitrogen sources sustaining unimodal and faster growth such as glutamine, arginine, or ammonia generally displaying lower viability rates (Supplementary Fig. 22). NREP conditions lead to lower viability rates than NLIM showing that nitrogen source quantity could also influence viability (Supplementary Fig. 21c). To further assess if increased viability during bimodal growth could be tied to one of the subpopulations, we recorded subpopulation-specific viability rates. We exposed cells to a 4 h downshift (5 NLIM and 3 NREP different conditions) and subsequently sorted subpopulations based on cell size and pRPL28 expression. As control, we also kept an unsorted fraction that passed flow cytometry but was not gated. We observed the greatest difference in viability in NREP-UREA, where the viability rate gradually decreased for all sorted and unsorted fractions over 30 days with the high subpopulation reaching a 33.7 ± 1.4% viability rate while, in comparison, the low subpopulation could maintain a remarkable 71.0 ± 0.2% viability rate (Fig. 4d). In fact, the low fraction could achieve significantly better viability rates and chronological lifespan than the high and unsorted fraction in all conditions tested (Fig. 4e).

We next sought to investigate how subpopulations would fare once optimal growth conditions would resume. To this end, we re-exposed each sorted fraction as well as the unsorted fraction to rich YPD media and monitored growth over 15 h. As a measure for growth resumption, we calculated a pseudo lag time, defined as the time it took to achieve two doublings (corresponding to a fourfold increase in OD_600_). Remarkably, the high fraction could resume growth faster than the low and unsorted fractions. For NLIM-PRO, the high fraction achieved a lag time of 8.9 ± 0.3 h, while it took significantly longer (*p* < 0.05, paired *t* test) for the low fraction to resume growth with a lag time of 11.5 ± 0.7 h (Fig. 4f, g). Again, the lag time extension observed for the low subpopulation was significantly longer than the high subpopulation for all conditions tested (Fig. 4g), likely due to metabolic changes necessary to re-enter cell cycle progression. An extended lag time was also observed for the low subpopulation when grown in YPD on agar pads (Supplementary Fig. 23). Comparing viability and growth resumption rates, our data suggests a second tradeoff between long-term viability and growth maximization (Spearman correlation *ρ* = −0.62, Fig. 4g). In terms of population-wide resource allocation, investing in a subpopulation with higher viability and chronological lifespan is probably advantageous in fluctuating conditions and outweighs the associated population growth reduction. We indeed note that the low subpopulation investment seems to be mitigated during re-exposure to rich media, with the unsorted fraction showing a similar growth compared to the high subpopulation, especially under NREP conditions (Supplementary Fig. 24). Additionally, the increased lag phase in rich media for the low subpopulation could be a memory effect. Cells exposed to fluctuating environments often display history-dependent behaviours to prepare for recurring suboptimal conditions^45^. Therefore, maintaining a longer lag phase and not resuming growth straight after re-exposure to rich media could increase longevity as measured by viability extension and enhance survival chances, especially with reoccurring suboptimal conditions.

### Viability and growth are distinct transcriptional states

We further characterised metabolic differences between growth and viability based on transcription factor (TF) nuclear intensity, where TF activity is proportional to nuclear intensity in addition to promoter affinity of the downstream targets^46^. To this end, we created a prototrophic transcription factor GFP fusion library (TF-GFP library) using Synthetic Genetic Array (SGA) (Methods). The library consists of 192 members containing a TF fused to GFP as well as a nuclear localisation tag (BFP) and a subpopulation marker (pRPL28-RFP). We performed a nitrogen downshift into proline or glutamine for each member of the TF-GFP library and analysed the resulting nuclear intensity over time for each condition and subpopulation using high-throughput microscopy (Fig. 5a). TF nuclear intensities were computed from YeaZ segmented cells by overlapping nuclear localisation tag (BFP) and TF-GFP localisation (GFP), while subpopulation assignment was performed on cell size and pPRL28-RFP intensity (Methods, Fig. 5a, b). For each GFP-tagged TF, we recorded cell size, mean cellular pRPL28-RFP and mean nuclear GFP for ~800,000 cells exposed to 30 min, 90 min, 150 min and 210 min of either NLIM-PRO or NLIM-GLN treatment (Source Data). The resulting cell size-pRPL28-RFP scatter plot obtained from microscopy was consistent with flow cytometry data (Fig. 5b, Supplementary Fig. 25). After 30 min, we found that already 157 and 116 transcription factors were significantly different (*p* < 0.05, two-tailed *t* test) between conditions and subpopulations (NLIM-PRO), respectively (Fig. 5c, d). Because TF localisation can be noisy and highly variable over time^21^, we also ranked the nuclear intensities at each timepoint to highlight the most consistent TFs for each condition and subpopulation (Fig. 5e, f, Supplementary Data 4).

**Fig. 5:**
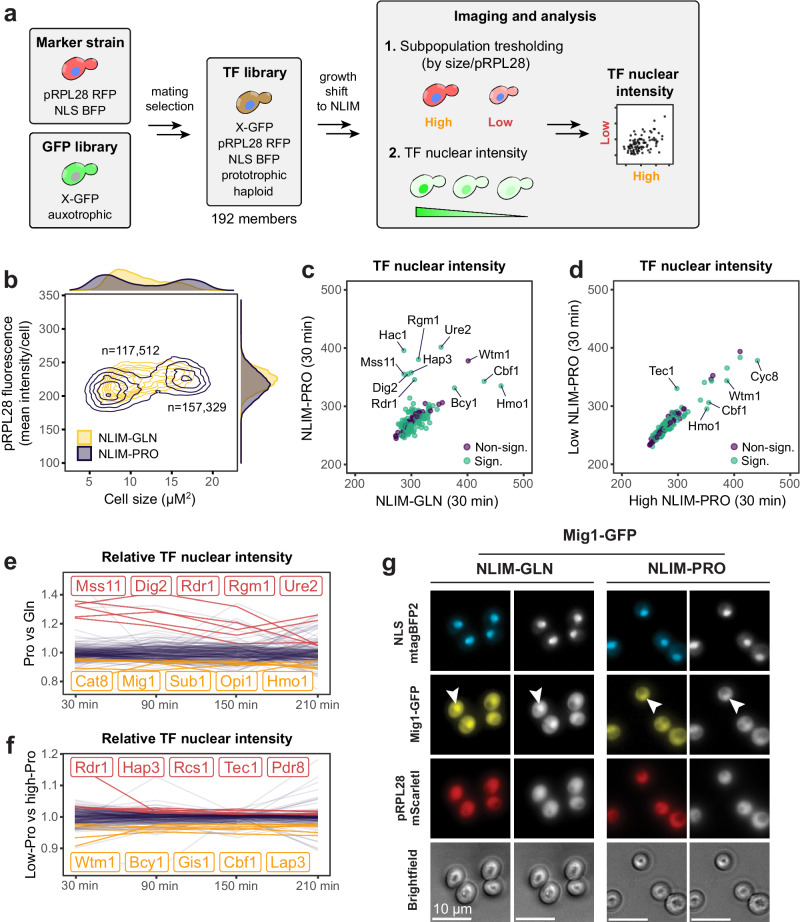
Transcription factor tracking upon entry into quiescence. **a** Overview of the pipeline. A marker strain containing the subpopulation marker as well as a nuclear localisation tag was mated with one of the 192 transcription factor members of the GFP library (TF-GFP) using the Synthetic Genetic Array method (SGA). The improved library was then grown in rich media and shifted to nitrogen-limited conditions as described in the Methods. The library was imaged in PBS 30, 90, 150 and 210 min into the shift. The YeaZ algorithm^26^ was used to segment cells based on neural networks. When possible, segmented cells were assigned to high and low clusters based on pRPL28 mScarlet fluorescence and cell size using the Expectation Maximisation (EM) algorithm. TF localisations were computed for each cell and each strain by overlapping the nuclear localisation signal (mTagBFP2) with the TF-GFP signal (Methods). **b** Scatter plot representing mean RFP fluorescence per cell and cell size 150 min into the shift, at the onset of differentiation for NLIM-PRO (dark purple) and NLIM-GLN (yellow). Cells were assigned to each cluster (low or high) based on their cell size and mean RFP intensity using the EM algorithm. **c**, **d** TF localisations for proline plotted against glutamine (population level) and high against low subpopulation (NLIM-PRO), 30 min into the shift. TF nuclear intensity was calculated as the mean GFP fluorescence over the nucleus, determined by the NLS-mtagBFP2. Significance score denotes *p* value of unpaired two-sided *t* test with *p* < 0.05, with an adjusted mean (condition/subpopulation difference). TF with significant localisation scores are shown in green. **e**, **f** Relative TF nuclear localisation tracked over time for proline versus glutamine (**e**) and low versus high proline subpopulations (**f**). Relative localisations were normalised by the mean relative localisation of the timepoint. **g** Multi-channel ×50 imaging of Mig1-GFP for one representative of two experiments. NLS-mtagBFP2 represents the nuclear localisation and pRPL28-mScarletI was used to classify high and low subpopulations.

We first asked whether the TF library could capture established differences between proline and glutamine conditions. For example, Put3, activator of proline catabolic genes and under the control of the NCR programme^47^, was one of the most localised TF in proline compared to glutamine at bulk and at the low subpopulation levels (210 min; *p* < 0.05, two-tailed *t* test) (Supplementary Data 4, Supplementary Fig. 26a, b). Ure2, one of the most consistent targets over time, had a higher nuclear intensity for the proline condition at the population level (Fig. 5c, e). Ure2 is strongly associated with the NCR programme, sequestering the NCR activator Gln3 to the cytoplasm in presence of a preferred nitrogen source such as glutamine^48^. Dig2, a repressor of the Ste12 transcription factor, part of MAPK signalling, which was differentially activated between low and high subpopulation according to subpopulation RNA sequencing (Supplementary Fig. 9). 

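In subpopulation RNA sequencing, DIG2 (YDR480W, chromosome IV, 1417399 to 1418370) stood at 16.2 ± 5.10 CPM (SD, n = 3) in low and 37.7 ± 6.07 (SD, n = 5) in high, a log2 fold change of -1.22 (standard error 0.26, adjusted p = 0.028 from edgeR's quasi-likelihood test). In the fit to all 10 it was -1.48, with 7.59 CPM in L2_2609 and 11.3 in L1_2709. With paired replicates it was -1.39 and no longer past the threshold. It also lost the threshold without any one of the high libraries H1_2609, H1_2709, H2_2709 and H_2909, at -1.15 to -1.24. STE12 had a log2 fold change of 0.74 (standard error 0.22, adjusted p = 0.10 from the same test) and was called with DESeq2, at 0.75. TEC1 had a log2 fold change of 0.014 (standard error 0.25). The genes of MAPK signalling that were called were lower in low except PTP3. CLN2, CLB1, CLB2, CDC28 and SWE1 are also on the cell cycle list, and MKK1, WSC2, MUC1, KSS1 and DIG2 are not. The phosphatase gene PTP3 was higher in low, with a log2 fold change of 0.81. CLB2, SWE1, MKK1, MUC1, KSS1 and PTP3 also lost the threshold with paired replicates. Without the cell cycle genes, 6 of 72 genes were called, 1.61 times the number that chance gives (exact hypergeometric test, one-sided p = 0.17). With all 10 libraries 8 were called, 3.13 times that number (the same exact test, p = 0.0037).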

To validate our high-throughput results, we further imaged Dig2-GFP strain during a shift to either NLIM-PRO or NLIM-GLN and could find it to be indeed more intense for proline (Supplementary Fig. 26f). Conversely, Mig1, involved in respiration and gluconeogenesis gene repression^49^, had a higher nuclear intensity in glutamine, indicating that cells growing on glutamine could do fermentation despite nitrogen limitation (Fig. 5e, g). This was also conserved at the low subpopulation level where Mig1 was consistently more intense for glutamine compared to proline (Supplementary Fig. 26e). Consistent with this finding, we found that Snf1, a major Mig1 inhibitor, had higher nuclear intensity in the low proline subpopulation mimicking a low-glucose condition despite glucose present in abundance (Supplementary Fig. 26d)^50^. This corroborates our previous findings that the low glutamine subpopulation is actively growing while the low proline subpopulation is more quiescent.

We next used the TF library to investigate differences between high and low subpopulations in NLIM-PRO. Among the most consistent targets, Tec1 had significantly higher nuclear intensity in the low subpopulation already after 30 min and onwards (Fig. 5d, f). We found that Tec1 was specific to the low proline subpopulation since it was more intense when compared to the low glutamine, indicating an essential role in maintaining quiescence (Supplementary Fig. 26c). Interestingly, Tec1 connects MAPK and TOR pathways to coordinate yeast development and has previously been reported as a positive regulator of chronological lifespan^51^, consistent with the improved chronological lifespan observed for the low subpopulation. Tec1, together with Ste12 of the MAPK pathway, both regulate genes required for filamentous and pseudohyphal growth^52^. Rcs1, another TF that specifically localises to the low proline subpopulation, is involved in iron homoeostasis and its nuclear localisation increases with DNA stress^53^ (Fig. 5f, Supplementary Fig. 26g). Other main targets included Rdr1 and Pdr8, both associated with ATP-binding cassette (ABC) family of transporters, important for resistance to drugs and other growth inhibitors and up-regulated in quiescent cells^9,54^.

### Quiescent population is dormant and heterogeneous in ATP levels

Given important differences in transcription factor localisation for high and low subpopulations, we further studied how they could translate into physiological differences. Using metabolic sensors, we measured two key metabolic parameters, that are cellular energy status and metabolic activity. For energy status, we measured adenosine-triphosphate (ATP) levels using a FRET biosensor^55^ (Fig. 6a). For metabolic activity, we measured fructose-1,6-bisphosphate (FBP), shown to correlate with glycolytic flux^5,56^, using a riboswitch-based fluorescence sensor^57^ (Fig. 6b). To account for growth differences between subpopulations as well as cell-to-cell variability in sensor expression that could occlude the measurement, FBP signal was normalised to an RFP control placed under a constitutive promoter while the ATP sensor was ratiometric, providing the ratio between bound and unbound states (Fig. 6a, b).

**Fig. 6:**
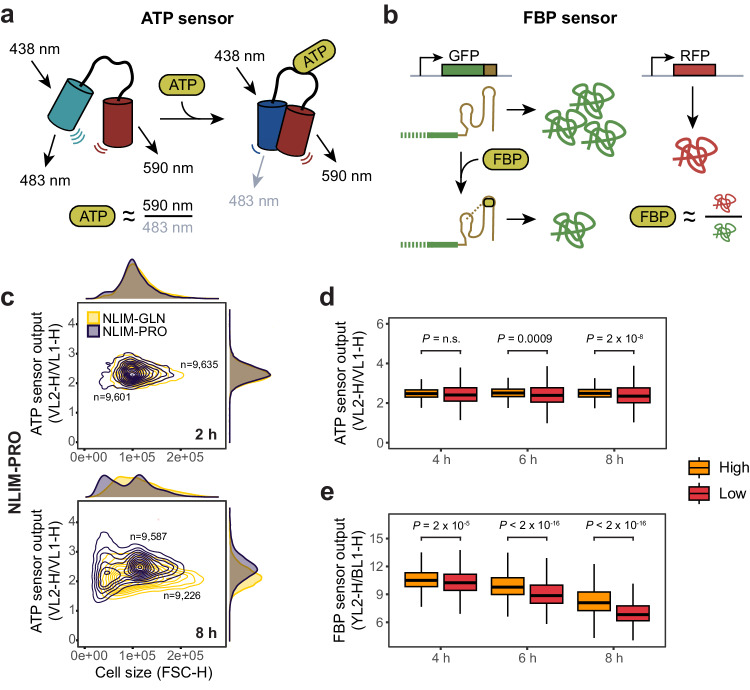
Central metabolites tracking upon entry into quiescence. **a**, **b** Overview of the ATP (yATP) FRET sensor^55^ and FBP fluorescence sensor^57^. Both sensors are ratiometric, normalising out potential differences in sensor expression levels. For the ATP sensor, relative ATP levels are proportional to the inverse of the ratio of acceptor (590 nm) over donor (483 nm) emission from the same excitation (438 nm). For the FBP sensor, FBP levels can be estimated from the inverse of the ratio of GFP (riboswitch) over RFP (control) ratio. GFP and RFP are integrated in the same locus (URA3) and under the control of pTEF1 and pTEF2, respectively. **c** Scatter plot representing the emergence of the low subpopulation for NLIM-PRO (dark purple) and NLIM-GLN (yellow) based on the output of the ATP sensor (yATP) against cell size. **d**, **e** Quantification over time based on Expectation Maximisation clustering (Methods) of scatter plots as shown in **c**. Orange and red colours represent high and low fractions, respectively. Only timepoints where clustering could be performed are shown. Centre marks of the box plot represent the median, hinges mark the lower and upper quartiles and whiskers show all values that, at maximum, fall within 1.5 times the interquartile range. Indicated p-values were calculated from unpaired two-sided *t* test and represent single-cell heterogeneity performed on one representative of two experiments.

Analysis of ATP levels after 8 h of growth in NLIM media with glutamine or proline showed population-wide differences and cellular ATP levels generally lower in glutamine than proline media (Fig. 6c). These data, together with the strongest growth profile observed in cells shifted to NLIM-GLN (Fig. 4b), could further suggest fermentative rather than respiratory growth in NLIM-GLN. Remarkably, while ATP levels were unimodal at the population levels, scatter projection of ATP levels versus cell size revealed cellular bimodality for proline, with the emergence of two clusters corresponding to the low and high subpopulations (Fig. 6d). When we clustered high and low subpopulations based on cell size (Supplementary Fig. 27a), we found that from 4 h onwards, the low quiescent subpopulation showed a reduced but more heterogeneous ATP pool, while the high growing subpopulation maintained a homogeneous ATP content over the course of the experiment (Supplementary Fig. 27b). This difference in ATP heterogeneity between low and high subpopulations was maintained for the other bimodal nitrogen sources (Supplementary Fig. 28a). Similarly, conditions that sustained higher maximal growth rates (Fig. 4b) had generally lower median ATP output at the population level (Supplementary Fig. 28b, c). A high variability in the quiescent subpopulation could be consistent with bet-hedging where increased ATP variability could denote a strategy to further increase phenotypic diversity in preparation to environmental fluctuations. Similar observations were made for cells shifted from glucose to maltose, where cells resuming growth had a higher and more homogeneous ATP pool than cells that remained quiescent^29^. Conversely, the analysis of FBP levels did not show the same difference in variability between low and high subpopulations but showed a population-wide decrease over time instead (Fig. 6e). This decrease was more marked for the low subpopulation suggesting a more dormant metabolism, consistent with previous studies on quiescence^6,58^.

## Discussion

Our results show that *S. cerevisiae* exposed to a nitrogen downshift display phenotypic bimodality with simultaneous presence of subpopulations following a tradeoff between chronological lifespan and growth capabilities. Concomitantly, these subpopulations operate at very distinct metabolic states where the low subpopulation is optimized for viability, and the high subpopulation is optimized for growth. With these fundamentally opposite metabolic states, individual cells need to commit to either state (specialisation) and phenotypic bimodality is therefore optimal given finite resource allocation. A similar phenotypic specialisation into a growing and a stress-resistant fraction has also been found when *S. cerevisiae* was exposed to growth inhibitors^35^. In proline, the low subpopulation is a terminal state enriched with daughter cells, while in glutamine, it can resume growth. Asymmetric generation of quiescent-specific daughter cells has also been observed during glucose exhaustion, at the onset of stationary phase^10^. Using subpopulation-based RNA sequencing and high-throughput TF imaging, we found that increased viability correlates with a more active MAPK signalling and DNA stress response associated with general chromosomal regulation, as well as organelle and morphological reorganisation. 

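The direction of whole lists was tested with camera, a competitive gene set test in limma, at a preset correlation between genes of 0.01, adjusted over 19 lists. Of 83 MAPK signalling genes, 42 were higher and 41 lower in low, with a median log2 fold change of 0.0059 (adjusted p = 0.90 from limma's camera), which was below 0 in 7 of the 8 fits that each left out one library. Genes that respond to single MAPK pathways differed in the sign of their medians. Cell wall integrity targets were lower in low, with a median of -0.43 (adjusted p = 9.9e-06) and 17 of 19 genes lower. Pheromone pathway targets were slightly higher, with a median of 0.069 (adjusted p = 0.014) and 18 of 27 genes higher. The medians were 0.11 for osmotic stress targets (adjusted p = 0.077) and -0.52 for filamentous growth targets (adjusted p = 0.21). The osmotic stress targets were past the threshold over all 10 libraries, with a median of 0.088 (adjusted p = 0.039 from limma's camera), and without any one of H1_2609, H_2909 and L_2909, but held neither under fry nor under an estimated correlation, and their median was -0.039 with paired replicates. Of 26 genes of the DNA damage response, 14 were higher in low, with a median of 0.036 (adjusted p = 0.92). DUN1 was called and lower in low, with a log2 fold change of -2.10. The 40 environmental stress genes had a median of 0.13 (adjusted p = 0.013), with 29 higher in low. The difference of the cell wall integrity targets held under limma's fry test, and under camera with an estimated correlation over all 10 libraries (adjusted p = 0.016) but not in the 8 (adjusted p = 0.055). Filamentous growth targets were past the threshold under fry (adjusted p = 0.041). The MAPK signalling list was past it under fry over all 10 libraries (adjusted p = 0.0092) but not in the 8 (adjusted p = 0.058). The differences of the pheromone and environmental stress genes held neither under fry nor under an estimated correlation, nor with paired replicates. Under camera over all 10 libraries, the pheromone targets were also not past the threshold, with a median of 0.12 (adjusted p = 0.072). They were not past it either with libraries blocked by the shared endings of their names (adjusted p = 0.056 from camera). For all 10 libraries the medians were -0.015 for MAPK signalling, -0.42 for cell wall integrity targets, -0.061 for the DNA damage response and 0.070 for environmental stress genes. The paper states a correlation of increased viability with MAPK signalling and the DNA stress response being more active, drawn from the subpopulation RNA sequencing and the imaging of transcription factors. The values here are mRNA levels, which do not measure signalling activity or nuclear localisation.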

The seemingly more active MAPK signalling between subpopulations denotes an important crosstalk between nitrogen and carbon metabolism. More importantly, the low subpopulation had similarities with a low-glucose state despite glucose present in excess. Nuclear localisation of transcription factors involved in metal homoeostasis for the low proline subpopulation could be related to the non-growing phenotype, where upregulation of ion homoeostasis when growth stalls have been previously reported in a wide range of model organisms^9,59,60^.

We argue that in the context of evolution and given conservation in both wild and domesticated *S. cerevisiae* and *S. paradoxus* strains, cell size bimodality in response to a nitrogen downshift is a hard-wired regulatory mechanism and probably crucial to environmental interactions. We further hypothesise that amino acids could be used as an environmental cue for decision-making. In this aspect, glutamine could denote ideal growth conditions while leucine, which gave the strongest cell size bimodality (Fig. 4a), could indicate conditions that necessitate a survival increase or dispersal. Supporting this theory, cells growing on leucine produce a distinctive banana-like aroma including isoamyl alcohol, isovaleric acid or isoamyl acetate^61^. While aroma production dependence on nitrogen sources is well documented in the yeast brewing industry^62^, its ecological purpose still remains obscure but past evidence suggests that aroma production could be used for attracting insects and facilitating dispersion^2,63,64^. Strong differentiation to quiescence for leucine coupled with increased aroma production could, therefore, facilitate dispersal through insect vectors directly linking the observed bimodality to a broader ecological context. Given that growth on leucine was more bimodal than growth without any nitrogen sources (NSTARVE), we further hypothesise that leucine could be used as an environmental cue for dispersion. Increasing viability and extending lifespan might be a strategic choice to allow better dispersion without needing to undergo sporulation and could offer several advantages. First, it could be seen as a lighter, more reversible commitment to dormancy. This could explain why diploid cells in the presence of fermentable carbon sources such as glucose undergo quiescence rather than sporulation when other essential nutrients such as nitrogen are limiting growth^65^. Second, the increased lag phase for the quiescent subpopulation could correspond to a delayed phenotypic outing and give a memory effect in fluctuating conditions to better withstand previously experienced suboptimal conditions^45,66^. We note that this is still unclear whether the increased lag phase could also be a by-product of increased viability where cells need time to exit quiescence. Yet, another advantage could be that quiescent cells remain metabolically active and could still be able to exchange metabolites with their environment. Metabolite exchange, amino acids in particular, is a key feature of yeast exo-metabolome and is important for phenotypic heterogeneity and metabolic specialisation^67^. Remarkably, while measuring the supernatant of yeast exposed to 8 h nitrogen downshifts, we could detect amino acids other than the nitrogen source used, even under low nitrogen contents (NLIM, 0.8 mM) (Supplementary Data 5), supporting a broader population-wide function based on amino acid exchange. Similarly, a recent study found that lysine was involved in cross-feeding interactions in ageing colonies on an agar plate resulting in phenotypic heterogeneity between young and old cells consuming and producing lysine^68^. Interestingly, we found that lysine was the amino acid that performed the worst in both growth and chronological lifespan. We could not detect any lysine throughout the different downshifts despite the observation that *lys12* (lysine biosynthesis) knockout is able to establish syntrophic communities with lysine producers^69^, showing that lysine or its intermediate can be exchanged.

In light of a recent study showing that artificial consortia of *S. cerevisiae* auxotrophs have an extended chronological lifespan^70^, we show that such lifespan improvements could be explained by the heterogeneity we observed. Auxotrophs would typically be forced to rely heavily on amino acids produced by other members of the community and could, therefore, exhibit heterogeneity within an auxotrophy class, leading to increased lifespan. Finally, in terms of fitness burden, our results show that an investment in a small quiescent subpopulation with longer lifespan is beneficial since it results in a minor decrease in growth resumption capabilities with the lag phase for high and unsorted subpopulations being very similar if not the same in certain cases. This can explain other bet-hedging strategies such as antimicrobial resistance^71^. Our results could be relevant in future work to study amino acid sensing mechanisms or investigate potential division of labour across subpopulations and the role they play within a natural environmental context.

## Methods

### Single-cell RNA sequencing data analysis

Single-cell RNA sequencing data were obtained from ref. ^23^. Raw counts data was downloaded from NCBI with accession number GSE125162. All data analysis was performed on R. Pre-processing was performed according to the author’s guidelines, except for the normalisation that was performed using the logNormCounts from the LTLA/Scuttle package (https://github.com/LTLA/scuttle). Dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) was performed using the scater package^72^. To calculate single-cell growth scores, the log normalised scRNAseq reads were inputted into the calculateRates function from the growth regression model obtained from ref. ^39^. To identify subpopulation-specific markers, DESeq2^73^ was used to find genes that were differentially expressed between subpopulations. Detailed methodology is available as part of Supplementary Method 1. All data analysis performed in this study are available on GitHub (https://github.com/KiyanShabestary/2023-NLIM-heterogeneity).

### Strain creation

Two prototrophic strain versions based on the laboratory strain BY4741 (*MAT*a *his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*)^74^ were made as subpopulation marker strains. One version had full prototrophy restored using the minichromosome pHLUM series^75^. A genome-integrated version was also created with HLUM fragments, PCR amplified from the respective minichromosomes with ~35 bp overhangs for homologous recombination targeting the HO locus. The fluorescent protein sfGFP was assembled under the control of the pRPL28 promoter, identified as a subpopulation marker through scRNAseq data analysis. Transcription termination was under the control of the tTDH1 terminator. The pRPL28 promoter part was amplified from genomic DNA taking 700 bp directly upstream of the coding sequence. Parts for sfGFP and terminators were obtained from the yeast MoClo Toolkit (YTK)^76^. Assembly was performed into a URA3 targeting vector using Golden Gate assembly as described in the YTK toolkit assembly. For the ATP sensor strain, a codon-optimised variant of yAT1.03 sensor^55^ was ordered as GeneArt from ThermoFisher and cloned in a pYTK level 0 Type 3 plasmid. Using Golden Gate assembly, the fragment was placed under pTEF1 control and with the tENO1 terminator in a vector targeting *ura3*. The plasmid was co-transformed with pHLM into BY4741. For the FBP sensor, the 2_riboswitch sensing unit was amplified from the pFBP-2_6.sensor^57^ plasmid obtained from addgene (catalogue number 162800). The fragment was assembled into pYTK053 of the YTK collection, downstream of the promoter pTEF1 and mNeonGreen and upstream of the tSSA1 terminator. Both the FBP sensor and its control (mScarletI (RFP) under pTEF2 control and with tENO2 terminator) were genome-integrated at the *ura3* locus, complemented with the pHLM minichromosome. For the TF library, a donor strain based on BY4742 (MATα *hisΔ1 leu2Δ0 lys2Δ0 ura3Δ0*) was used to create the prototrophic GFP library using SGA (see SGA section in Methods). As a subpopulation marker, mScarlet (RFP) was placed under pRPL28 control at the *ura3* locus with tTDH1 terminator. For nuclear localisation visualisation, a nuclear localisation tag derived from the SV40 T-antigen^77^ was added at the 5’ end of mTagBFP2 (BFP) placed under the control of pTEF2 and with the tENO2 terminator genome-integrated at the *leu2* locus. Additionally, for haploid selection, a kanMX cassette was placed under the MATa-specific pSTE2 promoter (genome amplified) with tPGK1 terminator at the *can1* locus. All assemblies were performed using Golden Gate assembly within the YTK framework^76^. Strains used in this study are indexed and described in Supplementary Data 3.

### Yeast transformation

Transformation into yeast was performed using the Lithium acetate protocol^78^. Overnight YPD yeast cultures were diluted in YPD (1:50, 5 ml per three transformations) in the morning and cultivated until they reached exponential growth (4–5 h). Cells were then washed once and resuspended in 0.1 M Lithium acetate (LiOAc, Sigma) to a final volume of 100 μl per transformation. The subpopulation marker plasmid was linearised using NotI (New England Biolabs). The linearised plasmid (500 ng) and the minichromosome (1 μl, >100 ng/μl), when appropriate, were mixed with boiled (5 min, 100 °C) salmon sperm DNA (10 μl, Invitrogen). Competent yeast cells were resuspended in the DNA/salmon sperm DNA mixture and then mixed with 260 μl 50% (w/v) PEG-3350 (Sigma) and 36 μl 1 M LiOAc. The transformation mixture was incubated at 42 °C for 25 min, resuspended in sterile water and plated on the appropriate selection medium. All strains were confirmed by cPCR followed by Sanger sequencing.

### Growth conditions

Yeast cells were cultivated in sterile 14 ml cell culture tubes (Greiner Bio-One) grown at 30 °C in a Infors HT Multitron with 700 rpm shaking. Yeast extract-peptone dextrose (YPD) composed of 1% (w/v) Bacto Yeast Extract (Merck), 2% Bacto Peptone (Merck), and 2% Glucose (VWR) was used as rich pre-shift media. For the post-shift media, 1.7 g/l Yeast Nitrogen Base (YNB) without amino acid and ammonium sulfate (Sigma) and with 2% Glucose (YNB) was used with 0.8 mM (NLIM), 10 mM (NREP) or without (NSTARVE) nitrogen source. All amino acids were supplied from Sigma or Formedium. Both YPD and post-shift media were buffered with 50 mM phosphate buffer and adjusted to pH 6.0.

### Medium shift

Pre-shift growth included an overnight step in YPD from a single colony stored on YNB agar plate followed by a 1:50 dilution in 5 ml YPD grown for 4 h until the end of exponential growth was reached (OD_600_ = 0.8−1.0). Cells were then centrifuged for 6 min at 4 kG and washed in phosphate-buffered saline (PBS) solution twice. After the washing step, cells were resuspended in post-shift media (NLIM, NREP, or NSTARVE) to OD_600_ = 0.4 in 14 ml cell culture tubes or 250 ml flasks (for subpopulation RNA sequencing) and grown at 30 °C with 700 rpm shaking (Infors).

### Time-lapse microscopy

Time-lapse microscopy was performed using agarose pads. In short, cells were trapped in between a microscope slide and an agar pad as previously described^79^. Agarose pads were composed of the respective growth media and 1.5% (w/v) low melting agar (Sigma). To create the agar pad, 1 ml of agar/media mixture was pipetted on top of a microscope glass cover (22 mm × 22 mm, VWR). Another cover was placed on top to create a layer of even thickness. Approximately 50 mm^2^ of the solidified agarose (one-ninth) was cut out to make an agarose pad and 2 μl of cells (OD_600_ = 0.4 in PBS) was applied in the middle of each pad. The agarose pad was then placed upside down in an enclosed 35 mm cell imaging dish (Ibidi). Water was added to the enclosure to limit evaporation during the time-lapse. Imaging was performed on a Nikon Ti-2 Twin-Cam-TIRF with an environmental chamber to maintain temperature at 30 °C.

### Subpopulation sorting

Subpopulations were sorted using fluorescence-activated cell sorting (FACS), performed on a BD FACSAria III Cell Sorter, based on GFP fluorescence (FITC-A, blue laser 488-530/30 nm) and morphology (SSC-A). Doublets and budding yeast exclusion were filtered out through FSC-W/FSC-H and SSC-W/SSC-H gatings. Prior to sorting, samples were filtered, and 20,000 events were used to adjust gating. Purity cheques were performed at the start of every sorting run to ensure accurate gating and no cross-contamination. Gating details are available as part of Supplementary Note 1. For subpopulation RNA sequencing, pRPL28 marker strain culture grown overnight was diluted (1:50) in YPD (10 ml) and grown to exponential phase (4 h). Cells were washed twice with PBS as described above and exposed for 1 hour in post-shift media (post-shift resuspension OD_600_ = 0.4). Prior to sorting, cells were centrifuged, resuspended in PBS and kept at 4 °C for the duration of sorting. After sorting in 15 ml tubes, cells from each sorted fraction were grouped and centrifuged (6 min at 4 kG) to remove the supernatant. Cell pellets (at least 4 million cells for each sample) were frozen in liquid nitrogen and stored at −80 °C until RNA extraction. Growth resumption and chronological lifespan experiments were performed in 96-well plates (Greiner). Cells were grown in YPD and exposed to a 4 h post-shift as described above. Cells were washed once in PBS and sorted in 15 ml tubes. Approximately 50 k cells were used per well for both subpopulation lifespan and growth resumption measurements.

### Subpopulation RNA sequencing

Subpopulation RNA extraction, sequencing and data analysis was performed through Novogene sequencing services. Sorted cell pellets stored at −80 °C were thawed on ice. RNA was extracted with a RNAprep Pure Plant Plus kit (Tiangen). Messenger RNA was purified using poly-T oligos attached magnetic beads. After fragmentation, the first strand cDNA was synthesised using random hexamer primers, followed by a second strand cDNA synthesis. The library was quantified using real-time PCR and Qubit. Size distributions were calculated using Bioanalyzer analysis. Quantified libraries were pooled and sequenced on an Illumina platform (Novaseq 6000) with a paired-end 150 bp (PE150) method. Raw sequencing reads and count matrix are available in NCBI GEO under the accession number GSE235239.

RNA sequencing reads were filtered according to the following criteria: Reads with no adaptor contamination, no more than 10% of uncertain base (N) within the read, not >50% of the reads made of low-quality base reads (Base Quality Qscore less than 5). Low-quality reads represented less than 1% of total reads. HISAT2^80^ was used to map the filtered reads to the genome. Reference genome (fasta file) and gene annotations (gtf file) used for alignments were obtained from the Ensembl database available at http://ftp.ensembl.org/pub/release-75 (December 2022).

Principal Component Analysis was performed on gene expression values (FPKM) to evaluate intergroup and intragroup variance and remove outliers. Differential gene expression was computed using DESeq2^73^ and *p* values adjusted using the Benjamini–Hochberg procedure. KEGG enrichment analysis was performed using clusterProfiler^81^ with adjusted *p* values obtained from DESeq2.

### Growth measurements

Growth parameters were calculated for cultures grown in YPD and shifted to post-shift media (OD_600_ = 0.1) as described above. Growth curves were obtained for 96-well plates (Greiner) recorded in a Tecan Spark microplate reader set at 30 °C with 200 rpm orbital shaking. Breathe-Easy sealing membrane (Sigma) was applied to reduce evaporation while maintaining gas transfer throughout the experiment. Bulk population maximal growth rates were calculated as follows: Data from the plate reader was blank normalised. The R package growthcurver (https://github.com/sprouffske/growthcurver) was used to obtain a smooth fit of the growth curve. Local growth parameter mu_log for each time interval was computed as the difference of the natural logarithmic of the ODs divided by the time interval. Finally, the maximal value mu_log within a time window excluding lag and stationary phases (between 5 h to 20 h in post-shift media) was taken as maximal growth rate. For growth resumption experiment in YPD following FACS-based sorting, cultures were resuspended to OD_600_ = 0.05. Lag time was estimated as the time required (discrete interval) to reach two doublings (OD_600_ = 0.2).

### Bimodality quantification

Cell-to-cell heterogeneity of cultures grown in YPD and shifted to post-shift media (OD_600_ = 0.4) was measured over time using an Attune Nxt flow cytometer (Invitrogen). Forward scatter (FSC-H) and GFP fluorescence (BL1-H, blue laser 480/10 nm) were used to measure cell size and GFP fluorescence heterogeneity, respectively. Doublets were excluded from the data based on FSC-H/FSC-A linear correlation (both log scale) using the FlowJo software. At least 10’000 events were recorded per sample/replicate. Cell size bimodality scores were computed using Hartigans’ diptest for unimodality using the R package diptest (https://github.com/mmaechler/diptest). The stat and pval output values were used as bimodality score and associated p-value. The R package flexmix^82^ was used to perform Expectation Maximisation on cell size distributions to fit a Gaussian model for each subpopulation and estimate the respective mean and standard deviation for each subpopulation.

### Chronological lifespan assay

Chronological lifespan was estimated as the percentage of cells remaining viable in PBS over time. For bulk population lifespan estimation, cultures (150 μl) exposed to a 18 h nitrogen downshift in 96-well plates were washed twice in PBS, resuspended in 200 μl PBS and 50 μl of cells/PBS mixture was added to 150 μl PBS in a 96-well plate. For subpopulation lifespan assessment following FACS-based sorting, cells exposed to a 4 h downshift were washed prior to sorting and 50 k cells in PBS were stored in 96-well plates (200 μl). One whole plate was used for each timepoint measurement to limit subsequent evaporation. Lifespan was measured up to 30 days after the end of the post-shift as indicated in text. Plates were sealed with Breathe-Easy sealing membrane (Sigma) and wrapped with aluminium foil and stored at 30 °C until cell viability measurement. Cell viability was measured on the basis of permeability to propidium iodide (PI, Merck) in apoptotic cells using flow cytometry (Attune Nxt, YL1-H, excitation 561 nm, emission filter 585/16 nm). Prior to the fluorescence assay, 1 μl of PI (1 mg/ml) was added to 200 μl cell/PBS mixture and gently mixed using a multi-channel pipette. For each sample/replicate, viability was thresholded based on viability measured in YPD.

### Unbudded cells counting

Sorted fractions of cells exposed to a 2 h downshift and sorted via FACS were collected in PBS and either directly stained or transferred to fresh NLIM-PRO or NLIM-GLN media and incubated for 2 h at 30 °C and 700 rpm shaking before staining. Bud scars were stained using calcofluor white (Sigma-Aldrich) at a final concentration of 0.01 g/L. Cells were incubated for 15 min in the dark at room temperature and washed in PBS. Subsequently, 5 μl of cells were transferred to microscopy glass slides and imaged using a Nikon Ti microscope fitted with a Hamamatsu Flash 4 camera. Stained bud scars were visualised using a P4000 Cooled LED light source at 365 nm and filters for blue fluorescence. pRPL28-sfGFP fluorescence was captured using a 460 nm LED and green fluorescent filters. Counting was performed manually, to prevent bias due to differences in staining efficiency.

### Metabolic sensors analysis

Metabolic sensors were used for in vivo measurement of ATP and FBP. Both sensors were genome-integrated at the URA3 locus. We used a FRET-based biosensor^55^ for ATP and a riboswitch-based fluorescence sensor for FBP measurement^57^. For the ATP sensor, the ATP FRET signal was recorded using a 405 nm excitation laser, a 450/40 nm donor emission filter and a 525/50 nm acceptor emission filter (VL1 and VL2 channels). ATP levels were calculated by taking the ratio between the VL2 and VL1 channels (VL2-H/VL1-H). For the FBP sensor, the FBP signal was recorded using a 488 nm excitation laser and a 530/30 nm emission filter (BL1 channel) while the control RFP signal was measured using a 516 nm excitation filter and 620/15 emission filter (YL2 channel). With the FBP sensor fluorescence displaying a signal inversely proportional to FBP concentration. FBP levels were calculated by taking the ratio between the YL2 and BL1 channels (YL2-H/BL1-H). Signals were recorded on a Attune Nxt flow cytometer (Invitrogen). Expectation maximisation using the R package Rmixmod^83^ with “Gaussian_pk_L_I” model selection was performed on cell size to compute subpopulation-specific ATP and FBP levels.

### Library creation using SGA

A prototrophic version of the GFP collection^84^ was created using the Synthetic Genetic Array method^85^. A transcription factor library (TF-GFP library) containing 192 members was created as follows. Selected strains from the GFP collection (MATa *his3Δ1 met15Δ0 leu2Δ0 ura3Δ0 XXX*-GFP-HisMX) were mated with a donor strain based on the laboratory strain BY4742. The donor strain contained a nuclear localisation marker subpopulation marker as well as kanamycin resistance placed under the MATa-specific pSTE2 promoter for haploid selection (MATα *can1*::pSte2-KanMX-tPGK1 *his3Δ1 lys2Δ0 leu2*::pTEF2-NLS-mtagBFP-tENO2-LEU2 *ura3*::pRPL28-mScarletI-tTDH1-URA3) (see Strain creation method section above). Mating was performed on solid agar plates in a 384 array using a Rotor pinning robot (Singer Instruments). Cells were then transferred to agar plates with minimal media (YNB) lacking amino acids to select prototrophic diploids. These diploids were then incubated in pre-sporulation media (YP with 1% potassium acetate) in liquid 96-well plates and grown for 24 h. Cells were then washed in PBS and resuspended in 1% potassium acetate sporulation media. After 5 days, haploid MATa spores were selected by transferring 50 µl of spores into 450 µl of synthetic media containing 50 µg/ml canavanine and 300 µg/ml G418. After 24 h, 50 µl were washed in PBS and resuspended in 450 µl of synthetic media lacking uracil, leucine, histidine, lysine and methionine containing 10 µg/ml canavanine and 300 µg/ml G418 to select prototrophic haploids overnight. This step was repeated in standard 96-well plates in total volumes of 150 µl and single colonies were selected by transferring cells onto rectangular agar plates using the Rotor pinning robot (Singer Instruments) and a 7 × 7 pinning protocol to select clonal populations from single colonies. Correct ploidy was confirmed using MATa- and MATα-specific primers as described in ref. ^86^.

### High-throughput microscopy

The transcription factor library consisting of 192 members was distributed along a 384 well plate μClear flat-bottom (Greiner) and imaged in a Nikon Ti-2 Twin-Cam-TIRF. Two images were taken at two different locations per library member using a bright field, blue, green and red fluorescent filter. To obtain maximal resolution without oil appliance, an ×40 optic with an additional ×1.5 lens was used. Looping through each unique well, an nd2 file was generated with a dimension of (fov(384) × channels (4) × Z stack (1) x X dimension x Y dimension)).

All data analysis was performed through a custom Python pipeline available on GitHub (https://github.com/Benedict-Carling/YeaZ-Output-Analysis). The generated nd2 file was used as an input for segmentation using the segmentation tool Yeast-Analyzer (YeaZ)^26^. The bright field segmentation parameters with a minimum seed distance of 1 and a threshold value of 0.5 were used. A scatter graph was generated for each cell identified by YeaZ with the *x* axis representing the cell size and the y-axis representing the mean Red fluorescence of the cell. To mitigate the influence of outliers, such as mis-segmentations in the scatter plot, we employed the KernelDensity utility from the Scikit-learn Python package^87^ with the following arguments: algorithm was set to ball_tree, bandwidth set to 1, metric set to Euclidean and kernel set to linear. Expectation Maximisation (EM) was performed using the Gaussian Mixture utility from Scikit-learn on the filtered cells to assign cells to each subpopulation cluster. We performed EM with a confidence threshold of 0.85 to remove any manual intervention in the identification of the subpopulations.

To generate nuclear segmentation, the bounding box of each cell as identified by YeaZ was looped through using the blue channel (nuclear localisation marker). The image was smoothed using a Gaussian blur of sigma = 1. A mask of the top 15% brightest pixels was generated, and erosion and dilation were performed to remove isolated islands, returning a mask representing the nucleus of each cell. Single-cell transcription factors nuclear intensity were calculated by averaging the GFP signal over the nuclear mask. Subpopulation-specific scores were obtained by averaging the scores of each single-cell for a given subpopulation. For condition-specific scores, localisation scores were then averaged across subpopulations. To obtain the most consistent transcription factors over time, relative TF scores were computed at each point. For the relative TF score calculation, each TF score was normalised by the mean of all TF that were not part of the top 5 or bottom 5 transcription factor at a given timepoint.

Targets identified in the previous step were validated using inverted microscopy using a Nikon Ti (×60 magnification). Exposure time was kept constant for each channel (200 ms for RFP, 500 ms for BFP and 1 s for GFP) with 11 slices per z stack to capture the nucleus. Cells were exposed to a 30 min shift prior to imaging.

### Statistical analysis and reproducibility

Heterogeneity in cell size and GFP measurements using flow cytometry were performed in triplicates and on separate days. Chronological lifespan measurements were performed at least on three biological replicates. Paired statistical analysis was performed using the *t* test function (unpaired, two-sided) in R. Statistical analysis of bimodal distributions was performed using Hartigan’s diptest. Significance scores for genes differentially expressed during subpopulation RNAseq and single-cell RNAseq were adjusted using DESeq2 (multiple hypothesis adjusted *p* value, Benjamini–Hochberg procedure). For significance testing of discrete data obtained from manual budscar quantification, we used Fisher’s exact testing, and error bars represent 95% confidence intervals.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1–5

Reporting Summary

### Source data

Source Data

## Data Availability

Data for Fig. 1c was from ref. ^23^ obtained from NCBI with accession number GSE125162. Raw sequencing data of subpopulation RNA sequencing generated in this study was deposited in NCBI GO with accession number GSE235239. All data generated or analysed during this study are included in this article and in the Supplementary Information. Source data are provided with this paper.

## References

[1] Bergkessel, M., Basta, D. W. & Newman, D. K. The physiology of growth arrest: uniting molecular and environmental microbiology. *Nat. Rev. Microbiol*. **14**, 549–562 (2016).10.1038/nrmicro.2016.107PMC1006927127510862

[2] Liti, G. The fascinating and secret wild life of the budding yeast S. cerevisiae. *Elife***4**, e05835 (2015).10.7554/eLife.05835PMC437346125807086

[3] Hobbie, J. E. & Hobbie, E. A. Microbes in nature are limited by carbon and energy: the starving-survival lifestyle in soil and consequences for estimating microbial rates. *Front. Microbiol.***4**, 324 (2013).24273534 10.3389/fmicb.2013.00324PMC3824246

[4] Gray, J. V. et al. ‘Sleeping beauty’: quiescence in Saccharomyces cerevisiae. *Microbiol. Mol. Biol. Rev.***68**, 187–206 (2004).15187181 10.1128/MMBR.68.2.187-206.2004PMC419917

[5] Boer, V. M., Crutchfield, C. A., Bradley, P. H., Botstein, D. & Rabinowitz, J. D. Growth-limiting intracellular metabolites in yeast growing under diverse nutrient limitations. *Mol. Biol. Cell***21**, 198–211 (2010).19889834 10.1091/mbc.e09-07-0597PMC2801714

[6] Sagot, I. & Laporte, D. The cell biology of quiescent yeast - a diversity of individual scenarios. *J. Cell Sci*. **132**, jcs213025 (2019).10.1242/jcs.21302530602574

[7] Sun, S. & Gresham, D. Cellular quiescence in budding yeast. *Yeast***38**, 12–29 (2021).33350503 10.1002/yea.3545PMC8208048

[8] Davidson, G. S. et al. The proteomics of quiescent and nonquiescent cell differentiation in yeast stationary-phase cultures. *Mol. Biol. Cell***22**, 988–998 (2011).21289090 10.1091/mbc.e10-06-0499PMC3069023

[9] Klosinska, M. M., Crutchfield, C. A., Bradley, P. H., Rabinowitz, J. D. & Broach, J. R. Yeast cells can access distinct quiescent states. *Genes Dev.***25**, 336–349 (2011).21289062 10.1101/gad.2011311PMC3042157

[10] Allen, C. et al. Isolation of quiescent and nonquiescent cells from yeast stationary-phase cultures. *J. Cell Biol.***174**, 89–100 (2006).16818721 10.1083/jcb.200604072PMC2064167

[11] Basan, M. Resource allocation and metabolism: the search for governing principles. *Curr. Opin. Microbiol.***45**, 77–83 (2018).29544124 10.1016/j.mib.2018.02.008

[12] Harris, L. K. & Theriot, J. A. Surface area to volume ratio: a natural variable for bacterial morphogenesis. *Trends Microbiol.***26**, 815–832 (2018).29843923 10.1016/j.tim.2018.04.008PMC6150810

[13] Garmendia-Torres, C., Tassy, O., Matifas, A., Molina, N. & Charvin, G. Multiple inputs ensure yeast cell size homeostasis during cell cycle progression. *Elife***7**, e34025 (2018).10.7554/eLife.34025PMC608512229972352

[14] Wang, Q. & Lin, J. Environment-specificity and universality of the microbial growth law. *Commun. Biol.***5**, 891 (2022).36045217 10.1038/s42003-022-03815-wPMC9433384

[15] Monod, J. The growth of bacterial cultures. *Annu. Rev. Microbiol.***3**, 371–394 (1949).10.1146/annurev.mi.03.100149.002103

[16] Schaechter, M., MaalØe, O. & Kjeldgaard, N. O. Dependency on medium and temperature of cell size and chemical composition during balanced growth of salmonella typhimurium. *Microbiology***19**, 592–606 (1958).10.1099/00221287-19-3-59213611202

[17] Klumpp, S., Zhang, Z. & Hwa, T. Growth rate-dependent global effects on gene expression in bacteria. *Cell***139**, 1366–1375 (2009).20064380 10.1016/j.cell.2009.12.001PMC2818994

[18] Sanders, S., Joshi, K., Levin, P. A. & Iyer-Biswas, S. Beyond the average: an updated framework for understanding the relationship between cell growth, DNA replication, and division in a bacterial system. *PLoS Genet.***19**, e1010505 (2023).36602967 10.1371/journal.pgen.1010505PMC9815640

[19] Bijman, E. Y., Kaltenbach, H.-M. & Stelling, J. Experimental analysis and modeling of single-cell time-course data. *Curr*. *Opin. Syst. Biol.***28**, 100359 (2021).

[20] Levy, S. F., Ziv, N. & Siegal, M. L. Bet hedging in yeast by heterogeneous, age-correlated expression of a stress protectant. *PLoS Biol.***10**, e1001325 (2012).22589700 10.1371/journal.pbio.1001325PMC3348152

[21] Dalal, C. K., Cai, L., Lin, Y., Rahbar, K. & Elowitz, M. B. Pulsatile dynamics in the yeast proteome. *Curr. Biol.***24**, 2189–2194 (2014).25220054 10.1016/j.cub.2014.07.076PMC4203654

[22] Nadal-Ribelles, M. et al. Sensitive high-throughput single-cell RNA-seq reveals within-clonal transcript correlations in yeast populations. *Nat. Microbiol.***4**, 683–692 (2019).30718850 10.1038/s41564-018-0346-9PMC6433287

[23] Jackson, C. A., Castro, D. M., Saldi, G.-A., Bonneau, R. & Gresham, D. Gene regulatory network reconstruction using single-cell RNA sequencing of barcoded genotypes in diverse environments. *Elife***9**, e51254 (2020).31985403 10.7554/eLife.51254PMC7004572

[24] Campbell, K. et al. Building blocks are synthesized on demand during the yeast cell cycle. *Proc. Natl Acad. Sci. USA***117**, 7575–7583 (2020).32213592 10.1073/pnas.1919535117PMC7149230

[25] Falk, T. et al. U-Net: deep learning for cell counting, detection, and morphometry. *Nat. Methods***16**, 67–70 (2019).30559429 10.1038/s41592-018-0261-2

[26] Dietler, N. et al. A convolutional neural network segments yeast microscopy images with high accuracy. *Nat. Commun.***11**, 5723 (2020).33184262 10.1038/s41467-020-19557-4PMC7665014

[27] O’Connor, O. M., Alnahhas, R. N., Lugagne, J.-B. & Dunlop, M. J. DeLTA 2.0: a deep learning pipeline for quantifying single-cell spatial and temporal dynamics. *PLoS Comput. Biol.***18**, e1009797 (2022).35041653 10.1371/journal.pcbi.1009797PMC8797229

[28] Saint, M. et al. Single-cell imaging and RNA sequencing reveal patterns of gene expression heterogeneity during fission yeast growth and adaptation. *Nat. Microbiol.***4**, 480–491 (2019).30718845 10.1038/s41564-018-0330-4

[29] Jariani, A. et al. A new protocol for single-cell RNA-seq reveals stochastic gene expression during lag phase in budding yeast. *Elife***9**, e55320 (2020).10.7554/eLife.55320PMC725995332420869

[30] Wang, J. et al. Single-cell RNA-seq reveals early heterogeneity during aging in yeast. *Aging Cell***21**, e13712 (2022).36181361 10.1111/acel.13712PMC9649600

[31] Ma, P. et al. Bacterial droplet-based single-cell RNA-seq reveals antibiotic-associated heterogeneous cellular states. *Cell***186**, 877–891.e14 (2023).36708705 10.1016/j.cell.2023.01.002PMC10014032

[32] Peng, W., Song, R. & Acar, M. Noise reduction facilitated by dosage compensation in gene networks. *Nat. Commun.***7**, 12959 (2016).27694830 10.1038/ncomms12959PMC5063963

[33] Solopova, A. et al. Bet-hedging during bacterial diauxic shift. *Proc. Natl Acad. Sci. USA***111**, 7427–7432 (2014).24799698 10.1073/pnas.1320063111PMC4034238

[34] Bagamery, L. E., Justman, Q. A., Garner, E. C. & Murray, A. W. A putative bet-hedging strategy buffers budding yeast against environmental instability. *Curr. Biol.***30**, 4563–4578.e4 (2020).32976801 10.1016/j.cub.2020.08.092PMC7726042

[35] Lukačišin, M., Espinosa-Cantú, A. & Bollenbach, T. Intron-mediated induction of phenotypic heterogeneity. *Nature***605**, 113–118 (2022).35444278 10.1038/s41586-022-04633-0PMC9068511

[36] Rosenthal, A. Z. et al. Metabolic interactions between dynamic bacterial subpopulations. *Elife***7**, e33099 (2018).10.7554/eLife.33099PMC602596129809139

[37] Hernandez-Valdes, J. A., van Gestel, J. & Kuipers, O. P. A riboswitch gives rise to multi-generational phenotypic heterogeneity in an auxotrophic bacterium. *Nat. Commun.***11**, 1203 (2020).32139702 10.1038/s41467-020-15017-1PMC7058034

[38] Cooper, G. A., Liu, M., Peña, J. & West, S. A. The evolution of mechanisms to produce phenotypic heterogeneity in microorganisms. *Nat. Commun.***13**, 195 (2022).35078994 10.1038/s41467-021-27902-4PMC8789899

[39] Airoldi, E. M. et al. Predicting cellular growth from gene expression signatures. *PLoS Comput. Biol.***5**, e1000257 (2009).19119411 10.1371/journal.pcbi.1000257PMC2599889

[40] De Chiara, M. et al. Domestication reprogrammed the budding yeast life cycle. *Nat. Ecol. Evol.***6**, 448–460 (2022).35210580 10.1038/s41559-022-01671-9

[41] Bianchi, F., Van’t Klooster, J. S., Ruiz, S. J. & Poolman, B. Regul*ation of amino acid transport in saccha*romyces cerevisiae. *Microbiol. Mol. Biol. Rev*. **83**, e00024-19 (2019).10.1128/MMBR.00024-19PMC740507731619504

[42] Ljungdahl, P. O. & Daignan-Fornier, B. Regulation of amino acid, nucleotide, and phosphate metabolism in Saccharomyces cerevisiae. *Genetics***190**, 885–929 (2012).22419079 10.1534/genetics.111.133306PMC3296254

[43] Sajiki, K. et al. Genetic control of cellular quiescence in *S. Pombe*. *J. Cell Sci.***122**, 1418–1429 (2009).19366728 10.1242/jcs.046466

[44] Mochida, S. & Yanagida, M. Distinct modes of DNA damage response in S. pombe G0 and vegetative cells. *Genes Cells***11**, 13–27 (2006).16371129 10.1111/j.1365-2443.2005.00917.x

[45] Vermeersch, L. et al. Do microbes have a memory? History-dependent behavior in the adaptation to variable environments. *Front. Microbiol.***13**, 1004488 (2022).36299722 10.3389/fmicb.2022.1004488PMC9589428

[46] Sweeney, K. & McClean, M. N. Transcription factor localization dynamics and DNA binding drive distinct promoter interpretations. *Cell Rep.***42**, 112426 (2023).37087734 10.1016/j.celrep.2023.112426PMC10292158

[47] Godard, P. et al. Effect of 21 different nitrogen sources on global gene expression in the yeast Saccharomyces cerevisiae. *Mol. Cell. Biol.***27**, 3065–3086 (2007).17308034 10.1128/MCB.01084-06PMC1899933

[48] Conrad, M. et al. Nutrient sensing and signaling in the yeast Saccharomyces cerevisiae. *FEMS Microbiol. Rev.***38**, 254–299 (2014).24483210 10.1111/1574-6976.12065PMC4238866

[49] Schüller, H.-J. Transcriptional control of nonfermentative metabolism in the yeast Saccharomyces cerevisiae. *Curr. Genet.***43**, 139–160 (2003).12715202 10.1007/s00294-003-0381-8

[50] Bendrioua, L. et al. Yeast AMP-activated protein kinase monitors glucose concentration changes and absolute glucose levels. *J. Biol. Chem.***289**, 12863–12875 (2014).24627493 10.1074/jbc.M114.547976PMC4007474

[51] Brückner, S. et al. The TEA transcription factor Tec1 links TOR and MAPK pathways to coordinate yeast development. *Genetics***189**, 479–494 (2011).21840851 10.1534/genetics.111.133629PMC3189810

[52] Gustin, M. C., Albertyn, J., Alexander, M. & Davenport, K. MAP kinase pathways in the yeast Saccharomyces cerevisiae. *Microbiol. Mol. Biol. Rev.***62**, 1264–1300 (1998).9841672 10.1128/MMBR.62.4.1264-1300.1998PMC98946

[53] Berthelet, S. et al. Functional genomics analysis of the Saccharomyces cerevisiae iron responsive transcription factor Aft1 reveals iron-independent functions. *Genetics***185**, 1111–1128 (2010).20439772 10.1534/genetics.110.117531PMC2900968

[54] Wu, G., Xu, Z. & Jönsson, L. J. Profiling of Saccharomyces cerevisiae transcription factors for engineering the resistance of yeast to lignocellulose-derived inhibitors in biomass conversion. *Microb. Cell Fact.***16**, 199 (2017).29137634 10.1186/s12934-017-0811-9PMC5686817

[55] Botman, D., van Heerden, J. H. & Teusink, B. An improved ATP FRET sensor for yeast shows heterogeneity during nutrient transitions. *ACS Sens.***5**, 814–822 (2020).32077276 10.1021/acssensors.9b02475PMC7106129

[56] Litsios, A., Ortega, Á. D., Wit, E. C. & Heinemann, M. Metabolic-flux dependent regulation of microbial physiology. *Curr. Opin. Microbiol.***42**, 71–78 (2018).29154077 10.1016/j.mib.2017.10.029

[57] Ortega, A. D. et al. A synthetic RNA-based biosensor for fructose-1,6-bisphosphate that reports glycolytic flux. *Cell Chem. Biol.***28**, 1554–1568.e8 (2021).33915105 10.1016/j.chembiol.2021.04.006

[58] Rittershaus, E. S. C., Baek, S.-H. & Sassetti, C. M. The normalcy of dormancy: common themes in microbial quiescence. *Cell Host Microbe***13**, 643–651 (2013).23768489 10.1016/j.chom.2013.05.012PMC3743100

[59] Shabestary, K. et al. Cycling between growth and production phases increases cyanobacteria bioproduction of lactate. *Metab. Eng.***68**, 131–141 (2021).34601120 10.1016/j.ymben.2021.09.010

[60] Ropers, D. et al. Multiomics study of bacterial growth arrest in a synthetic biology application. *ACS Synth. Biol.***10**, 2910–2926 (2021).34739215 10.1021/acssynbio.1c00115

[61] Fairbairn, S., McKinnon, A., Musarurwa, H. T., Ferreira, A. C. & Bauer, F. F. The impact of single amino acids on growth and volatile aroma production by Saccharomyces cerevisiae strains. *Front. Microbiol.***8**, 2554 (2017).29312237 10.3389/fmicb.2017.02554PMC5742263

[62] Dzialo, M. C., Park, R., Steensels, J., Lievens, B. & Verstrepen, K. J. Physiology, ecology and industrial applications of aroma formation in yeast. *FEMS Microbiol. Rev.***41**, S95–S128 (2017).28830094 10.1093/femsre/fux031PMC5916228

[63] Christiaens, J. F. et al. The fungal aroma gene ATF1 promotes dispersal of yeast cells through insect vectors. *Cell Rep.***9**, 425–432 (2014).25310977 10.1016/j.celrep.2014.09.009

[64] Goddard, M. R., Anfang, N., Tang, R., Gardner, R. C. & Jun, C. A distinct population of Saccharomyces cerevisiae in New Zealand: evidence for local dispersal by insects and human-aided global dispersal in oak barrels. *Environ. Microbiol.***12**, 63–73 (2010).19691498 10.1111/j.1462-2920.2009.02035.x

[65] Tomova, A. A., Kujumdzieva, A. V. & Petrova, V. Y. Carbon source influences Saccharomyces cerevisiae yeast cell survival strategies: quiescence or sporulation. *Biotechnol. Biotechnol. Equip.***33**, 1464–1470 (2019).10.1080/13102818.2019.1674188

[66] Cerulus, B. et al. Transition between fermentation and respiration determines history-dependent behavior in fluctuating carbon sources. *Elife***7**, e39234 (2018).10.7554/eLife.39234PMC621183030299256

[67] Campbell, K., Herrera-Dominguez, L., Correia-Melo, C., Zelezniak, A. & Ralser, M. Biochemical principles enabling metabolic cooperativity and phenotypic heterogeneity at the single cell level. *Curr. Opin. Syst. Biol.***8**, 97–108 (2018).10.1016/j.coisb.2017.12.001

[68] Kamrad, S. et al. Metabolic heterogeneity and cross-feeding within isogenic yeast populations captured by DILAC. *Nat. Microbiol.***8**, 441–454 (2023).36797484 10.1038/s41564-022-01304-8PMC9981460

[69] Aulakh, S. K. et al. Spontaneously established syntrophic yeast communities improve bioproduction. *Nat. Chem. Biol.***19**, 951–961 (2023).37248413 10.1038/s41589-023-01341-2PMC10374442

[70] Correia-Melo, C. et al. Cell-cell metabolite exchange creates a pro-survival metabolic environment that extends lifespan. *Cell***186**, 63–79.e21 (2023).36608659 10.1016/j.cell.2022.12.007

[71] Moreno-Gámez, S. et al. Wide lag time distributions break a trade-off between reproduction and survival in bacteria. *Proc. Natl. Acad. Sci. USA***117**, 18729–18736 (2020).32669426 10.1073/pnas.2003331117PMC7414188

[72] McCarthy, D. J., Campbell, K. R., Lun, A. T. L. & Wills, Q. F. Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics***33**, 1179–1186 (2017).28088763 10.1093/bioinformatics/btw777PMC5408845

[73] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[74] Brachmann, C. B. et al. Designer deletion strains derived from Saccharomyces cerevisiae S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. *Yeast***14**, 115–132 (1998).9483801 10.1002/(SICI)1097-0061(19980130)14:2<115::AID-YEA204>3.0.CO;2-2

[75] Mülleder, M. et al. A prototrophic deletion mutant collection for yeast metabolomics and systems biology. *Nat. Biotechnol.***30**, 1176–1178 (2012).23222782 10.1038/nbt.2442PMC3520112

[76] Lee, M. E., DeLoache, W. C., Cervantes, B. & Dueber, J. E. A highly characterized yeast toolkit for modular, multipart assembly. *ACS Synth. Biol.***4**, 975–986 (2015).25871405 10.1021/sb500366v

[77] Goldfarb, D. S., Gariépy, J., Schoolnik, G. & Kornberg, R. D. Synthetic peptides as nuclear localization signals. *Nature***322**, 641–644 (1986).3638500 10.1038/322641a0

[78] Gietz, R. D. & Schiestl, R. H. High-efficiency yeast transformation using the LiAc/SS carrier DNA/PEG method. *Nat. Protoc.***2**, 31–34 (2007).17401334 10.1038/nprot.2007.13

[79] Young, J. W. et al. Measuring single-cell gene expression dynamics in bacteria using fluorescence time-lapse microscopy. *Nat. Protoc.***7**, 80–88 (2011).22179594 10.1038/nprot.2011.432PMC4161363

[80] Kim, D., Paggi, J. M., Park, C., Bennett, C. & Salzberg, S. L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat. Biotechnol.***37**, 907–915 (2019).31375807 10.1038/s41587-019-0201-4PMC7605509

[81] Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS***16**, 284–287 (2012).22455463 10.1089/omi.2011.0118PMC3339379

[82] Leisch, F. FlexMix: a general framework for finite mixture models and latent class regression in R. *J. Stat. Softw.***11**, 1–18 (2004).10.18637/jss.v011.i08

[83] Lebret, R. et al. Rmixmod: the R package of the model-based unsupervised, supervised, and semi-supervised classification mixmod. *Libr. J. Stat. Softw.***67**, 1–29 (2015).

[84] Huh, W.-K. et al. Global analysis of protein localization in budding yeast. *Nature***425**, 686–691 (2003).14562095 10.1038/nature02026

[85] Tong, A. H. Y. & Boone, C. Synthetic genetic array analysis in Saccharomyces cerevisiae. *Methods Mol. Biol.***313**, 171–192 (2006).16118434 10.1385/1-59259-958-3:171

[86] Figueiredo, B. I. C. et al. New lager brewery strains obtained by crossing techniques using Cachaça (Brazilian Spirit) yeasts. *Appl. Environ. Microbiol*. **83**, e01582-17 (2017).10.1128/AEM.01582-17PMC562699328778887

[87] Pedregosa, F. et al. Scikit-learn: machine learning in Python. https://www.jmlr.org/papers/v12/pedregosa11a.html (2012).

# Supplementary material for: Phenotypic heterogeneity follows a growth-viability tradeoff in response to amino acid identity
**Source:** Nat Commun. 2024 Aug 2;15:6515. doi: 10.1038/s41467-024-50602-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Phenotypic heterogeneity follows a growth-viability tradeoff in response to amino acid identity

Kiyan Shabestary, Cinzia Klemm, Benedict Carling, James Marshall, Juline Savigny, Marko Storch, Rodrigo Ledesma-Amaro

#### Supplementary Figures

**Supplementary Figure 1.** Overview of the experimental set-ups used in this study.

**Supplementary Figure 2.** RPL28 scRNAseq reads grouped by scRNAseq cluster.

**Supplementary Figure 3.** Effect of cell size on pRPL28 fluorescence.

**Supplementary Figure 4.** Effect of PBS wash duration on heterogeneity.

**Supplementary Figure 5.** Time course histograms of pRPL28 intensity and cell size for NLIM-PRO and NLIM-GLN.

**Supplementary Figure 6.** Heterogeneity for NLIM-PRO vs NLIM-GLN.

**Supplementary Figure 7.** Subpopulation thresholding based on 4 h NLIM-PRO.

**Supplementary Figure 8.** Comparison between scRNAseq clusters and subpopulation-based RNAsequencing.

**Supplementary Figure 9.** Subpopulation RNAseq PCA and KEGG enrichment.

**Supplementary Figure 10.** Timecourse evolution of sorted subpopulations in NLIM-PRO and NLIM-GLN.

**Supplementary Figure 11.** Mean pRPL28 intensities and cell size for sorted subpopulations in NLIM-PRO and NLIM-GLN.

**Supplementary Figure 12.** Heterogeneity is dependent on the nitrogen source quality rather than its quantity.

**Supplementary Figure 13.** Timelapse microscopy of cells shifted to NLIM-PRO.

**Supplementary Figure 14.** Cell size histogram for wild-type and other laboratory isolates.

**Supplementary Figure 15.** pRPL28 fluorescence and cell size heterogeneity in response to nitrogen down-shift in NLIM conditions.

**Supplementary Figure 16.** pRPL28 fluorescence and cell size heterogeneity in response to nitrogen down-shift in NREP conditions.

**Supplementary Figure 17.** Comparison between replicates for cell size heterogeneity in response to nitrogen down-shift in NLIM conditions.

**Supplementary Figure 18.** Comparison between replicates for cell size heterogeneity in response to nitrogen down-shift in NREP conditions.

**Supplementary Figure 19.** Bimodality scores and maximal growth scores for NREP conditions.

**Supplementary Figure 20.** NREP growth correlation with previous studies.

**Supplementary Figure 21.** Growth, bimodality and viability parameters for NLIM versus NREP conditions.

**Supplementary Figure 22.** Population-wide condition-specific viability rates.

**Supplementary Figure 23.** Timelapse microscopy of sorted fractions grown on YPD pads.

**Supplementary Figure 24.** Subpopulation-specific viability in PBS and growth resumption in YPD.

**Supplementary Figure 25.** Comparison between microscopy and flow cytometry for the TF library in 4h NLIM-PRO.

**Supplementary Figure 26.** Analysis of the TF library.

**Supplementary Figure 27.** Sensor output over time with Rmixmod clustering for NLIM-PRO.

**Supplementary Figure 28.** ATP sensor output for all NLIM conditions.

### **Supplementary Notes**

**Supplementary Note 1.** High and low subpopulations are isogenic.

**Supplementary Note 2.** Low subpopulation is quiescent.

### **Supplementary Methods**

**Supplementary Method 1.** Detailed analysis of single-cell RNAseq datasets.

### **Supplementary Data**

**Supplementary Data 1.** DESeq2 output for scRNAseq data analysis.

**Supplementary Data 2.** Differentially expressed genes in subpopulation RNAseq.

**Supplementary Data 3.** Strains used in this study and appearances in figures.

**Supplementary Data 4.** TF localization ranking.

**Supplementary Data 5.** Amino acid detection from supernatants of cells exposed to a 8 hours down-shift.

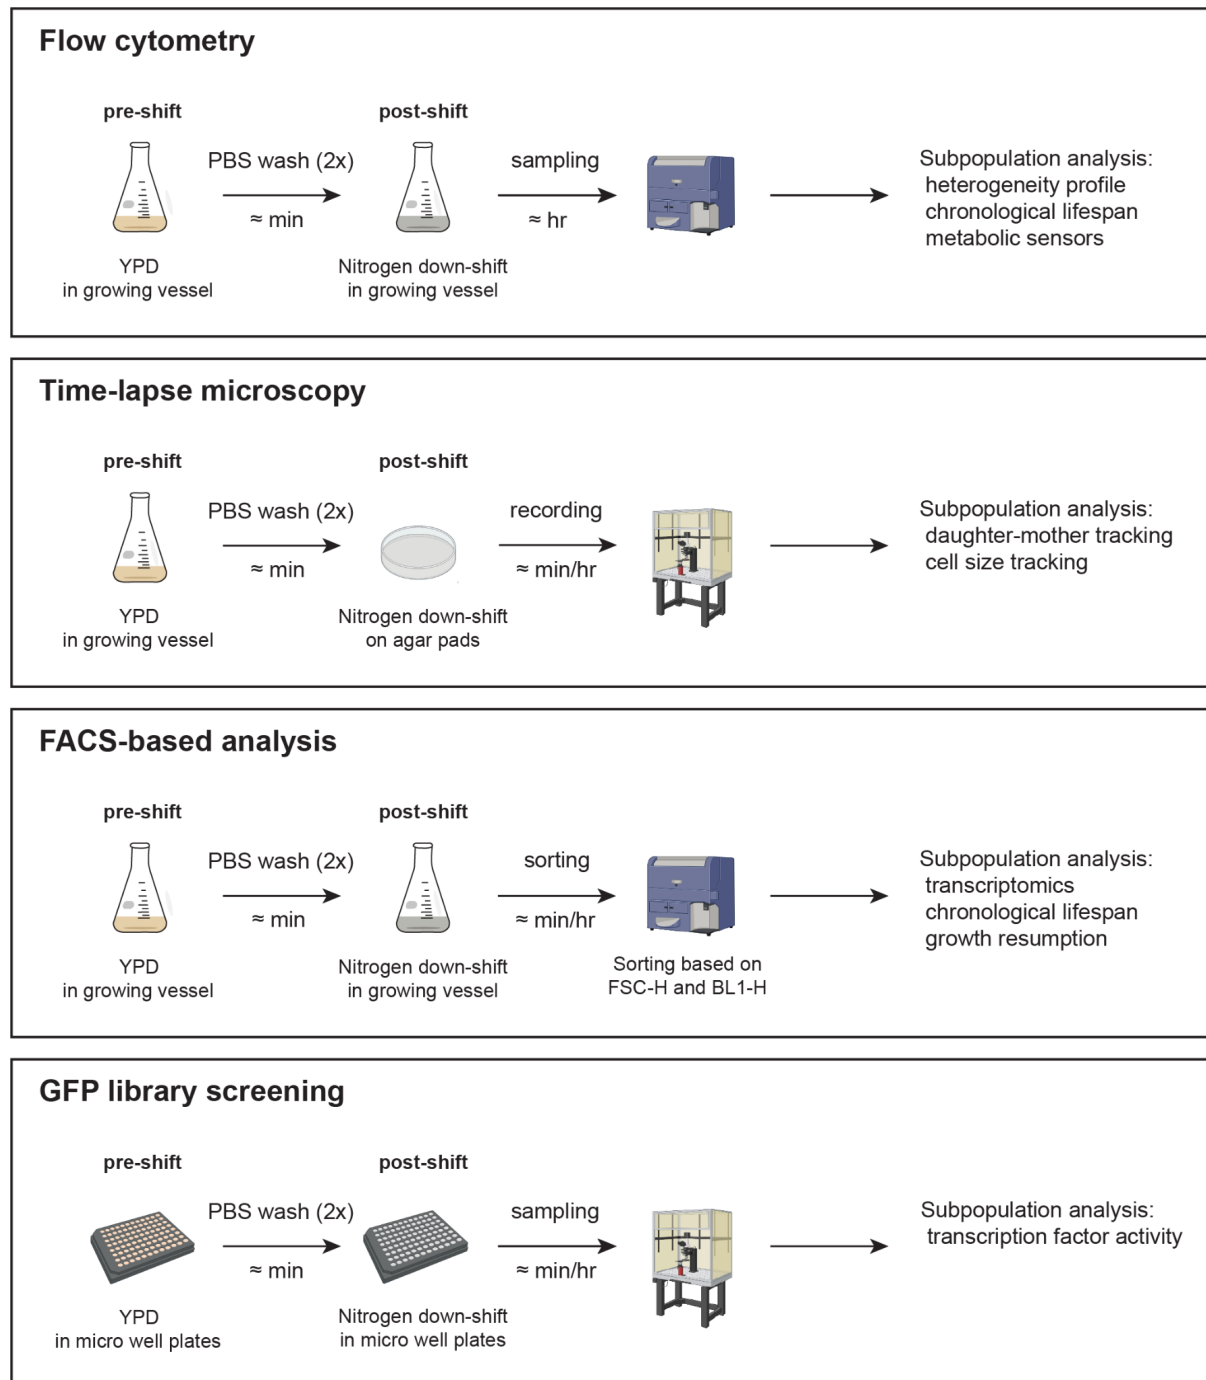

**Supplementary Figure 1. Overview of the experimental single-cell methods used in this study.** Multi-omics interrogation of cellular differentiation was performed using flow cytometry and microscopy. In short, flow cytometry was used for rapid monitoring of cellular differentiation using cell size (FSC-H), subpopulation marker (BL1-H) as well as chronological lifespan. Time-lapse microscopy on agar pads allowed single cell tracking to unravel population dynamics over time using neural network-based segmentation tools. FACS was used for subpopulation separation and further analysis (subpopulation transcriptomics, chronological life span and growth resumption in nitrogen-limited and rich media). Finally, high-throughput microscopy was performed on a prototrophic GFP library to investigate transcription factor response (96 transcription factors). Flow cytometer, microscope and plates schematics were made with BioRender.com released under a CC-BY-NC-ND 4.0 International license.

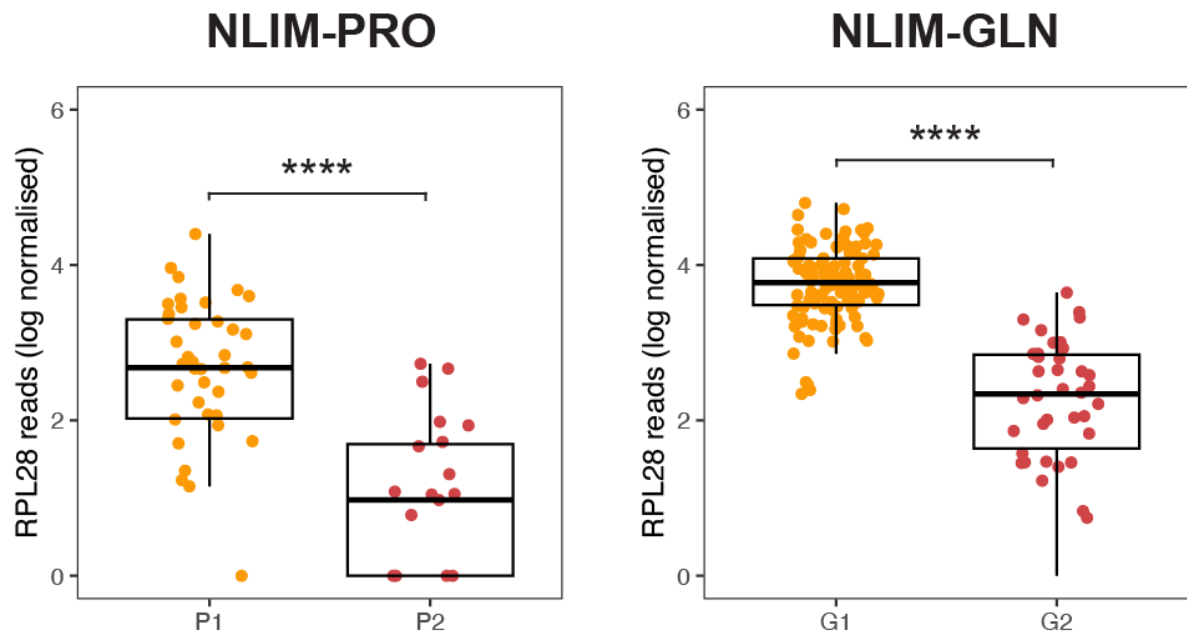

**Supplementary Figure 2. RPL28 scRNAseq reads grouped by scRNAseq cluster.** Reads from single-cell RNA sequencing<sup>1</sup> were log-normalised and grouped according to UMAP-based clustering (Fig. 1c). Only WT phenotypes were considered in the analysis. Significance scores denotes p-value of unpaired two-sided t-test with  $p < 0.00005$  (\*\*\*\*).

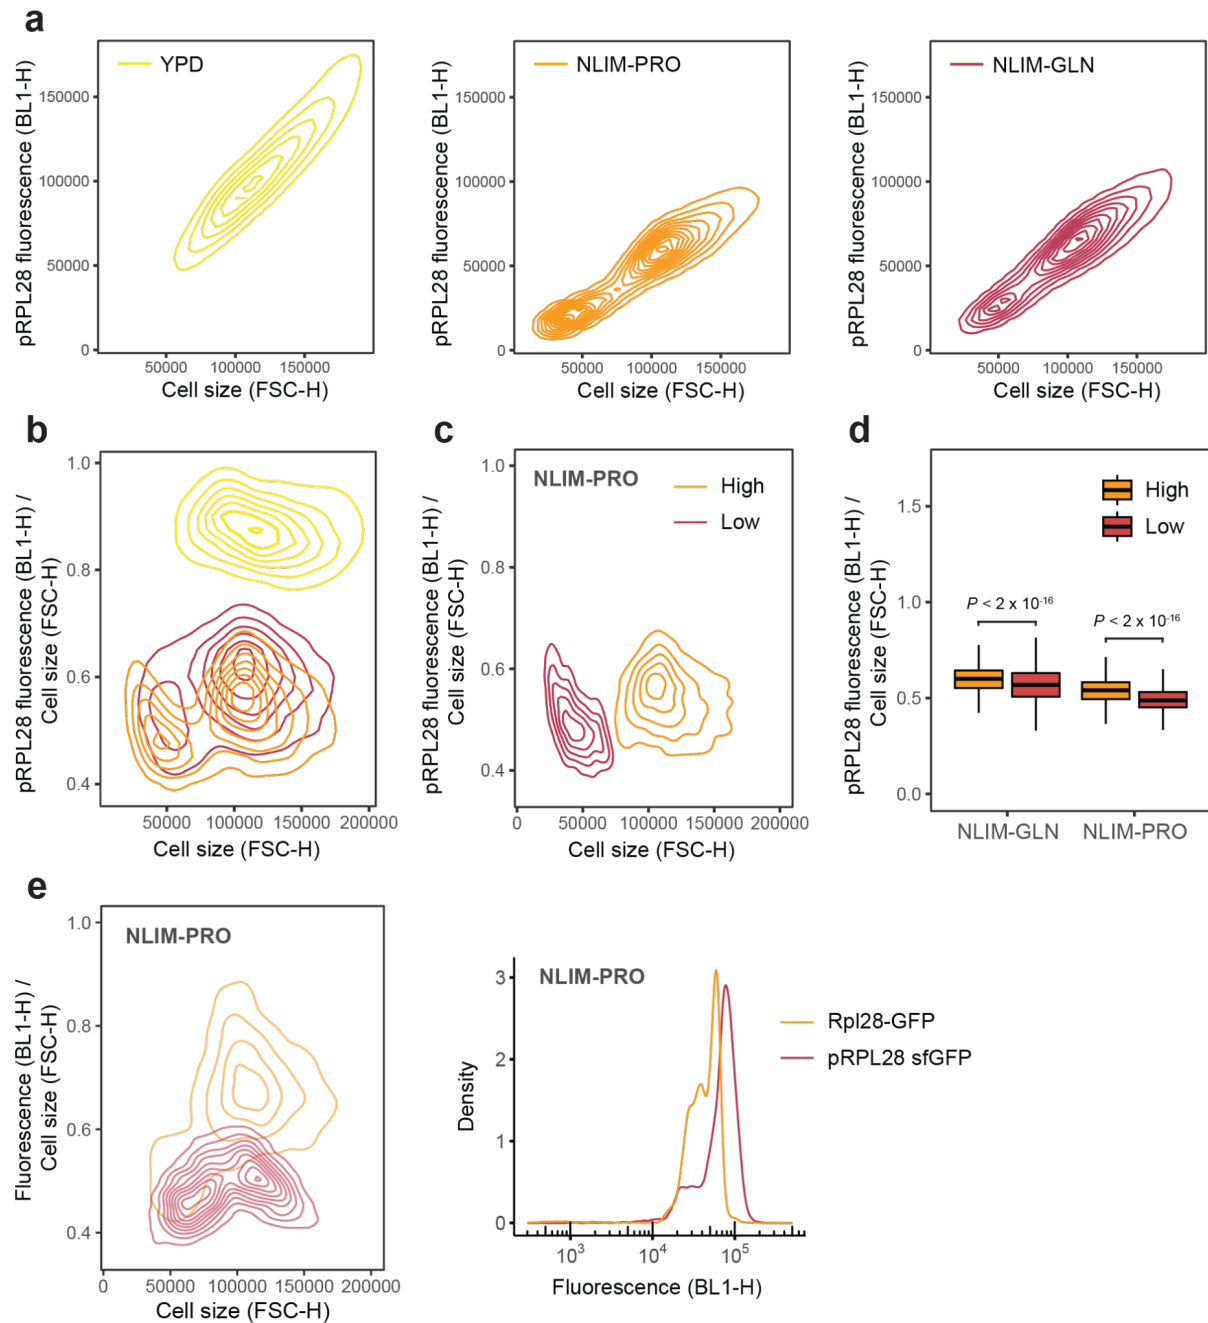

**Supplementary Figure 3. Effect of cell size on pRPL28 fluorescence and comparison with Rpl28-tagged strain.** (a) Contour plot of FSC-H/BL1-H for YPD, NLIM-PRO and NLIM-GLN. (b) Contour plot where fluorescence has been normalised by cell size (FSC-H). (c) Contour plot after high and low subpopulation have been clustered (Methods). (d) Box plot showing significant differences in pRPL28 intensity per cell size (BL1-H/FSC-H) for NLIM-PRO and NLIM-GLN. (e) Signal comparison between pRPL28 driven sfGFP and Rpl28-tagged GFP fluorescence. Data is 4 h post-shift.

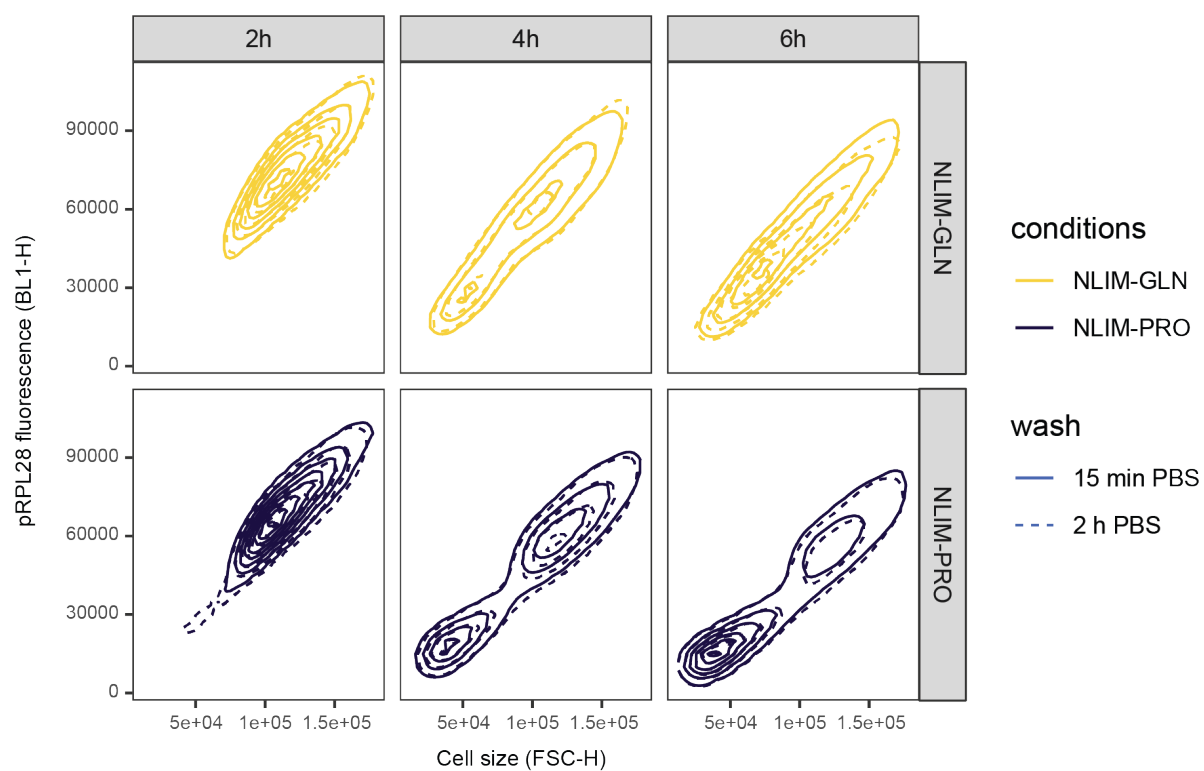

**Supplementary Figure 4. Effect of PBS wash duration on heterogeneity.** Solid line (15 min wash) represents the default washing time throughout this paper. Dashed line (2 h wash) represents cells that were washed (as in 15 min wash) but left in PBS for 2 more hours.

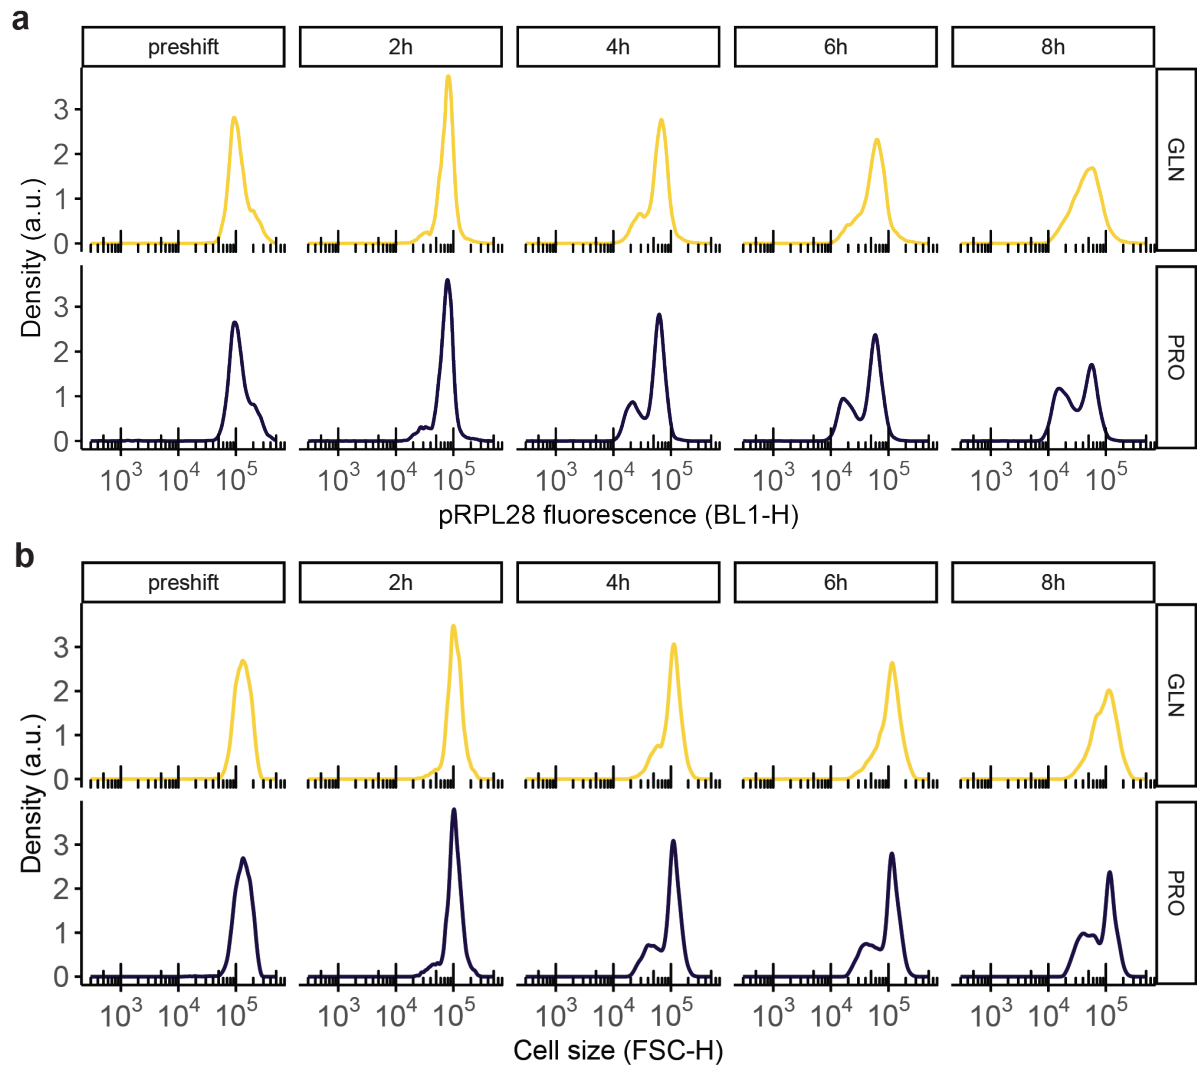

**Supplementary Figure 5. Time course histograms of pRPL28 intensity and cell size for NLIM-PRO and NLIM-GLN.** Histograms indicate pRPL28 fluorescence (a) and cell size (b). Preshift indicates distributions in YPD prior to the shift.

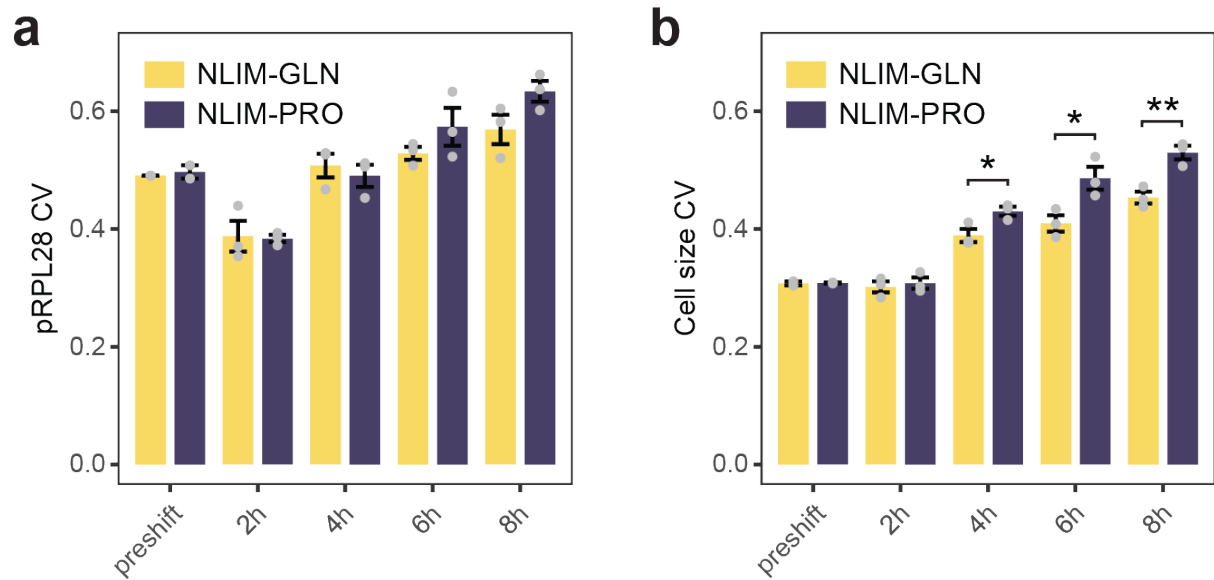

**Supplementary Figure 6. Heterogeneity for NLIM-PRO vs NLIM-GLN.** Coefficient of variation (CV) for (a) pRPL28 intensity and (b) cell size. The coefficient of variation CV is defined as the population standard deviation over the population mean. Significance scores denotes conditions where all replicates had a p-value (one-tailed t-test) of at least  $p < 0.05$  (\*) or  $p < 0.005$  (\*\*).

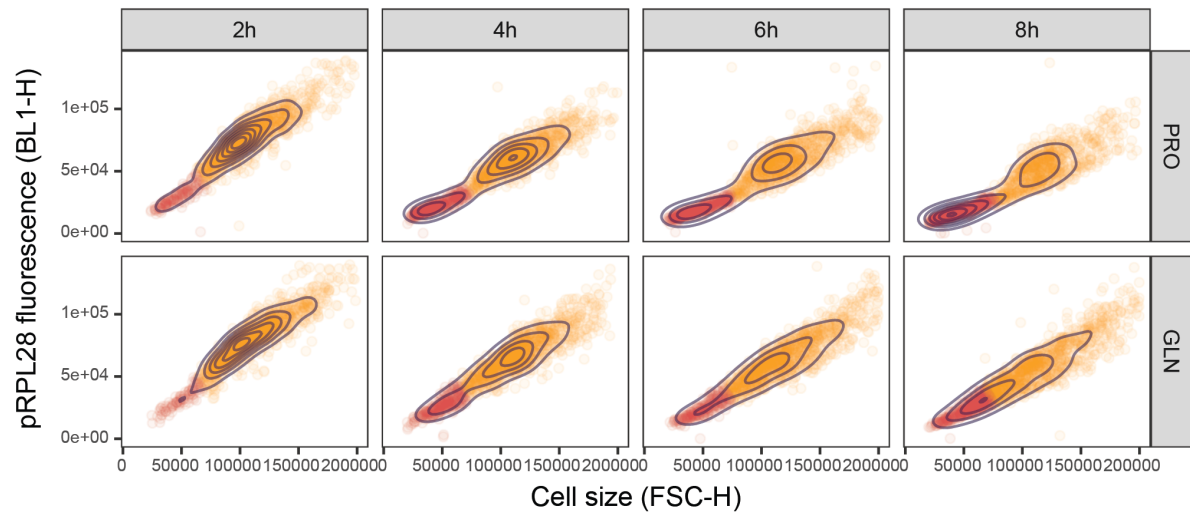

**Supplementary Figure 7. Subpopulation thresholding based on 4 h NLIM-PRO.** Grey contours indicate the whole population density. Individual points stand for individual cells. In red and orange, cells assigned to low and high subpopulation, respectively. Assignment was based on previous clustering using expectation maximisation for NLIM-PRO 4h.

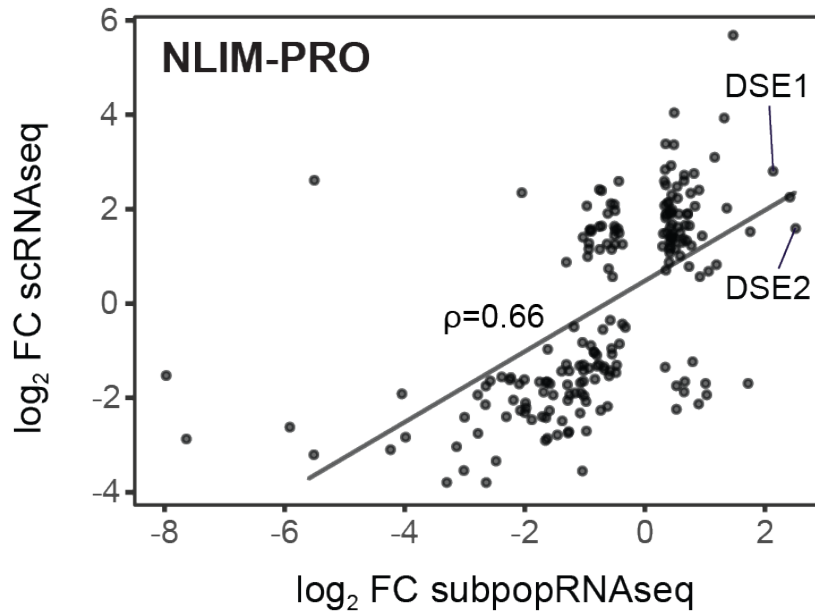

**Supplementary Figure 8. Comparison between scRNAseq clusters and subpopulation-based RNAsequencing.** Correlation between scRNAseq (from ref.<sup>1</sup>; 4 h postshift) and subpopRNAseq (this study; 30 min postshift). Comparison was performed for NLIM-PRO on differentially expressed genes ( $p\text{-adj} \leq 0.05$ ) between low versus high subpopulations (subpopRNAseq) and P2 versus P1 clusters (scRNAseq).

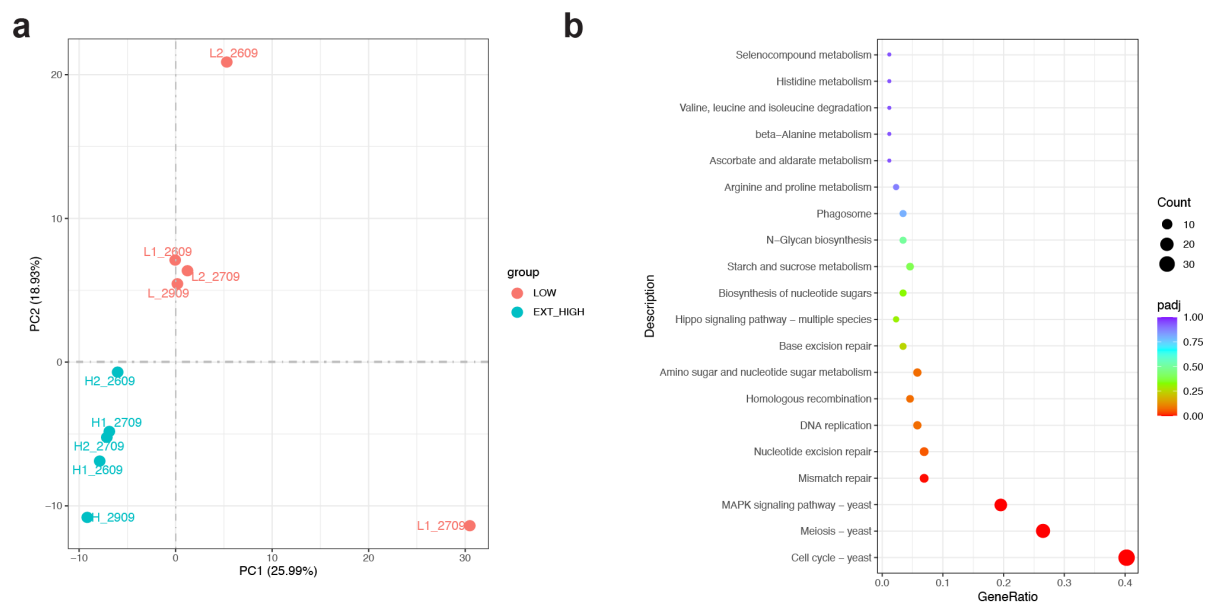

**Supplementary Figure 9. Subpopulation RNAseq PCA and KEGG enrichment.** (a) Principal component analysis (PCA) was used to remove outliers such as samples L2\_2609 and L1\_2709. (b) KEGG enrichment (bi-directional) of genes that were significantly ( $p_{adj} < 0.05$ ) differentially regulated between high and low subpopulations.

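Principal components were computed from log2(FPKM + 1) of the 6962 genes that varied over the 10 libraries, centred and scaled per gene. The first component held 25.0% of the variance and the second 18.3%. The high libraries scored between -31.0 and -27.3 on the first component, and the 3 low libraries used in the paper scored 5.46, 10.3 and 16.1. The left-out library L1_2709 scored 105 on the first component and 30.3 on the second. The left-out library L2_2609 scored 7.91 on the first, among the other low libraries, and -74.8 on the second, where the other low libraries used in the paper scored between -19.4 and -0.73. The high libraries were spread between -23.1 and 44.0 on the second component. With values centred but not scaled, the first component held 33.7%, and among the 500 most variable genes it held 52.1%. The paper states that these 2 libraries clustered at separate places away from the main cluster, and left them out for that reason.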

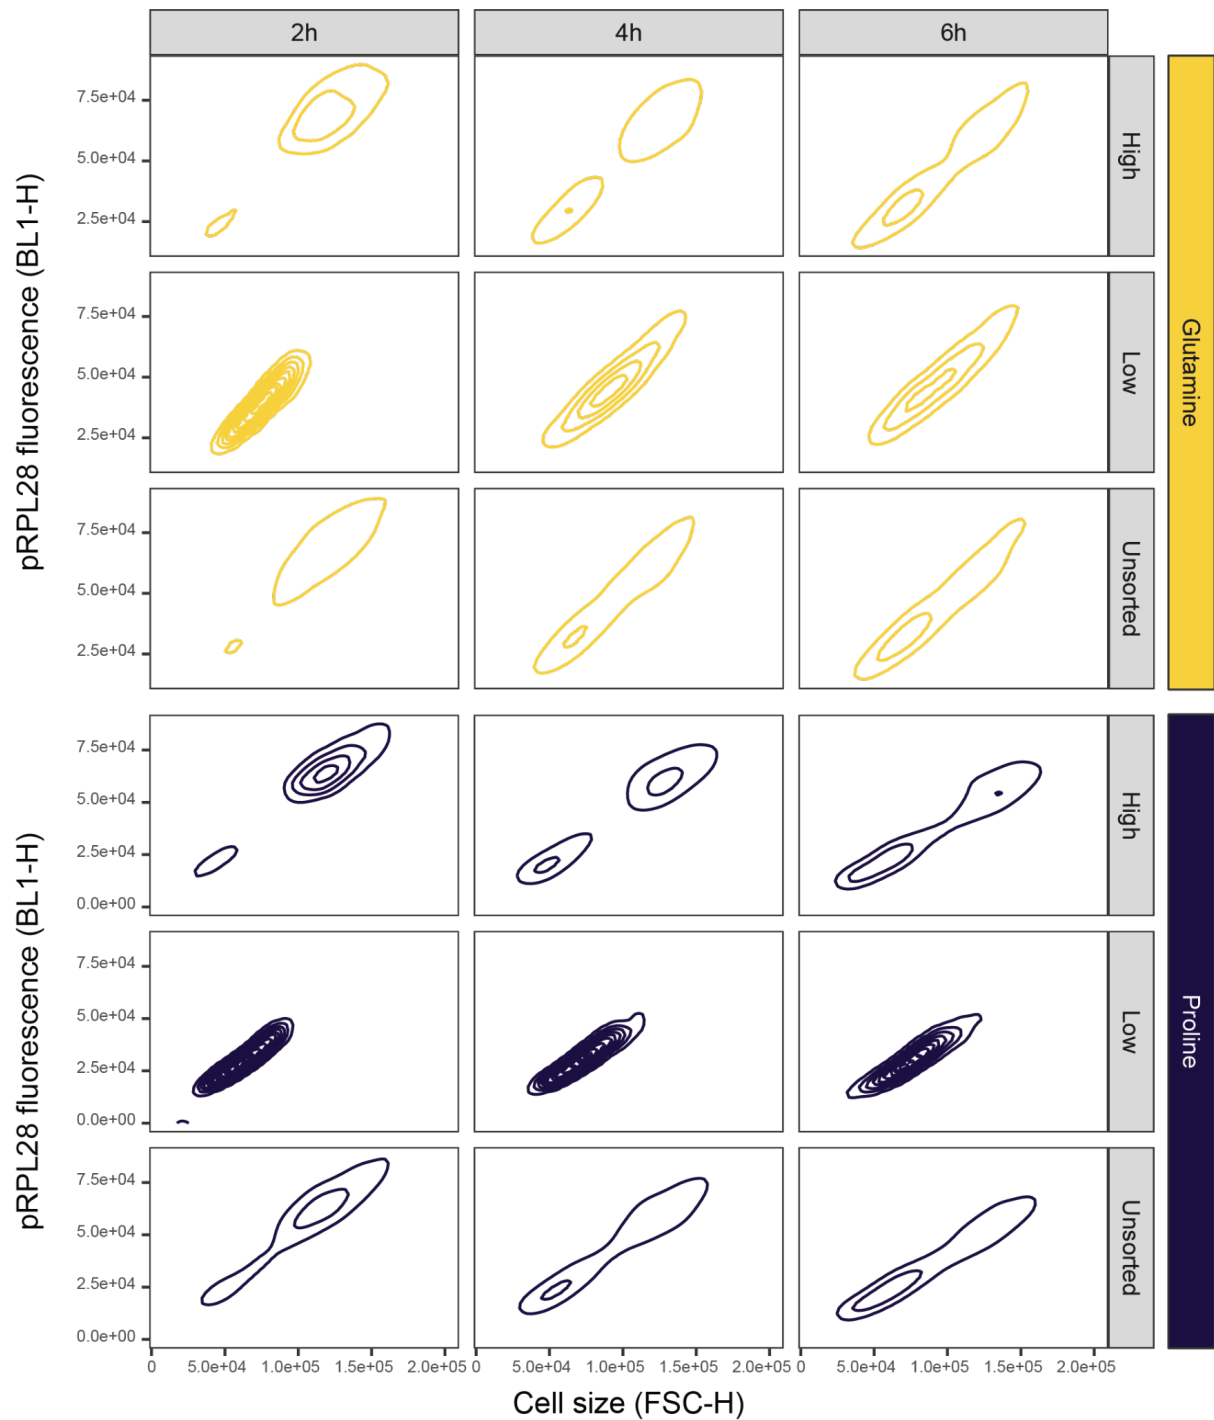

**Supplementary Figure 10. Timecourse evolution of sorted subpopulations in NLIM-PRO and NLIM-GLN.** Subpopulations were grown for 2 h in NLIM-PRO or NLIM-GLN were sorted and put back in their respective media. Scatter plot of pRPL28 intensity and cell size shows the dynamics of the subpopulation.

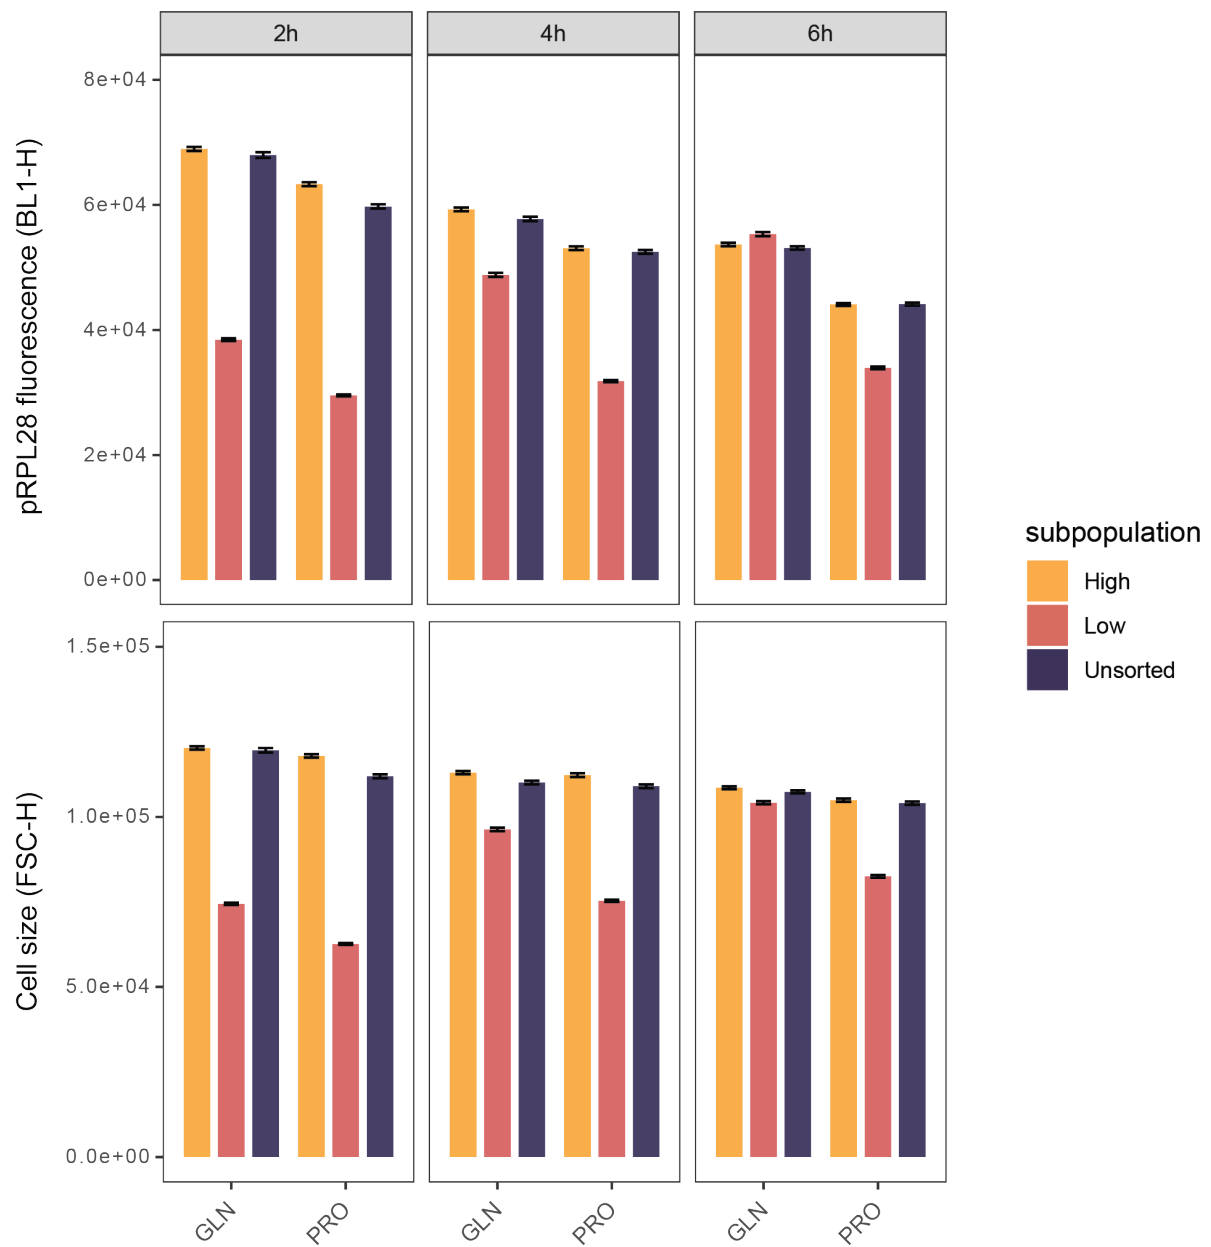

**Supplementary Figure 11. Mean pRPL28 intensities and cell size for sorted subpopulations in NLIM-PRO and NLIM-GLN.** Subpopulations were grown for 2 h in NLIM-PRO or NLIM-GLN were sorted and put back in their respective media.

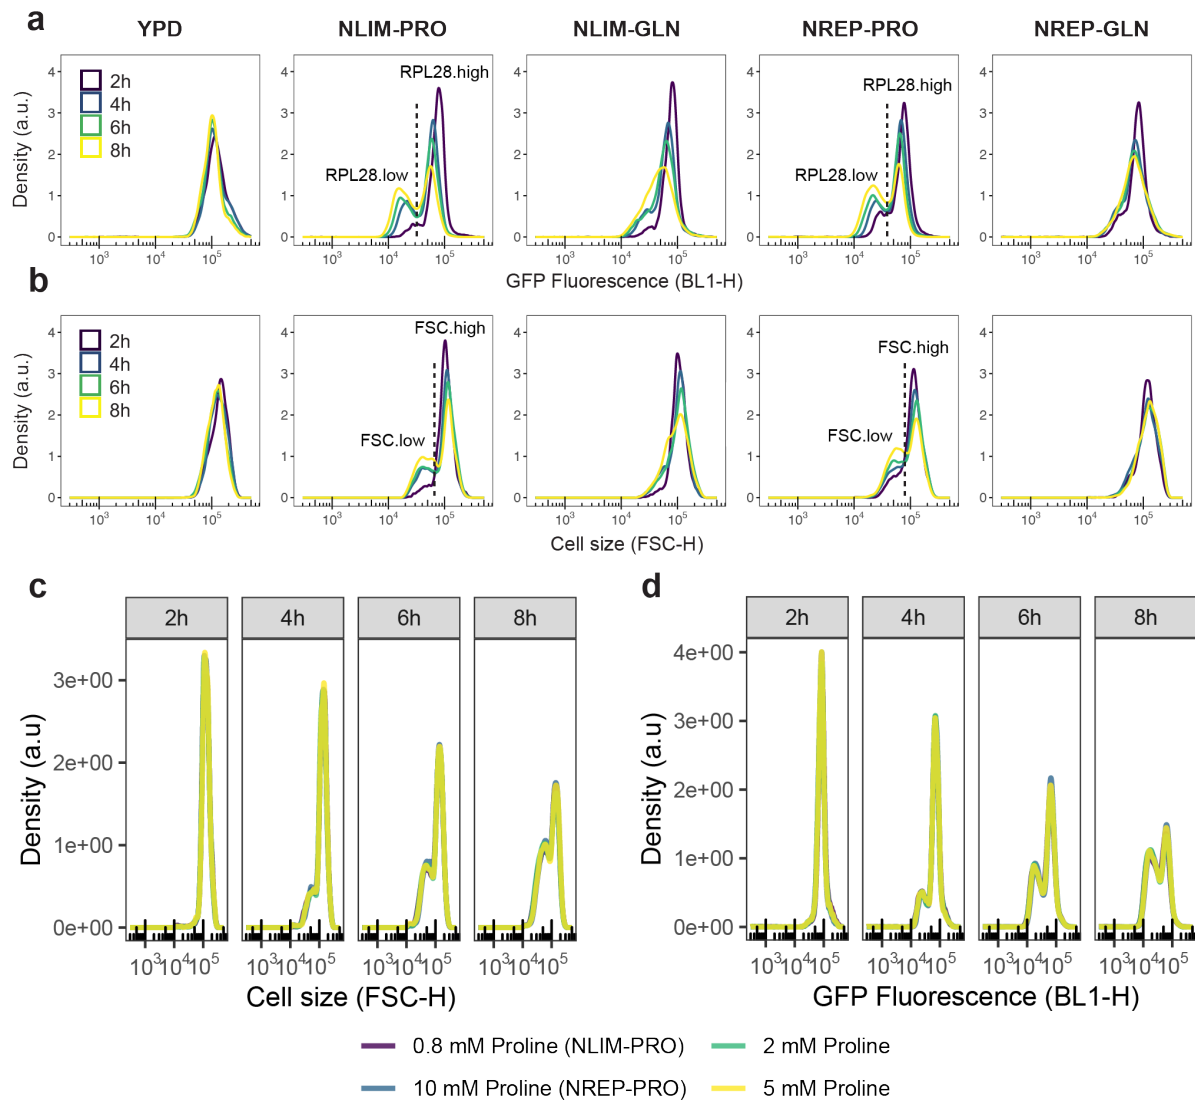

**Supplementary Figure 12. Heterogeneity is dependent on the nitrogen source quality rather than its quantity. (a)** pRPL28 and **(b)** cell size heterogeneity are compared to the NLIM condition. Different proline concentrations were tested to show the conserved heterogeneity with respect to varying conditions for **(c)** cell size **(d)** pRPL28 intensity.

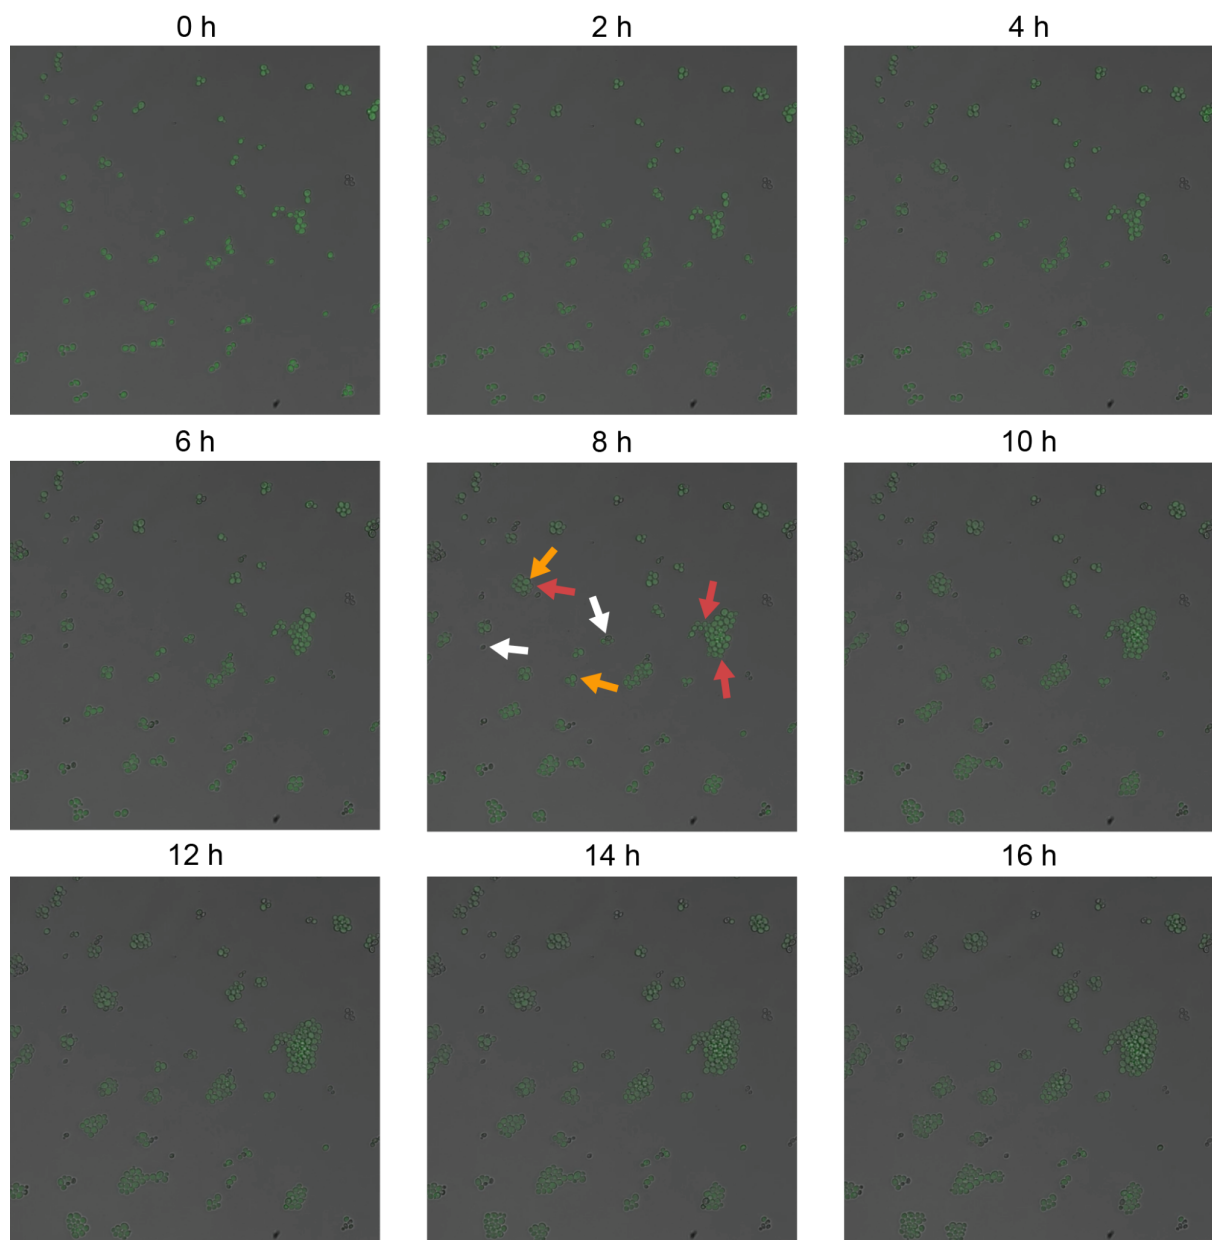

**Supplementary Figure 13. Timelapse microscopy of cells shifted to NLIM-PRO.** Cells were grown in rich media, washed in PBS twice and applied to an agar pad made of NLIM-PRO. The agar pad was then placed upside down on a microscopy slide within an imaging dish. Brightfield and GFP fluorescence were recorded over time with 20X magnification. White arrows indicate cells that have lost their fluorescence, red arrows cells seemingly from the low subpopulations and orange from the high subpopulations.

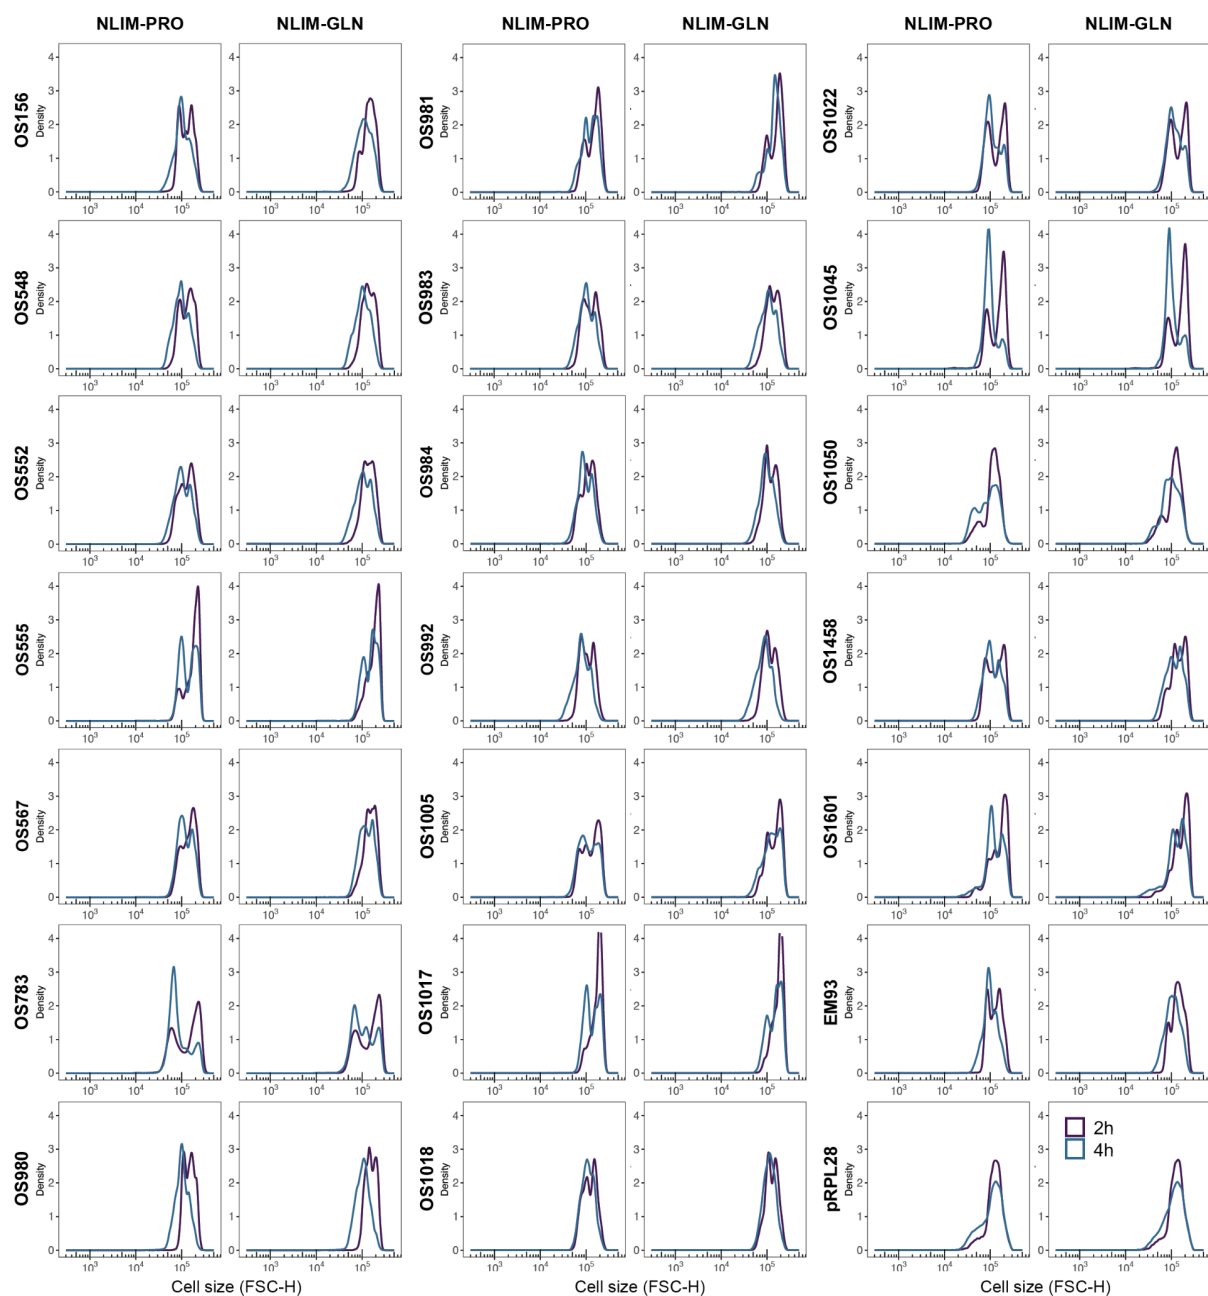

**Supplementary Figure 14. Cell size histogram for wild-type and other laboratory isolates.** Cells were shifted to NLIM-PRO and NLIM-GLN. For strain reference and origin, the reader is referred to Supplementary Data 3. Flow cytometry data are shown for one of two biological replicates tested. Strain pRPL28 is the strain used throughout this study.

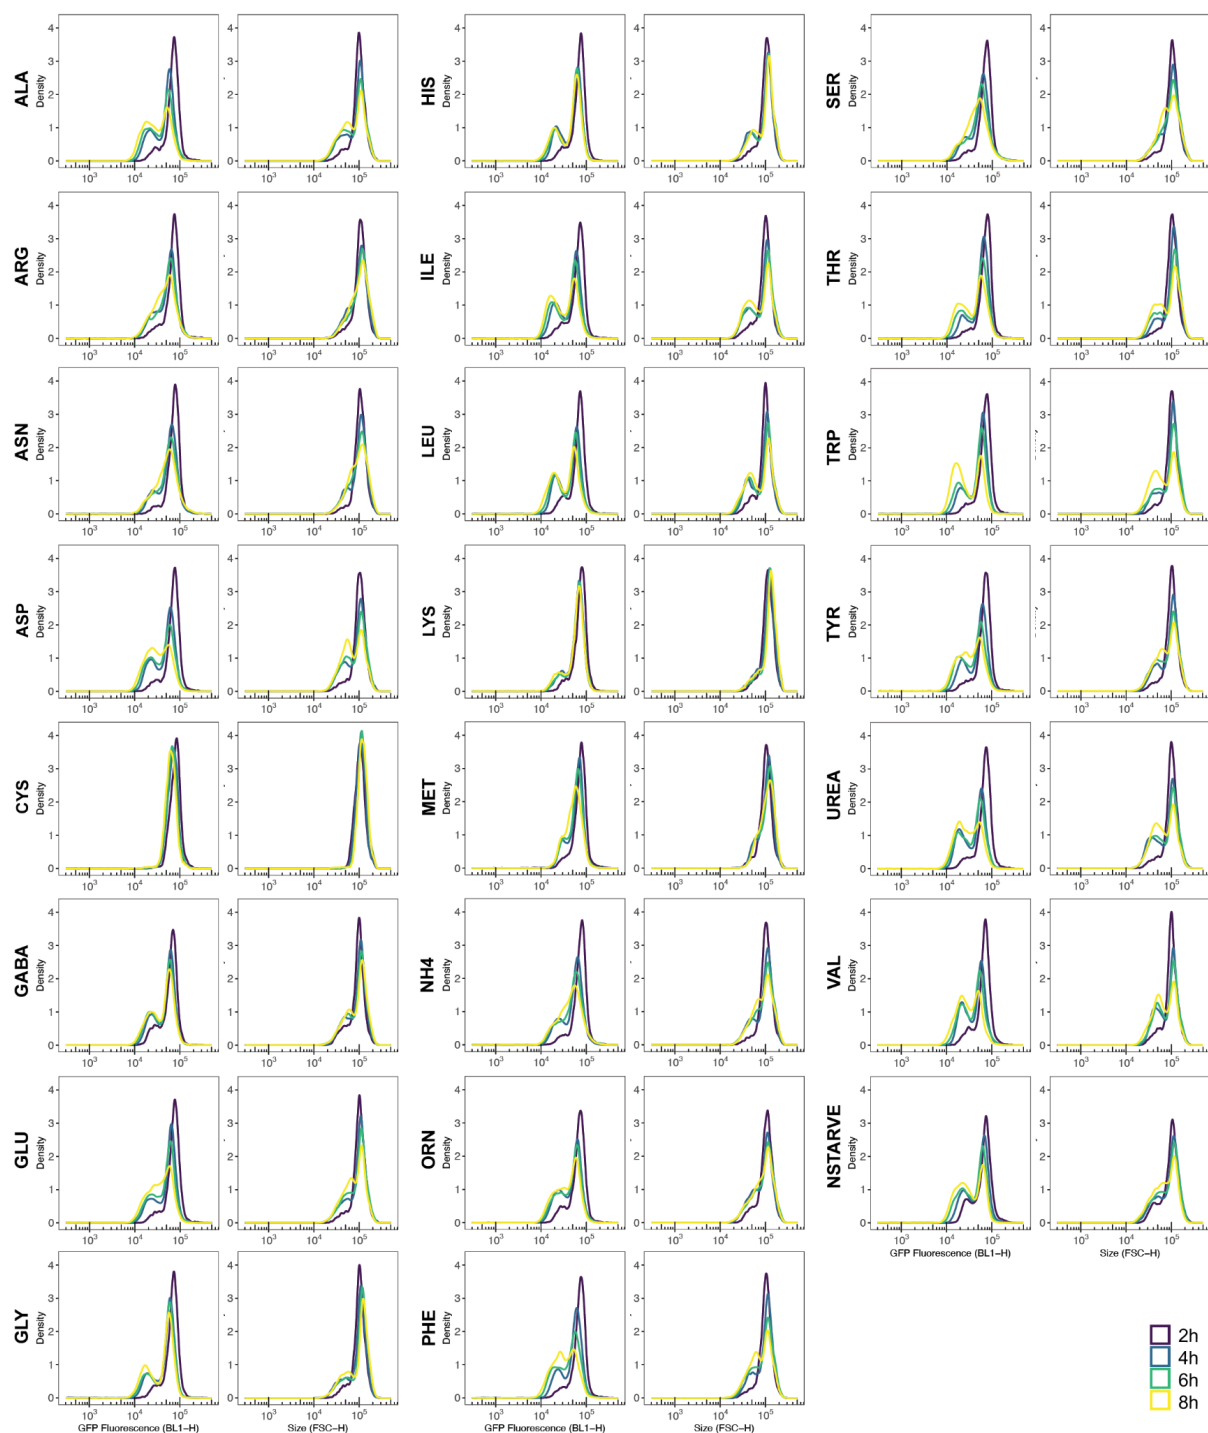

**Supplementary Figure 15. pRPL28 fluorescence and cell size heterogeneity in response to different nitrogen down-shift in NLIM. Data is for one representative out of three experiments.**

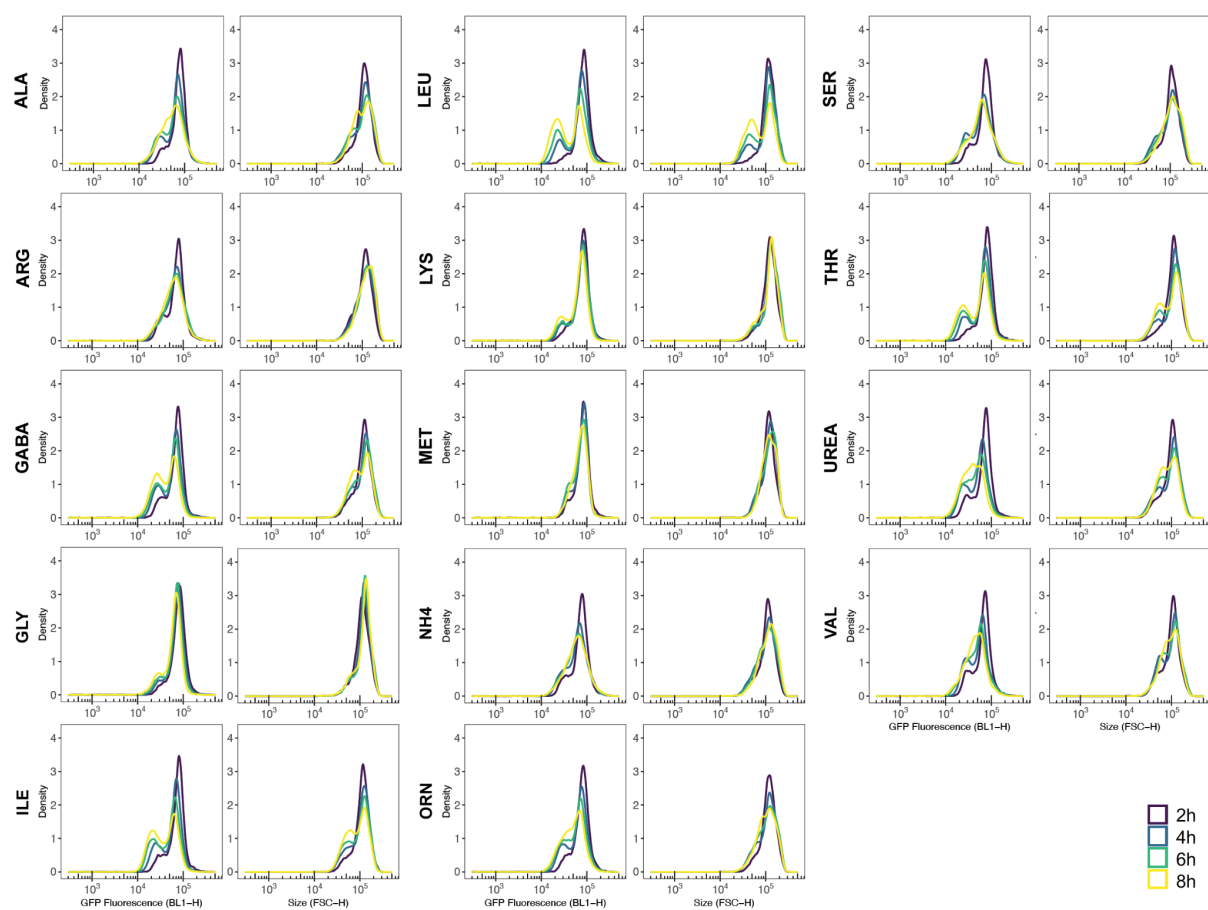

**Supplementary Figure 16. pRPL28 fluorescence and cell size heterogeneity in response to different nitrogen down-shift in NREP. Data is for one representative out of three experiments.**

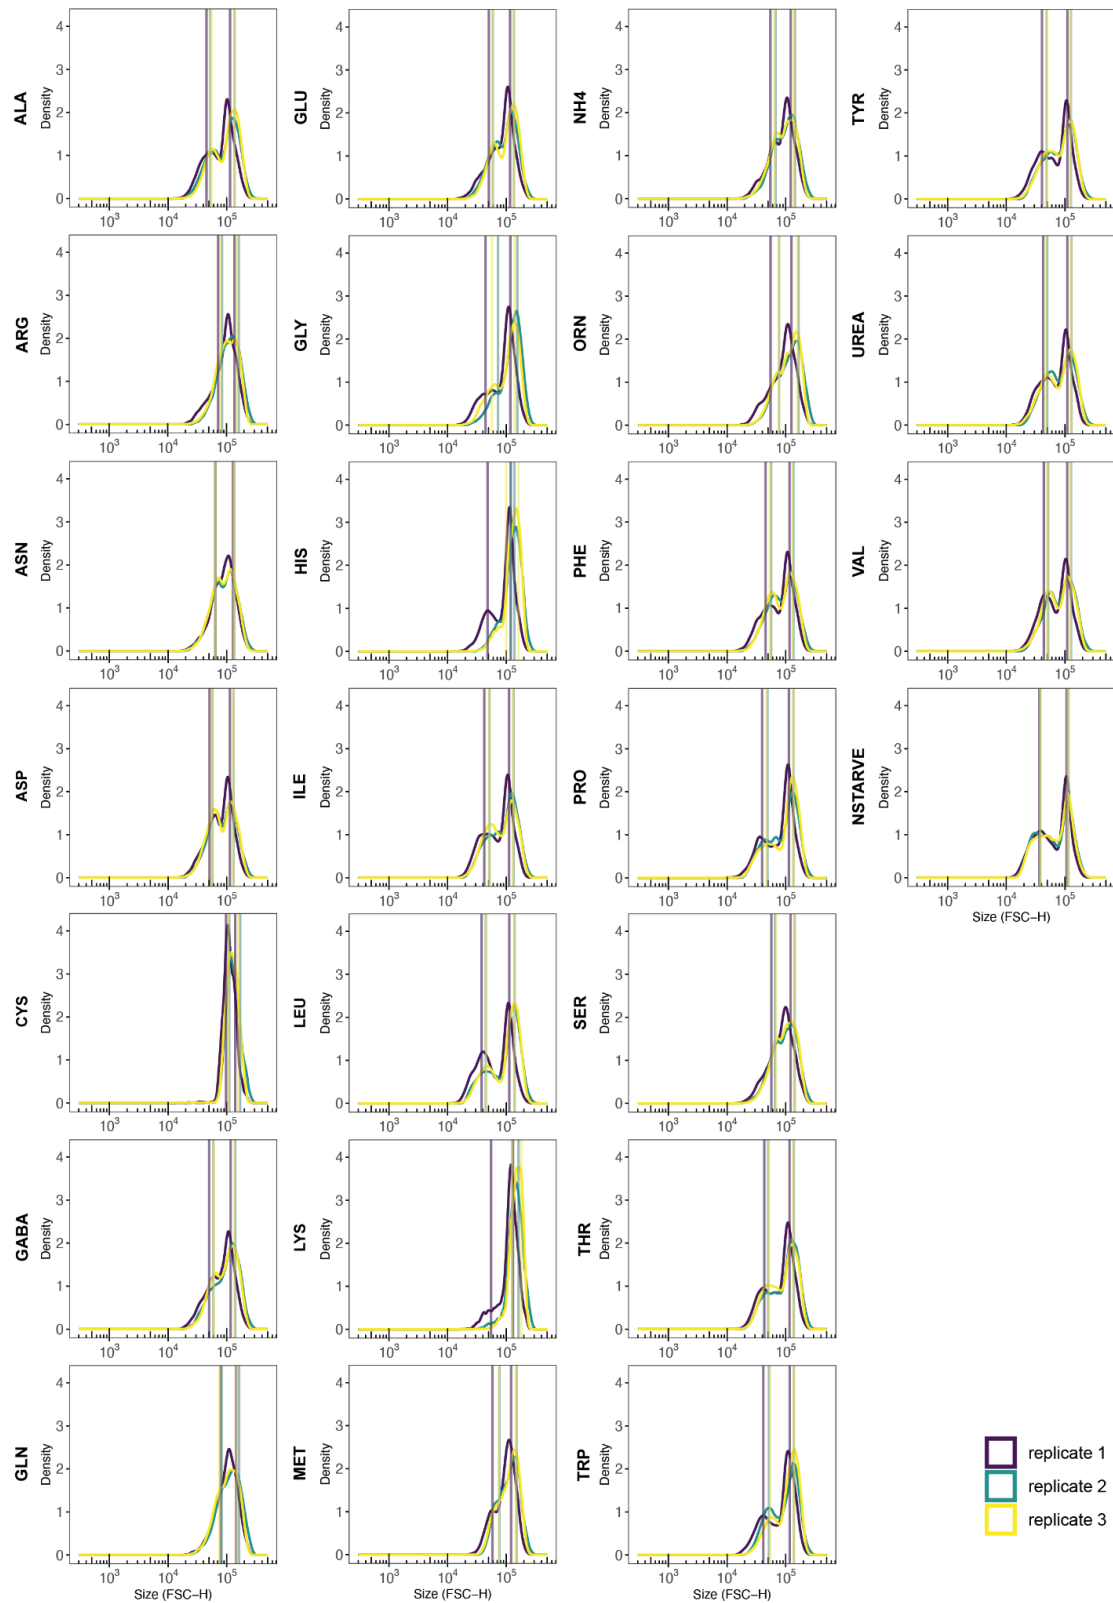

**Supplementary Figure 17. Comparison between replicates for cell size heterogeneity in response to nitrogen down-shift in NLIM.** Cells were exposed to a 6 h down-shift for replicates performed on different days. Lines represent predicted mean of the subpopulation using the flexmix package (Methods). Replicates (n = 3) were from flow cytometry runs performed on different days.

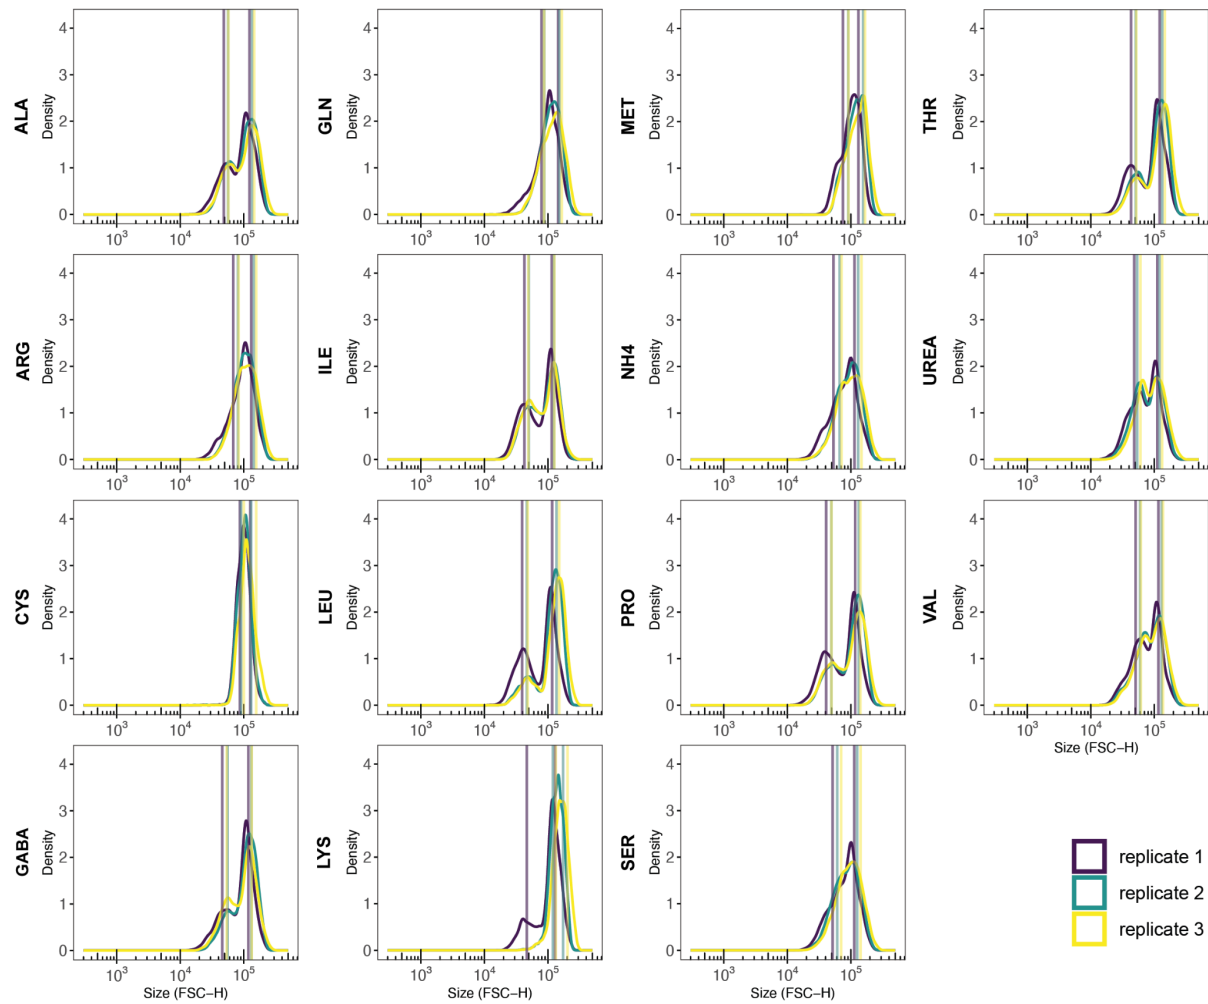

**Supplementary Figure 18. Comparison between replicates for cell size heterogeneity in response to nitrogen down-shift in NREP.** Cells were exposed to a 6 h down-shift for replicates performed on different days. Lines represent predicted mean of the subpopulation using the flexmix package (Methods). Replicates ( $n = 3$ ) were from flow cytometry runs performed on different days.

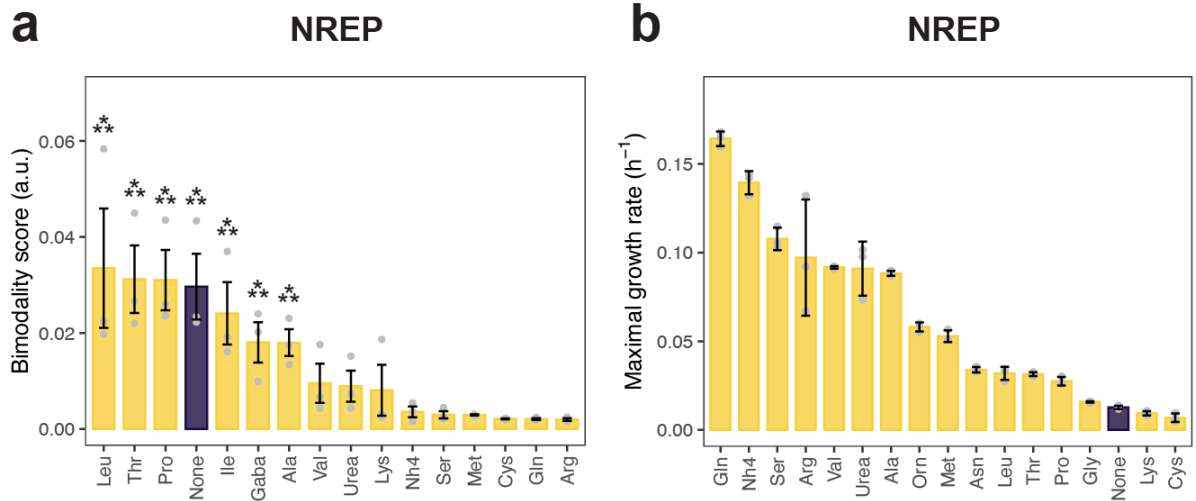

**Supplementary Figure 19. Bimodality scores and maximal growth scores for NREP conditions.**

**(a)** Bimodality scores (Hartigan's diptest) and **(b)** maximal growth rates across all NREP conditions. Bar plot represents the mean  $\pm$  SEM of (a) flow cytometry experiments for cells exposed to a 6 h down-shift performed on different days ( $n = 3$ ) and (b) growth curves of biological replicates ( $n = 3$ ). Purple bars represent the NSTARVE condition where no nitrogen is present. Significance scores denotes conditions where all replicates had a p-value (Hartigan's diptest) of at least  $p < 0.05$  (\*),  $p < 0.005$  (\*\*) or  $p < 0.0005$  (\*\*\*). Bimodality scores are shown as arbitrary units (abbreviated a.u.).

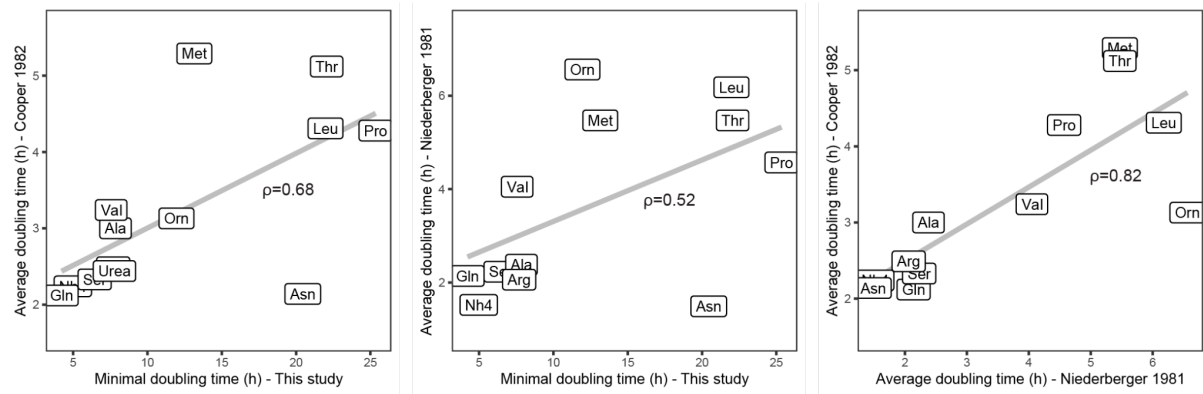

**Supplementary Figure 20. NREP growth correlation with previous studies.** Maximal growth rates calculated in this study and converted in minimal doubling times were compared with previous datasets summarised and reviewed in Ljungdahl et al.<sup>2</sup>. Regression line is indicated in grey. Scores denote Spearman rank correlations.

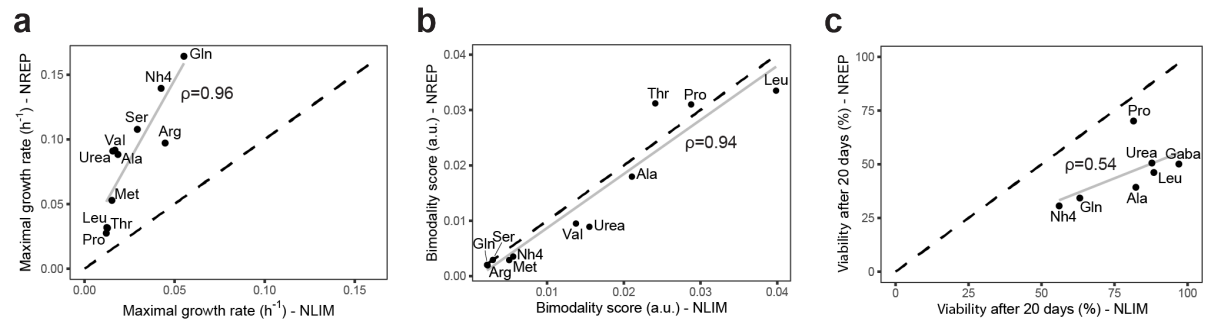

**Supplementary Figure 21. Growth, bimodality and viability parameters for NLIM versus NREP conditions.** (a) Maximal growth rate, (b) bimodality and (c) viability score for NLIM versus NREP conditions of cells exposed to a 8h downshift. Regression line is indicated in grey with spearman rank correlations. Dashed line represents the identity line between NLIM and NREP conditions.

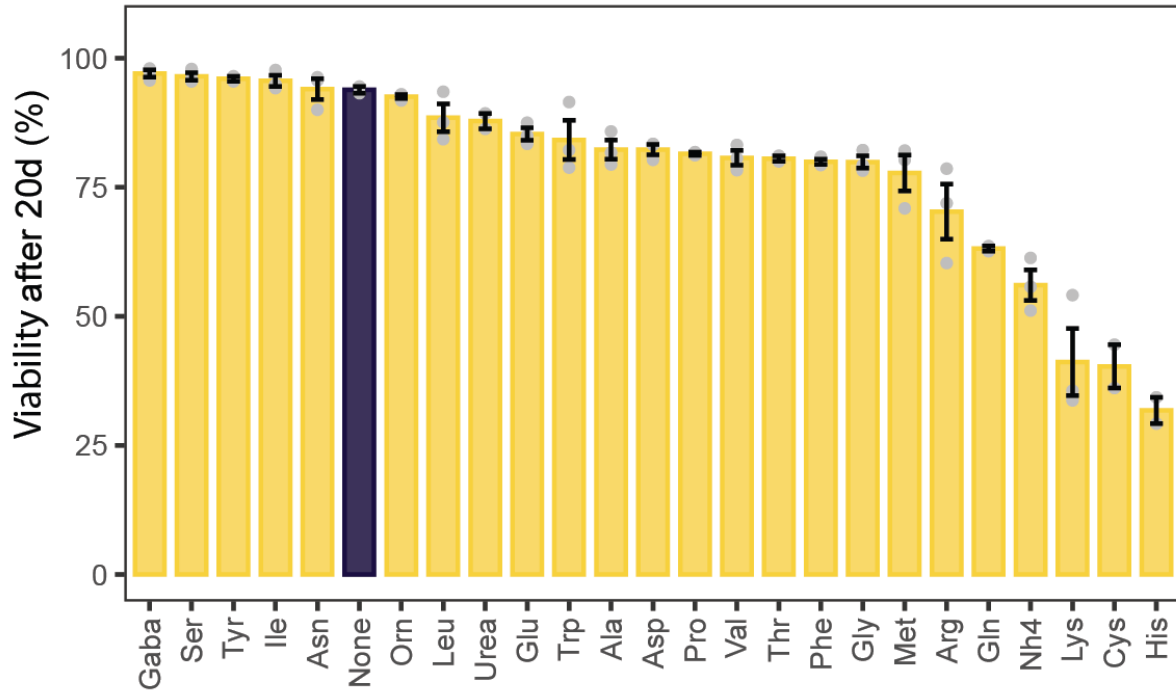

**Supplementary Figure 22. Population-wide condition-specific viability rates.** Viability rates of cells exposed to a 18 h nitrogen downshift in NLIM (yellow) or NSTARVE (dark purple) and stored 20 days in PBS, measured by flow cytometry and thresholded through propidium iodide staining.

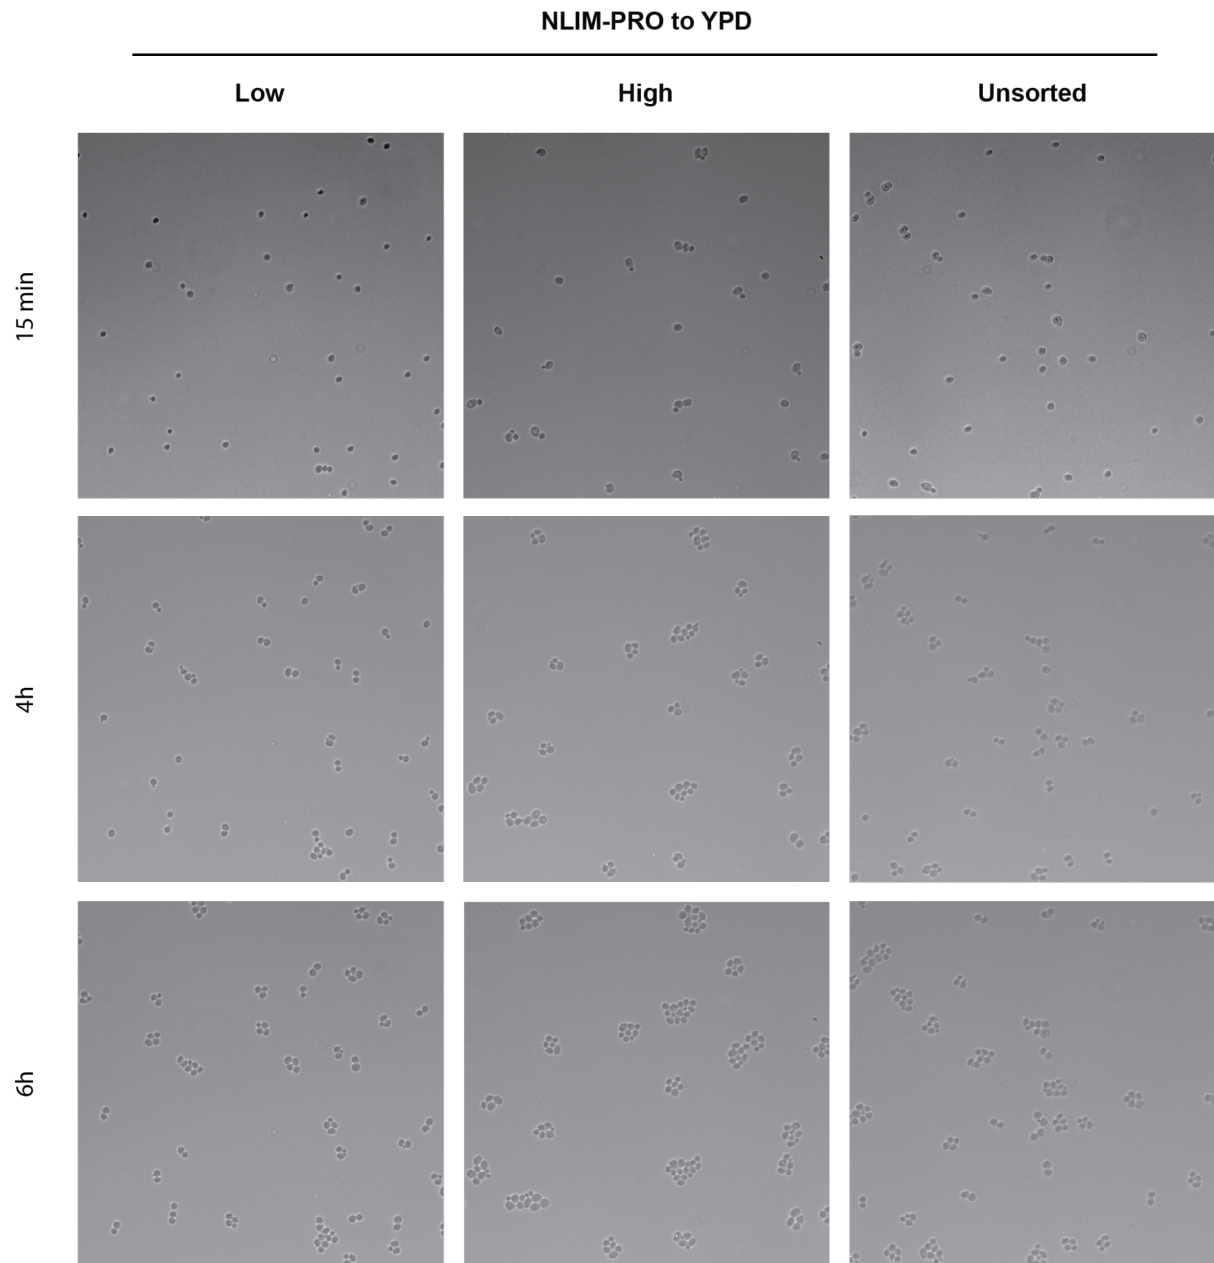

**Supplementary Figure 23. Timelapse microscopy of sorted fractions grown on YPD pads.** Cells were exposed to NLIM-PRO for 2 h and sorted based on pRPL28 intensity and cell size as previously described. As observed at the bulk subpopulation level, the high subpopulation has a shorter lag phase with higher number of doublings observed when compared to the low subpopulation. Time represents the time spent on agar pads prior to imaging. Magnification is 20X.

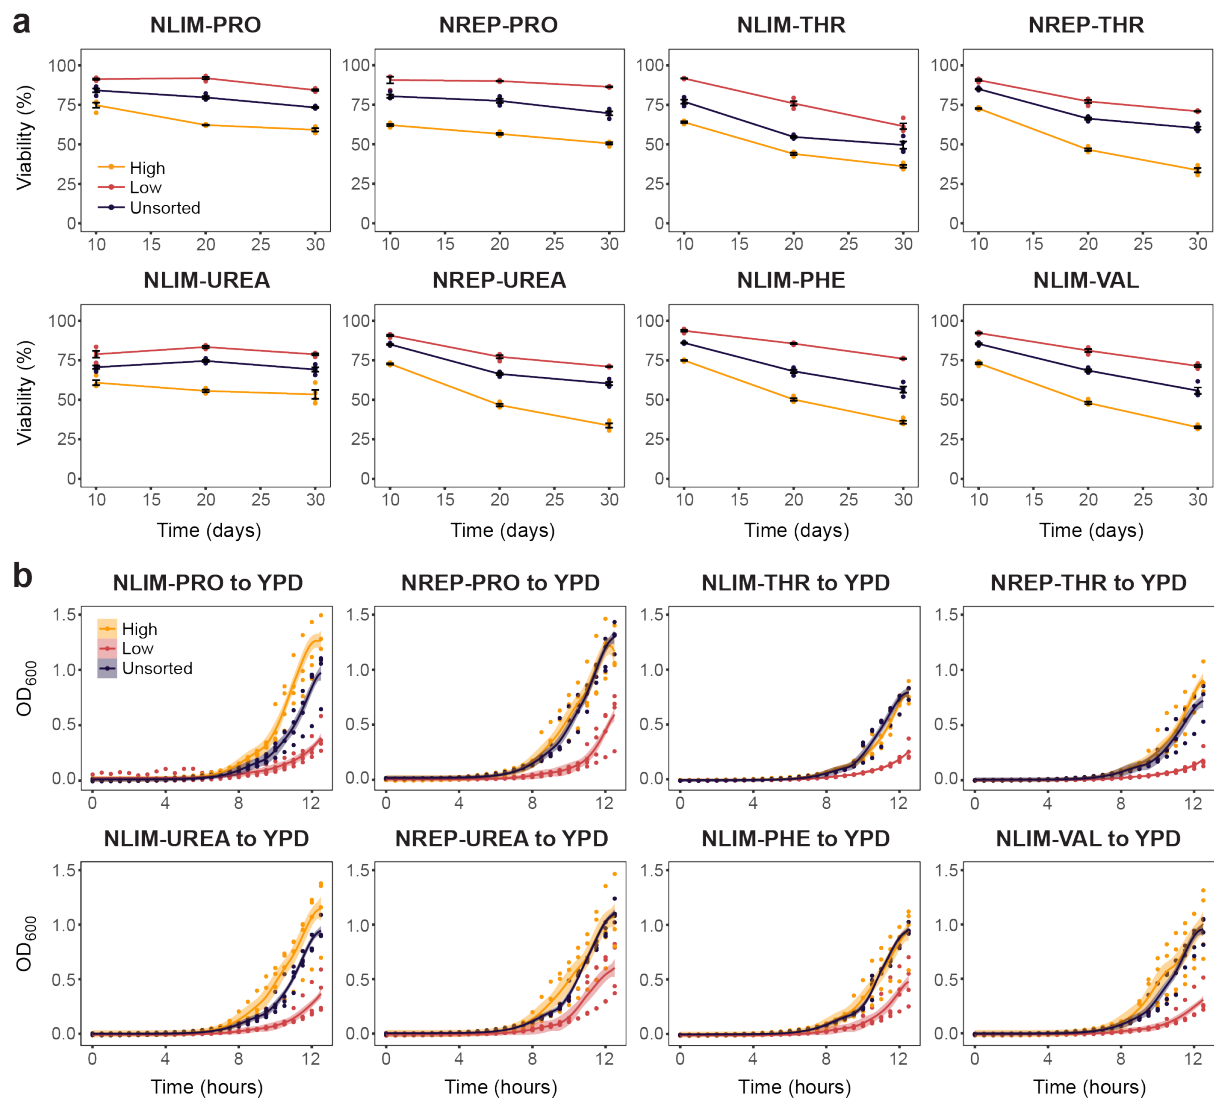

**Supplementary Figure 24. Subpopulation-specific viability in PBS and growth resumption in YPD.** **(a)** Viability rates for cells exposed to a 4 h downshift and sorted based on size and pRPL28 intensities using FACS. Yellow and pink samples indicate high and low GFP fractions. Dark purple samples indicate cells passed through FACS but not gated. **(b)** Growth resumption in rich media (YPD) for sorted and unsorted fractions (starting OD<sub>600</sub> = 0.05). Shaded area represents the 95% confidence interval (n = 4).

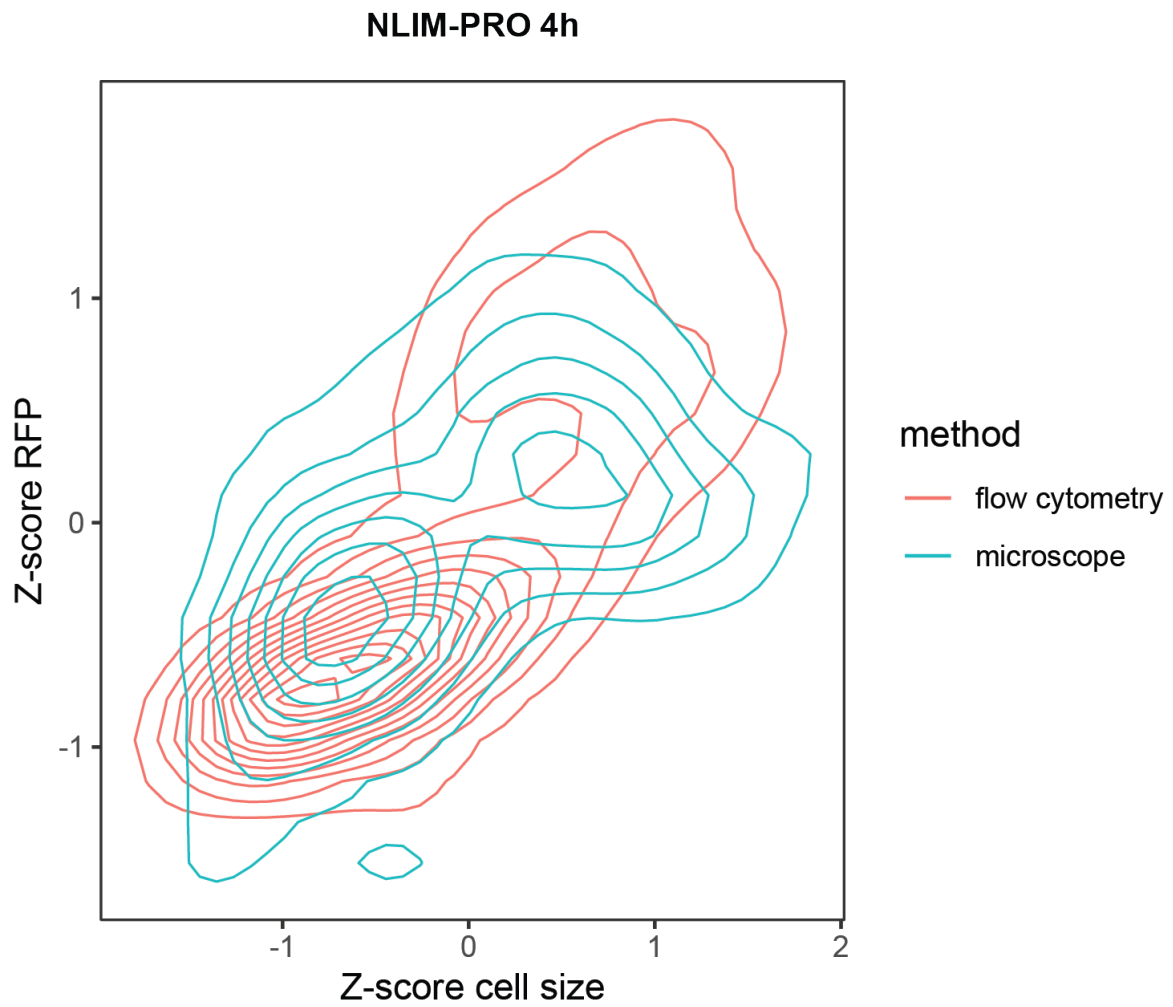

**Supplementary Figure 25. Comparison between microscopy and flow cytometry for the TF library in 4h NLIM-PRO.** RFP and cell size values were Z-transformed for flow cytometry and cell size and plotted due to differences in scaling.

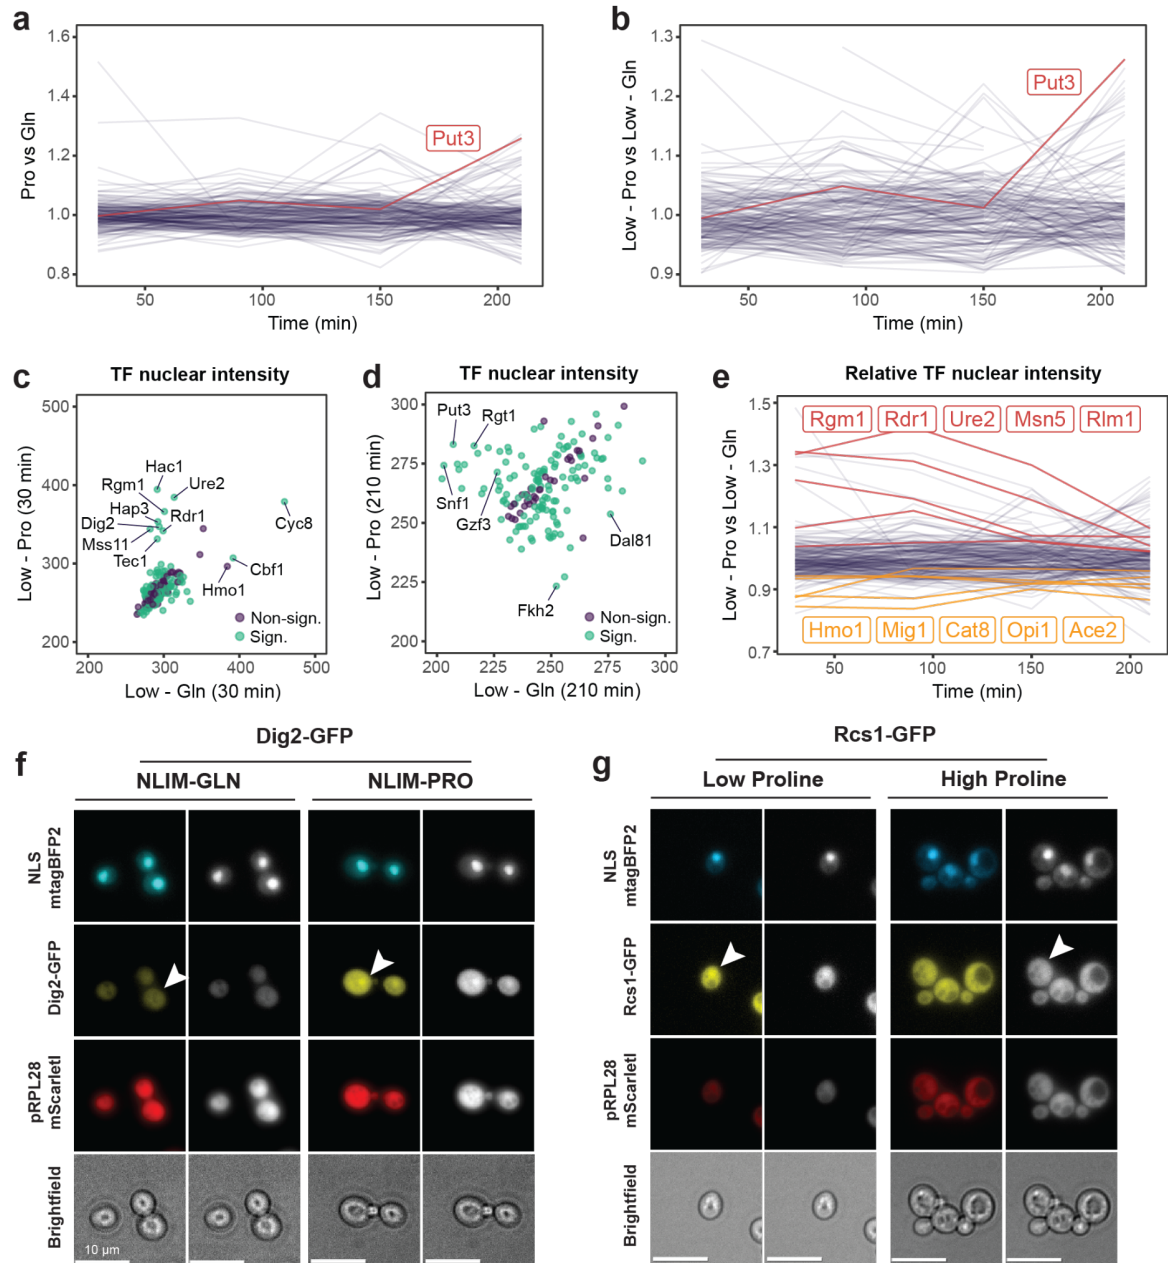

**Supplementary Figure 26. Analysis of the TF library.** (a, b) Relative localisation for the proline-responsive Put3 TF between bulk conditions (a) and between low proline and low glutamine subpopulation (b). (c, d) TF localizations for low proline plotted against low glutamine and high against low subpopulation (NLIM-PRO), 30 min (c) and 210 min (d) into the shift. TF nuclear intensity was calculated as the mean GFP fluorescence over the nucleus, determined by the NLS-mtagBFP2. (e) Relative TF nuclear localisation tracked over time for low proline versus low glutamine. Relative localisations were normalised by the mean relative localisation of the timepoint. (f, g) Multi-channel imaging of Dig2-GFP (f) and Rcs1-GFP (g). NLS mtagBFP2 represents the nuclear localisation and pRPL28-mScarlet1 was used to classify high and low subpopulations.

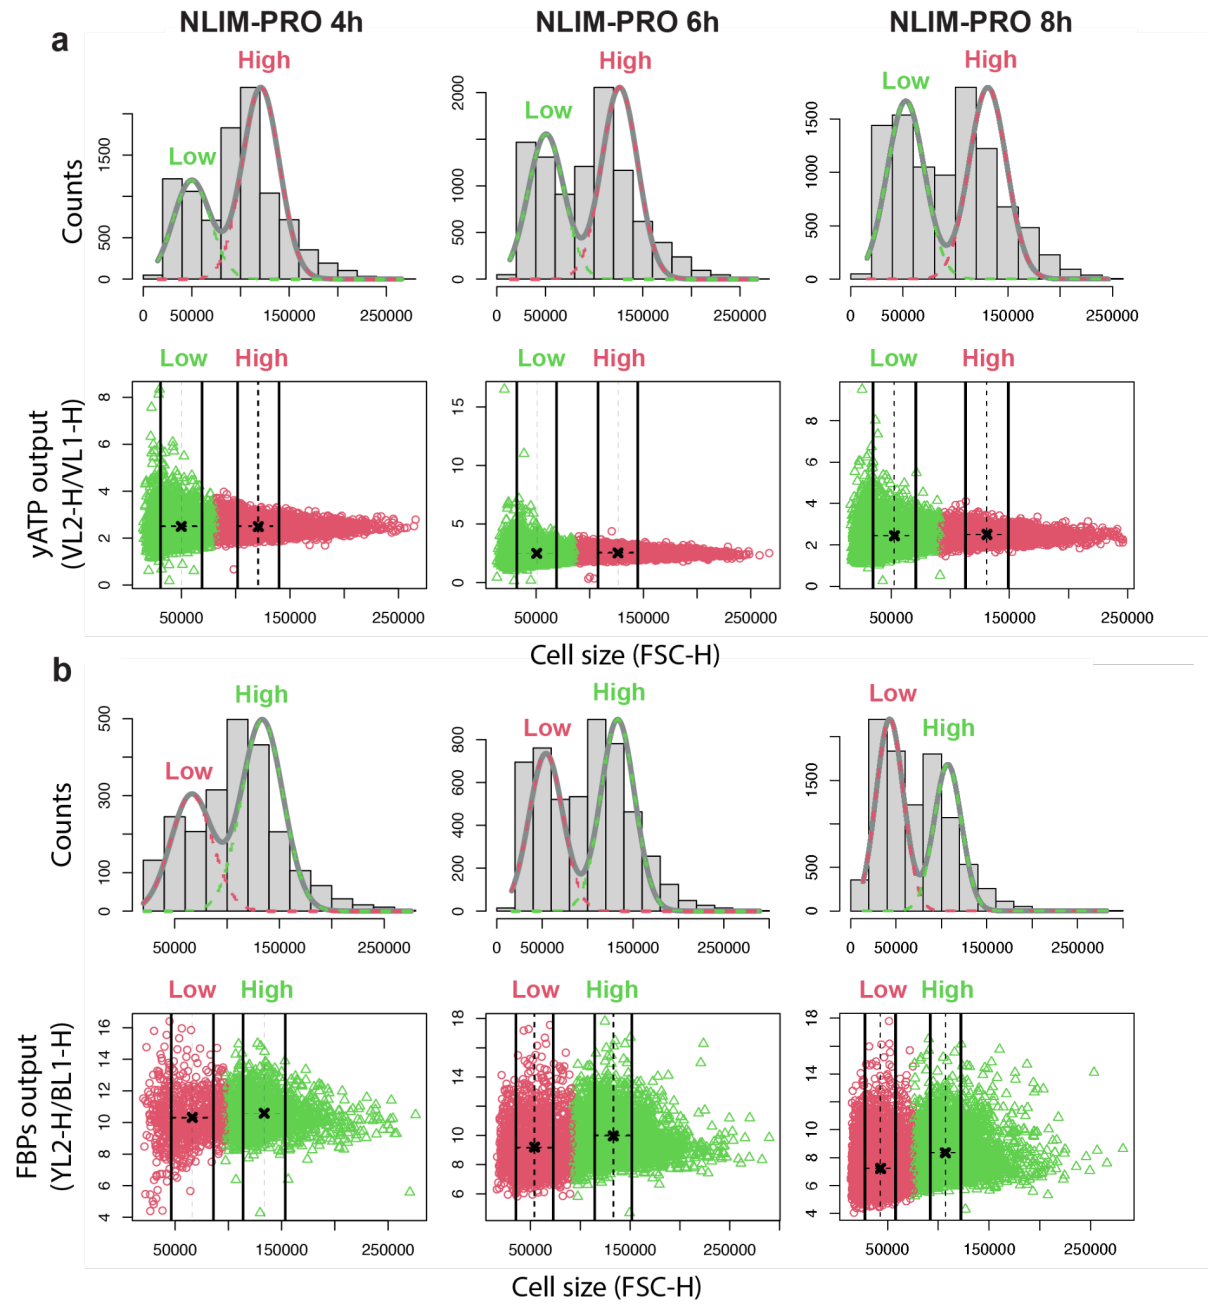

**Supplementary Figure 27. Sensor output over time with Rmixmod clustering for NLIM-PRO.** Results for **(a)** ATP sensor and **(b)** FBP sensor. Clustering was performed based on cell size using the R package Rmixmod.

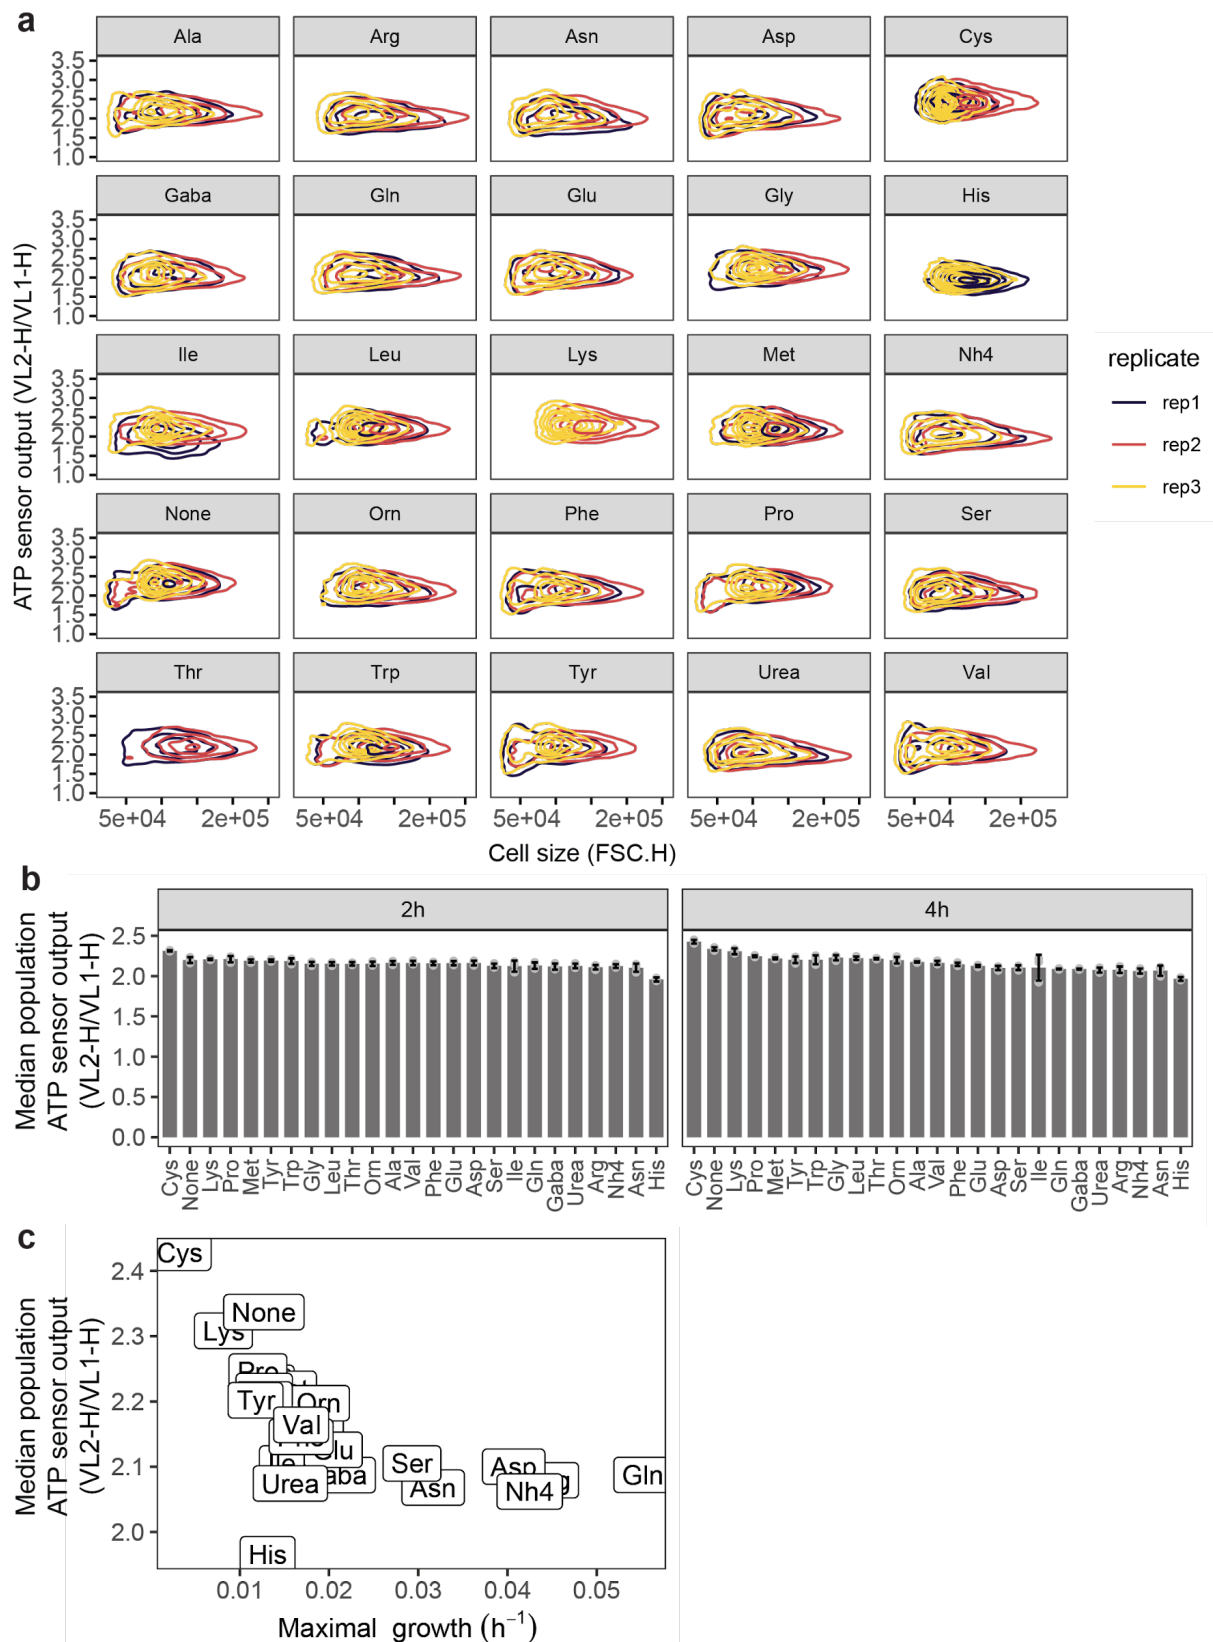

**Supplementary Figure 28. ATP sensor output for all NLIM conditions.** (a) Single cell ATP sensor output as a function of cell size. Samples were taken 4 h after exposure to respective conditions in triplicate experiments performed on different days. (b) Median population ATP sensor levels for each amino acid. (c) Median population ATP sensor levels (4h) versus maximal growth rate as displayed in Figure 4b. None represents the NSTARVE condition

### Supplementary Note 1. High and low subpopulations are isogenic

Sorting quiescent cells can be challenging as they typically need to be distinguished from other non-growing states such as senescent cells. Consequently, sorting solely based on G1 arrest or cell density is often not sufficient.<sup>3</sup> In this study, we aimed to separate quiescent cells in the onset of nitrogen limitation as little as 1 hour into the shift. Flow cytometry and single-cell RNAseq analysis shows significant overlap in marker intensity and cell size, especially in the first hours into the shift (Fig. 2a, Supplementary Fig. 3). As a result, we sorted subpopulations based on both pRPL28 fluorescence (GFP FITC-A) but also cellular internal complexity as represented by the side scatter (SSC-A) (Fig. S1). Addition of the GFP marker was useful to distinguish dead cells not expressing GFP (GFP-ve). Pre-gating using FSC-H/FSC-W was used to differentiate singlets from doublets.

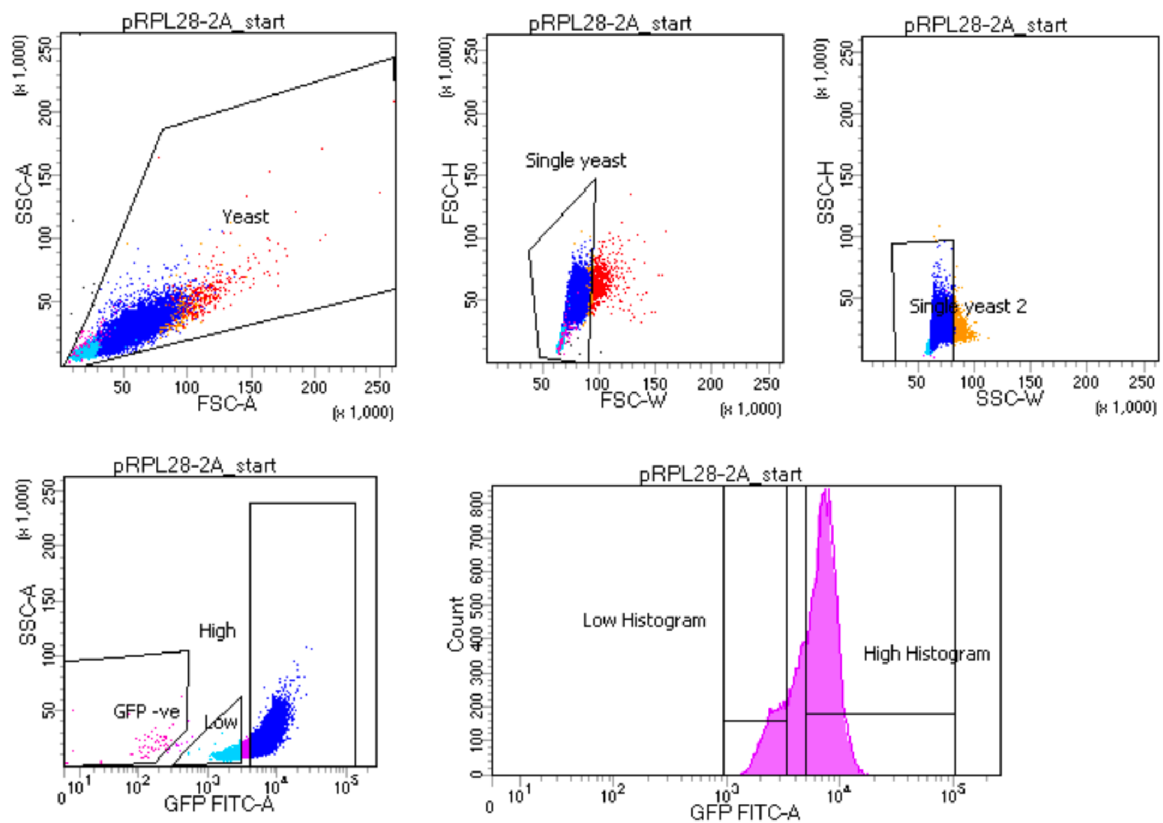

**Figure S1. Typical flow cytometry data for cells exposed to a 2 h nitrogen downshift in proline media.** For all sorting experiments, single yeast cells were gated according to FSC-H/FSC-W channels. Sorting of high and low populations were sorted according to SSC-A/GFP FITC-A scatter plot. We also did notice the emergence of a few cells without GFP-fluorescence (GFP -ve; <2% of the total number of cells).

To investigate if low and high subpopulations were isogenic, we sorted cells 2h after a shift from YPD to nitrogen-limited media with proline as nitrogen source (NLIM-PRO) based on pRPL28 fluorescence and side scatter followed by a recovery on YPD agar plates and flow cytometry for each sorted fraction (Fig. S2). While the GFP-negative fractions (GFP-ve) was not able to resume growth, indicating senescent cells, high and low subpopulations were able to yield high and low fractions similarly to the unsorted fraction.

**a**

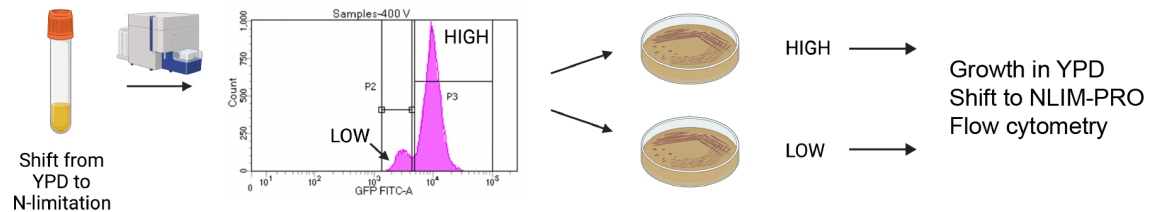

**b**

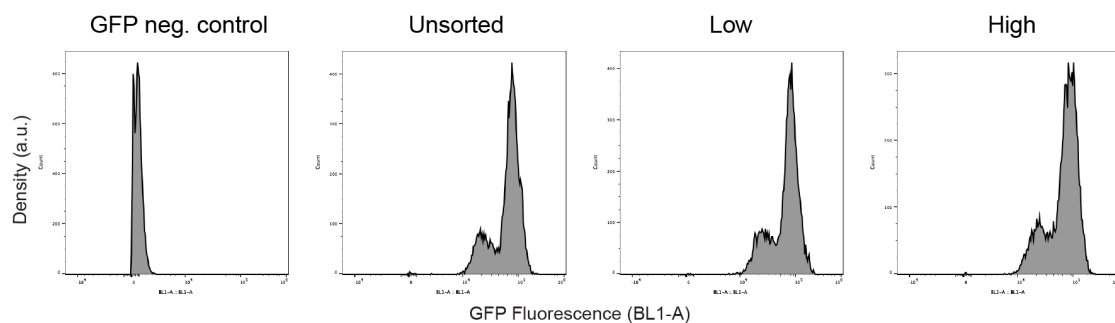

**Figure S2. Low and high subpopulations are isogenic.** (a) Cells exposed to a 2 h down-shift from YPD to NLIM-PRO were sorted according to GFP fluorescence (FITC-A) and cellular complexity (SSC-A) as described above. High, low and GFP-ve fraction were plated on YPD agar plate. Only high and low fractions gave colonies. For each low and high, a single colony was picked and grown overnight in YPD media. Flow cytometer and plates schematics were made with BioRender.com released under a CC-BY-NC-ND 4.0 International license. (b) Flow cytometry for sorted cultures (a) re-exposed to a 2 h shift from YPD to NLIM-PRO. Both low and high fractions show the same heterogeneity as for the unsorted fraction indicating transient isogenic heterogeneity.

## Supplementary Note 2. Low subpopulation is quiescent

Despite its broad ecological importance and interesting metabolic specificity, there is currently no specific definition of quiescence other than a broad definition defining it as “a cellular state with temporary and reversible proliferation arrest<sup>3</sup>.” In their seminal work, Klosinska et al. (2011) have shown that there are in fact many different quiescent states rather than a global one, but all quiescent states share some specificities such as resistance to stressful conditions<sup>4</sup>. In this supplementary note, we relate our findings with previous research on quiescence and show that the low subpopulation that emerges in both proline and glutamine has all the hallmarks of quiescence. On the temporality, we show that the low subpopulation emerges at the onset of the shift and is either maintained or relieved depending on the nitrogen source present. On the reversibility, we were also able to show through fluorescence assisted cell sorting (see Supplementary Note 1) that the low subpopulation is not in a terminal state and can resume growth on rich YPD media. Growth on YPD re-initialises the low/high status so that cells previously assigned as low can become high again.

In terms of morphology, we found that the low subpopulation is smaller than its high counterpart and cells grown in YPD which was consistent with a general cell size reduction observed in quiescent cells reported for nitrogen-starved *S. pombe* at the population level<sup>5</sup>. Similarly, quiescent cells are associated with a G0 state<sup>6</sup>, where DNA content is typically in a 1N state. Flow cytometry of cells stained with propidium iodide shows that conditions leading to the highest heterogeneity in quiescence are those with an increased proportion of cells in a 1N state (Fig. S3a). For growth on proline, we also noted that this proportion was not affected by the amino acid concentration (0.8 mM vs 10 mM) but by the quality of the amino acid present. Scatter plot showed that cells with reduced DNA content were more likely those with reduced pRPL28 GFP expression and cell size (Fig. S3b).

Looking at quiescent markers, we retrieved from the NLIM-PRO scRNAseq dataset genes that were significantly different ( $p_{\text{adj}} < 0.005$ ) between subpopulations P1 and P2. We grouped them according to which subpopulation they were more expressed and displayed their quiescence scores obtained from Klosinska et al. (Fig. S3c). We found that the low subpopulation P2 contained genes that were significantly more involved in quiescence than subpopulation P1. We also noted the up-regulation of many proteins involved in autophagy consistent with Klosinska et al. as well as up-regulation of many proteins involved in storage compounds metabolism consistent with an up-regulation of storage compounds observed in Boer et al.<sup>7</sup>

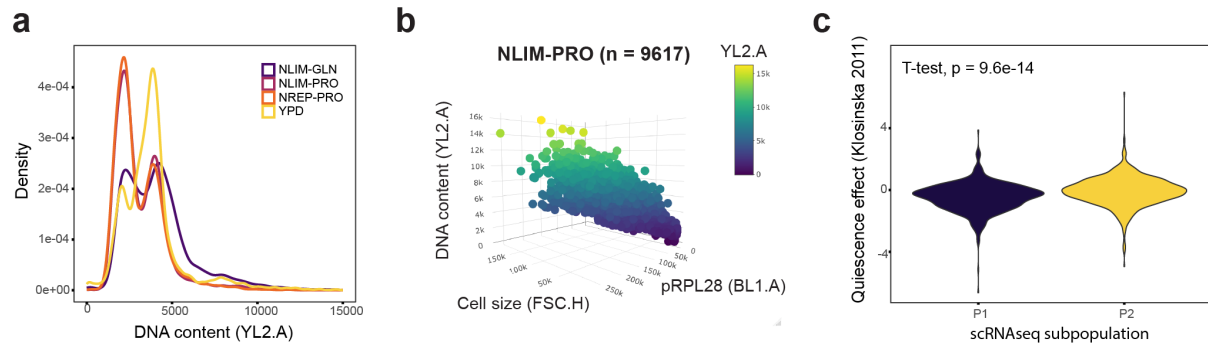

**Figure S3. Low subpopulation is quiescent.** (a) Flow cytometry data of pRPL28 sfGFP strains exposed to 4h down-shift and stained with propidium iodide and recorded on RFP channel (YL2-A). First peak and second peak represent 1N and 2N DNA content, respectively. (b) Flow cytometry data for NLIM-PRO condition shown in (a) with channels representing cell size (FSC-H), pRPL28 fluorescence (BL1-A) and DNA content (YL2.A). Colour indicates DNA content (YL2.A channel). (c) Quiescence scores of genes attributed to subpopulation P1 or P2 based on scRNAseq data for NLIM-PRO dataset.

## Supplementary Method 1. Detailed analysis of single-cell RNAseq datasets

### *The dataset*

We took scRNAseq data from Jackson et al.<sup>1</sup> The dataset contains approximately 38'000 single-cell transcriptomes of 12 transcription factor knock-outs across 11 conditions including nitrogen limitation investigated in our study. Raw data pre-processing was performed as described in the paper. The only difference from the original pre-processing was the normalisation used, where we used the default normalisation function `logNormCounts` from the `Scuttle` R package (<https://github.com/LTLA/scuttle>) instead of the author's custom normalisation. While this slightly changed the local shape of the subpopulations, the global structure and subpopulation clustering were similar to the original data.

### *Growth score calculation*

Growth scores were calculated for each condition using a growth regression model mapping transcriptomic activities to growth rates<sup>8</sup>. Because the regression model was calibrated for bulk transcriptomics data and scales with the total number of reads for each cell in the single-cell RNAseq data, we infer relative growth scores instead of absolute predicted growth rates.

### *Differential expression using DESeq2 on scRNAseq datasets*

DESeq2 size factors estimation does not work well on sparse count matrices that are typically associated with scRNAseq datasets. Here, we took advantage of the different genotypes (TF knockouts) present in the datasets to overcome this issue (Fig. S4a). For each gene, we summed single cell reads grouped by genotype to create each sample as input to DESeq2. For each subpopulation, this would be 12 samples representing the 12 genotypes used in Jackson et al. study. DESeq2 considers these 12 samples as technical replicates of a given subpopulation that is compared to the 12 replicates of the other subpopulation for a given condition (Fig. S4b). While pulling different genotypes together to feed DESeq2 is uncommon in bulk RNAseq analysis, we took advantage of the fact that the transcriptome variance between the two subpopulations (genotypic variance) is greater than the transcriptome variance across genotypes within a subpopulation (subpopulation variance) (Fig. S4a). The only limitation with the methodology above is to miss critical genes that significantly differ between two subpopulations but not picked up by DESeq2 because of a high variance across the different genotypes of a subpopulation.

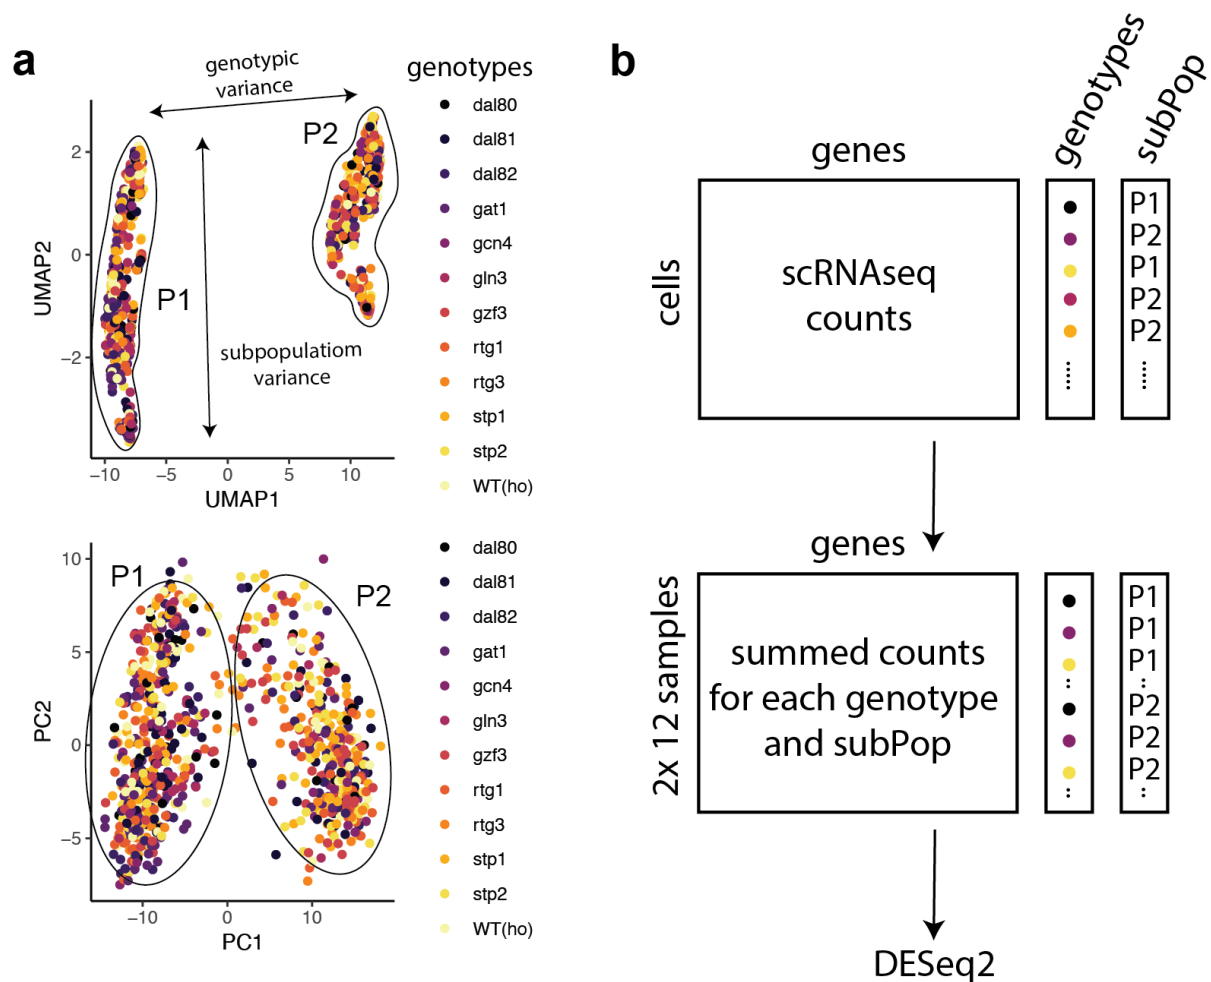

**Figure S4. Single-cell RNA seq analysis workflow.** (a) UMAP and PCA plots of NLIMPRO. Genotypic variance is greater than subpopulation variance. (b) DESeq2 pipeline for merging single-cell counts for a given genotype and subpopulation.

Using this methodology, DESeq2 returned 1716 and 2439 genes that were significantly different between P1 and P2 and G1 and G2, respectively (multiple hypothesis adjusted  $p$ -value  $p < 0.005$ , Benjamini-Hochberg procedure) (Supplementary Data 1). Among those, we chose the ribosomal subunit RPL28 as a subpopulation marker. It is expressed in a moderate to high amount in high and low subpopulations and directly linked to growth.

## References

1. Jackson, C. A., Castro, D. M., Saldi, G.-A., Bonneau, R. & Gresham, D. Gene regulatory network reconstruction using single-cell RNA sequencing of barcoded genotypes in diverse environments. *Elife* **9**, e51254 (2020).
2. Ljungdahl, P. O. & Daignan-Fornier, B. Regulation of amino acid, nucleotide, and phosphate metabolism in *Saccharomyces cerevisiae*. *Genetics* **190**, 885–929 (2012).
3. Sagot, I. & Laporte, D. The cell biology of quiescent yeast - a diversity of individual scenarios. *J. Cell Sci.* **132**, (2019).
4. Klosinska, M. M., Crutchfield, C. A., Bradley, P. H., Rabinowitz, J. D. & Broach, J. R. Yeast cells can access distinct quiescent states. *Genes Dev.* **25**, 336–349 (2011).
5. Sajiki, K. *et al.* Genetic control of cellular quiescence in *S. pombe*. *J. Cell Sci.* **122**, 1418–1429 (2009).
6. Sun, S. & Gresham, D. Cellular quiescence in budding yeast. *Yeast* **38**, 12–29 (2021).
7. Boer, V. M., Crutchfield, C. A., Bradley, P. H., Botstein, D. & Rabinowitz, J. D. Growth-limiting intracellular metabolites in yeast growing under diverse nutrient limitations. *Mol. Biol. Cell* **21**, 198–211 (2010).
8. Airoidi, E. M. *et al.* Predicting cellular growth from gene expression signatures. *PLoS Comput. Biol.* **5**, e1000257 (2009).

# Supplementary material for: Phenotypic heterogeneity follows a growth-viability tradeoff in response to amino acid identity
**Source:** Nat Commun. 2024 Aug 2;15:6515. doi: 10.1038/s41467-024-50602-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** DESeq2 output for scRNAseq data analysis.

**Supplementary Data 2.** Differentially expressed genes in subpopulation RNAseq.

**Supplementary Data 3.** Strains used in this study and appearances in figures.

**Supplementary Data 4.** TF localization ranking.

**Supplementary Data 5.** Amino acid detection from supernatants of cells exposed to a 8 hours down-shift.

# Supplementary material for: Phenotypic heterogeneity follows a growth-viability tradeoff in response to amino acid identity
**Source:** Nat Commun. 2024 Aug 2;15:6515. doi: 10.1038/s41467-024-50602-8
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FlowJo was used for raw flow cytometry data gating. Nikon NIS-elements was used for microscopy image aquisition. TECAN Magellan SparkControl software was used for optical density measurements.                                                                                                                                             |
| Data analysis   | All codes used for data analysis are provided freely on GitHub under <a href="https://github.com/KiyanShabestary/2023-NLIM-heterogeneity">https://github.com/KiyanShabestary/2023-NLIM-heterogeneity</a> and <a href="https://github.com/Benedict-Carling/YeaZ-Output-Analysis">https://github.com/Benedict-Carling/YeaZ-Output-Analysis</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data for Fig. 1c was from Jackson et al. (2020) obtained from NCBI with accession number GSE125162. Raw sequencing data obtained for subpopulation RNAseq was deposited in NCBI GO with accession number GSE235239. All data generated or analysed during this study are included in this article and the Supplementary

Information. Source data are provided with this paper. All scripts used for data analysis and plotting are available on github (<https://github.com/KiyanShabestary/2023-NLIM-heterogeneity> and <https://github.com/Benedict-Carling/YeaZ-Output-Analysis> for HTP microscopy).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size exclusion was performed. Biological replicates were used as indicated. Number of replicates were chosen based on feasibility.                                                                                                                                                                                                                                                                                                                                         |
| Data exclusions | Due to the technical difficulty of performing subpopulation RNA sequencing after FACS sorting (time for sorting, having enough cells to perform RNA sequencing), data exclusion was based on Principal Component Analysis (shown in Extended Data Fig. 4). Samples L2_2609 and L1_2709 were clustering at two separate locations away from the main cluster (n=3) and thus not further considered when computing differentially expressed genes between high and low subpopulations. |
| Replication     | Flow cytometry experiments were performed on different days when applicable and indicated in figure captions.                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Order of cultivations with the different nitrogen sources were random. Order of sample processing was changed between replicate experiments.                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Growth and heterogeneity measurements were semi-blinded where cultivation vials each containing a different nitrogen source were assigned a number at the start of the experiment (at least 24 different samples per run).                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Flow cytometry was used for analysis and sorting. In both cases, flow cytometry was performed on different days when indicated. Biological replicates were resuspended in PBS (from 1:2 to 1:10 depending on OD) prior to analysis/sorting.                                                                                                                                                                                                                                                                                                                                                                            |
| Instrument                | For analysis, an Attune NXT flow cytometer (Invitrogen) was used. For sorting, a BD FACSAria III Cell Sorter was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                  | For the Attune NXT flow cytometer, Attune Cytometric software was used for data collection. For the BD FACSAria III Cell Sorter, BD FACSDiva software was used for data collection and subpopulation gating.                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | The low subpopulation was present in our samples at abundances depending on post-shift timing, ranging from 5% to 80% of the total population. For the sorting runs, purity was performed by re-running each post-sort fraction. Purity was 98% for the low fraction and 90% for the high fraction (due to cells continuing to differentiate from high to low during the time elapsed (5 mins) between sort and purity runs ).                                                                                                                                                                                         |
| Gating strategy           | For sorting, subpopulations were sorted based on both pRPL28 fluorescence (GFP FITC-A) but also cellular internal complexity as represented by the side scatter (SSC-A). GFP FITC-A was used to distinguish dead cells not expressing GFP (GFP-ve). Pre-gating using FSC-H/FSC-W was used to differentiate singlets from doublets. Gating strategy and plots are shown in Supplementary Note 1. For analysis, doublets exclusion were performed using FSC-H/FSC-A. For cell viability measurements using Attune YL1-H channel, viability was thresholded based on viability measured in YPD during exponential growth. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

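The data are RNA sequencing of high and low subpopulations sorted 1 h after a shift from YPD to 0.8 mM proline, with 5 libraries of each. The authors filtered the reads for adaptors and quality, mapped them with HISAT2 to the Ensembl genome and annotation, and deposited raw counts of reads per gene. The paper's text names neither the counting tool nor whether counting used strand. The authors also deposited FPKM values, which are the counts divided by gene length and library total and multiplied by 1 factor per library, between 0.906 and 1.03. Both tables hold 7252 genes, of which 290 had 0 counts in all 10 libraries and 125 are unannotated transcripts, and include the sfGFP marker. Gene coordinates are those of the authors' tables. Symbols were taken from these tables and, where they give none, from the R64 reference annotation, which shares 6048 gene identifiers with them. All 664 symbols of the hand-written gene lists were matched.

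Low was compared with high in the 8 libraries used in the paper, without a covariate, with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, normalized by TMM and tested by the quasi-likelihood test, with Benjamini-Hochberg adjustment over 6492 genes and a threshold of 0.05. CPM, counts scaled to library size, used TMM factors computed over all 10 libraries. The biological coefficient of variation was 0.355 over 8 libraries and 0.458 over 10. The libraries had totals of 15879779 to 27752702 counts. In the low libraries used, each estimated molecule stood for 31.5 to 85.1 counts, so the totals overstate how many molecules were sampled. A group with at most 3 counts in every library was treated as undetected, and fold changes against it as lower bounds. Reads without molecular identifiers are not independent molecules, so these floors cover counting error only.

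Gene lists of pathways, cell cycle stages and stress responses were written from general knowledge before the data were examined. For 4 of them over-representation was tested, and the direction of 19 lists was tested with camera in limma 3.58.1 on voom values. The genes named in the text were fixed by a rule set before the data were examined. They are the genes the paper names for this experiment, the transcription factors it discusses, members of the lists, and the 5 largest increases and 5 largest decreases with an adjusted p-value under 0.05, an absolute log2 fold change of at least 1, no overlap between the groups and a mean of at least 10 normalized counts in the higher group. The sfGFP transcript was added after its values were seen.

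The alternatives, all set before the data were examined, were other filters, other normalizations, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), all 10 libraries, blocks, a gene-length offset, protein-coding genes only, thinned counts and each library left out in turn. The labels give high and low libraries shared replicate codes. Over 4372 genes with at least 30 CPM, deviations from the group means of libraries with the same code correlated with r of 0.267, 0.101 and 0.290 in the 3 pairs within the 8 libraries. A limit of 0.1 for treating them as pairs was met, by the second pair only barely. In all 10 libraries r was 0.381, 0.594, 0.101, 0.018 and 0.381, so not every pair met it. The fit with paired replicates in the 8 libraries is given beside a result where it changes a call. H2_2609 and H1_2709 have no low partner among the 8 and do not enter its log2 fold changes. A call lost there need not be lost through pairing. No 2 libraries of a group were duplicates, since the most alike, H1_2709 and H2_2709, differed by a chi-square of 36.4 per degree of freedom.

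The fits were tested on simulated counts with 200 of 6492 genes changed by known amounts. The edgeR fit recovered 188 of them with 5 false calls, DESeq2 recovered 193 with 28 false calls, and the fit with paired replicates recovered 180 with 8. The changed genes were well counted and changed strongly, and the dispersions were those estimated by edgeR. No loss of molecules and no pair effect was simulated. Recovery and the order of the fits may therefore differ for scarce genes, small changes and the low libraries here. Flow cytometry, microscopy and single-cell data of the paper were not analysed here.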

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

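The tests of molecule numbers, labels, sfGFP and RNAs without poly(A) tails in this part were chosen after the results were seen, apart from the simulation of the 8 libraries and the splits for the G2/M list. Single libraries were looked for that lay far from the other 4 of their group, in 150 groups of values, and 13 were found, 8.67%, where chance gives about 1 in 20.

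L1_2709, left out in the paper, lay far from the other low libraries on the first principal component, at 105 against 5.46 to 16.1. It was also apart in HOF1, at 26.5 CPM against at most 6.96, in 21S_rRNA, at 48.1 against at most 12.1, and in the score of pheromone pathway targets, at -0.51 against at least 0.08. A list score is the mean log2 CPM of its genes relative to the high libraries. The share of genes at 0 among those with 1 to 32 CPM in high gives an estimate of the number of molecules that entered a library. For L1_2709 it was 122887, the lowest of the 5 low libraries, against 255496 to 654287 in the others. Few starting molecules may therefore account for its place. For the high libraries no shortage was measurable. A different composition of its sorted cells remains open and was not tested.

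L2_2609, also left out, was the only low library with counts of YMR315W-A, IPL1 and SPO16, at 4.08, 2.35 and 2.31 CPM against 0 in the other 4. The draw of few molecules may decide whether genes this low are seen, though the 422557 molecules estimated in this library lie within the range of the libraries used in the paper. No biological explanation was tested.

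Both left-out libraries carried the main signal of the paper. The G2/M list, 21 genes of the CLB2 cluster, scored -2.81 in L2_2609 and -2.05 in L1_2709, against -3.08 to -2.14 in the libraries used and -0.26 to 0.15 in the high libraries. For the 3 low libraries used in the paper, few starting molecules as the cause of the low list are argued against, since in 20 simulations of the 8 libraries with the estimated molecule numbers and no expression change the median log2 fold change of the list never fell below -0.21, against an observed -2.48. For the left-out libraries they are argued against by 20 simulations of all 10 libraries, again with no expression change, in which the score never fell below -0.15 in L2_2609 and -0.44 in L1_2709. Of the 56 splits of the 8 libraries, 1, the real one, gave a median as far from 0. A difference in cell cycle stage between the fractions is a hypothesis that was not tested on these sorted cells. In the paper's cytometry, later after the shift, small cells with low pRPL28 fluorescence more often held less DNA. Its sorted low cells, also later, were mainly daughters without bud scars, and its sorted high cells mainly dividing mothers.

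Among high libraries, H1_2609 was apart in the G1/S list score, at -0.57, in the glucose-repressed list score, at 0.33, and in SWE1, at 48.9 CPM against 96.0 to 108 in the other 4. H_2909 was apart in the DNA damage response score, at -0.092 against at least 0.017, the pheromone target score, at 0.43, and SWI5, at 75.1 CPM against 134.9 to 154 in the other 4. No technical or biological explanation was tested for these.

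The paper's text does not name snR19, whose log2 fold change was 2.98, or histone genes, whose median was -0.93 with 7 of 10 called. More carry-over of RNAs without long poly(A) tails in libraries of few molecules is a candidate explanation for snR19. In each of the 5 pairs of libraries with the same replicate code, snoRNA genes took a larger share of the counts in low. Their share was 0.0393% to 0.0958% in high and 0.0591% to 0.146% in low, as carry-over would give. The share of snRNA genes was also larger, but snR19 is one of them, so that share is no separate evidence. Of the 66 snoRNA genes tested, 35 went up and 31 down, and their median log2 fold change of 0.017 decides nothing. The libraries of few molecules are all in the low group, so carry-over and a change in the cells cannot be told apart. Histone mRNAs accumulate in S phase and their fall goes with the lower G1/S list, whose median was -1.13, also when its 1 undetected gene is set to its bound, and -1.23 over all 10 libraries. The stage of the sorted cells was not measured here.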

How the results depend on the processing

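All alternatives were set before the data were examined. HOF1, CHS2, SPO12, DBF2, CDC5, BUD4 and HCM1 were lower in low and called in every one of them, DSE1 and DSE2 stayed higher and called, and the cell cycle ratio stayed past the threshold except among genes higher in low only. The values that moved, lost or gained the threshold, or changed direction follow, with ratio for the called over the chance number of list members and median for a list's median log2 fold change. Where no value shows the cause, the cause was not tested.

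With DESeq2 there were 677 genes called, 348 genes past both thresholds, and ratios of 1.72 for DNA repair (now past the threshold) and 1.97 for MAPK without cell cycle genes (now past the threshold). With limma-voom and sample quality weights over all 10 there were 588 genes called, ratios of 1.72 for DNA repair (now past the threshold) and 2.41 for MAPK without cell cycle genes (now past the threshold), medians of -0.022 for MAPK and -0.035 for DNA damage, and a log2 fold change of -0.047 for PUT3. With the replicate block in the 8 libraries there were 97 genes called, 91 genes past both thresholds, ratios of 2.59 for meiosis (no longer past the threshold), 3.23 for MAPK (no longer past the threshold), 0.761 for DNA repair and 0.930 for MAPK without cell cycle genes, medians of -0.034 for MAPK, -0.039 for osmotic stress, 0.69 for ribosome biogenesis and 0.45 for ribosomal protein, and log2 fold changes of -0.16 for TEC1, -0.083 for PDR8 and 0.53 for sfGFP. A gene-length offset together with the replicate block gave 112 genes called, 104 genes past both thresholds, a ratio of 0.659 for DNA repair, medians of -0.041 for MAPK, -0.016 for osmotic stress, 0.68 for ribosome biogenesis and 0.49 for ribosomal protein, and log2 fold changes of -0.17 for TEC1, -0.097 for PDR8 and 0.58 for sfGFP. Requiring at least 10 counts in every library gave 144 genes past both thresholds. Over all 10 libraries there were 152 genes past both thresholds, ratios of 2.56 for DNA repair (now past the threshold) and 3.13 for MAPK without cell cycle genes (now past the threshold), medians of -0.015 for MAPK, -0.061 for DNA damage, 0.23 for ribosome biogenesis and 0.066 for ribosomal protein, and log2 fold changes of -0.075 for TEC1, -0.061 for PDR8, -0.098 for PUT3 and 0.10 for sfGFP. The replicate block over all 10 libraries gave 133 genes past both thresholds, ratios of 1.79 for meiosis (no longer past the threshold) and 3.93 for MAPK without cell cycle genes (now past the threshold), medians of -0.024 for MAPK, -0.060 for DNA damage, 0.33 for ribosome biogenesis and 0.16 for ribosomal protein, and log2 fold changes of -0.021 for TEC1, -0.14 for RDR1, -0.065 for PDR8, -0.17 for PUT3 and 0.24 for sfGFP. Among genes higher in low only there were ratios of 0 for cell cycle, 0.932 for meiosis, 1.45 for MAPK (no longer past the threshold) and 0 for DNA repair. Against a background of listed genes there were ratios of 1.43 for meiosis (no longer past the threshold), 1.36 for MAPK (no longer past the threshold), 0.815 for DNA repair and 0.854 for MAPK without cell cycle genes. Upper-quartile factors gave a ratio of 2.02 for DNA repair (now past the threshold), medians of -0.030 for MAPK and -9.8e-04 for DNA damage, and a log2 fold change of -0.020 for TEC1. On log2(FPKM + 1) there were a ratio of 2.32 for DNA repair (now past the threshold), medians of 0.081 for ribosome biogenesis and 0.052 for ribosomal protein, and a log2 fold change of 0.028 for sfGFP. On log2(FPKM + 0.1) there were a ratio of 1.90 for DNA repair (now past the threshold), medians of 0.11 for ribosome biogenesis and 0.053 for ribosomal protein, and a log2 fold change of 0.029 for sfGFP. Without a filter on FPKM there were a ratio of 1.92 for DNA repair (now past the threshold), medians of 0.081 for ribosome biogenesis and 0.051 for ribosomal protein, and a log2 fold change of 0.028 for sfGFP. Blocking on the shared name endings gave ratios of 2.27 for DNA repair (now past the threshold) and 2.38 for MAPK without cell cycle genes (now past the threshold), a median of 0.15 for ribosome biogenesis, and a log2 fold change of 0.0086 for sfGFP. All 10 libraries with DESeq2 gave a ratio of 2.46 for MAPK without cell cycle genes (now past the threshold), medians of -0.0017 for MAPK, -0.048 for DNA damage, 0.24 for ribosome biogenesis and 0.076 for ribosomal protein, and log2 fold changes of -0.062 for TEC1, -0.049 for PDR8, -0.088 for PUT3 and 0.11 for sfGFP. A gene-length offset gave a ratio of 2.09 for MAPK without cell cycle genes (now past the threshold), and a median of 0.022 for ribosomal protein. Scaling by library size only gave a median of -0.029 for MAPK, and a log2 fold change of -0.0038 for TEC1. Thinned counts gave a median of -0.0061 for MAPK. With fry, the MAPK median of 0.0059 was past the threshold only before adjustment over the lists (adjusted p = 0.058 from limma's fry). Leaving out cell cycle members gave a median of 0.086 for meiosis. With limma-voom there were medians of 0.085 for ribosome biogenesis and 0.035 for ribosomal protein, and a log2 fold change of 0.011 for sfGFP. Centred but unscaled values gave a first component of 33.7%. FPKM without log gave a first component of 23.1%. The 500 most variable genes gave a first component of 52.1%. Of the 335 genes, 81 were called with the block in the 8 libraries, and of the 10 largest changes only DSE2 and snR19 stayed called. CLB2, MKK1, KSS1, PTP3, SWE1, MUC1, POL30 and DIG2 also lost the threshold there, as did the pheromone, environmental stress and autophagy lists. Of the genes and lists named in the text, no other lost its call.

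Across the 8 fits that each left out one library, the ranges were called genes from 113 to 437 (changed without H2_2609, H1_2709 and H2_2709), genes past both thresholds from 95 to 336 (changed without H1_2709 and H2_2709), the RPL28 log2 fold change from -0.45 to 0.68 (changed without L_2909), the MAPK ratio from 1.81 to 4.42 (changed without L1_2609 and H1_2709), the DNA repair ratio from 0.853 to 2.22 (changed without L1_2609, L2_2709 and H_2909), the MAPK ratio without cell cycle genes from 1.31 to 2.97 (changed without H2_2609 and H_2909), the MAPK median from -0.033 to 0.015 (changed without H1_2609, H2_2609, L1_2609, H1_2709, H2_2709, L2_2709 and L_2909), the DNA damage median from -0.039 to 0.085 (changed without H2_2609, L1_2609, L2_2709, H_2909 and L_2909), the osmotic stress median from -1.6e-04 to 0.19 (changed without H2_2609), the glucose-repressed median from -0.14 to 0.012 (changed without H1_2609), the nitrogen catabolite median from -0.22 to 0.54 (changed without L_2909), the ribosome biogenesis median from -0.29 to 0.23 (changed without H2_2609 and L2_2709), the ribosomal protein median from -0.25 to 0.18 (changed without H2_2609), the TEC1 log2 fold change from -0.080 to 0.24 (changed without H2_2609, L1_2609, H1_2709 and H2_2709), the PDR8 log2 fold change from -0.076 to 0.091 (changed without H2_2609 and L1_2609), the sfGFP log2 fold change from -0.36 to 0.21 (changed without H2_2609 and L1_2609). For medians and log2 fold changes, changed stands here for a change of sign only, and crossings of the threshold that kept the sign are counted below. Among these, the osmotic stress list gained the threshold without H1_2609, H_2909 or L_2909. The ribosomal protein list gained it without L1_2609, H1_2709 or H2_2709, and the ribosome biogenesis list without H1_2709. The nitrogen catabolite list lost it without H1_2609. The lowest count of called genes came without H1_2709, with 113 genes, and the highest without L1_2609, with 437. H1_2709 and H2_2709 were the most alike of the high libraries, and why leaving out either lowers the count was not tested. RPL28 changed direction only without L_2909. Among single genes and lists other than those of the comparisons above, counted once per alternative and only where the direction was kept, the threshold was lost 119 times and gained 7 times, and in the fits without one library lost 60 times and gained 9 times.

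Since the lower genes at the floor had a median of 0.822 CPM in high, the molecule number of the low libraries limits statements on scarce genes, and an absence there was not distinguishable from a loss of molecules.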

Differences from the paper's values

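For CHS2, Fig. 2d, read by eye, shows a -log10 adjusted p-value of about 52, the paper's value, and the edgeR fit gave 3.85. For CTS1 the paper's value is about 44 in Fig. 2d, read by eye, and the edgeR fit gave 3.85. With DESeq2, the tool the paper's methods name, on the same 8 libraries the values were 52.5 for CHS2 and 43.5 for CTS1. Over all 10 libraries, DESeq2 gave 38.2 for CTS1, within 1.5 times the paper's value, and 33.6 for CHS2, which was not. None of the other alternatives set before the data were examined closed the gap for either gene.

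Among pathways, the paper lists DNA repair as enriched between the subpopulations, and the DNA repair list was not past the threshold in the edgeR fit, at 1.54 times the chance number. It was past it with DESeq2, with upper-quartile factors, with limma on FPKM, with a block on the name endings and over all 10 libraries with edgeR or limma-voom. The lists stand in for the KEGG lists and differ from them. DNA repair was also past it without L2_2709 or without H_2909. The paper correlates increased viability with MAPK signalling and DNA stress response being more active, with imaging of transcription factors as a second line of data. Here only mRNA levels were compared, which do not measure the activity of either response and so cannot decide on that statement. Of the 11 called genes of the MAPK signalling list, 10 were lower in low, and the list's median log2 fold change was 0.0059. The lower genes included CLN2, CLB1, CLB2, CDC28 and SWE1, also on the cell cycle list, and DIG2, which the paper describes as repressing Ste12. For the DNA damage response list the median was 0.036, and DUN1 was called and lower in low.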

Other observations

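The criteria of the tests on other splits of the libraries and of the first simulation of molecule numbers were written before their results were seen, and those of all other tests after. The fits with thinned counts and with a gene-length offset were planned before the data were examined, but the criteria that make them tests were written later.

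The number of called genes was compared with that of other splits. Of the 56 splits of the 8 libraries into 5 and 3, 1, the real one, gave as many as 335 genes, and no other gave more than 5. For both thresholds, 1 of 56 gave as many as 231. Of 100 splits of the 10 libraries, 1 gave as many as 226, and no other gave more than 3. As many called members as in the real split were found in 1 of 56 splits for each of the cell cycle, meiosis, MAPK signalling and DNA repair lists and for the MAPK genes outside the cell cycle list. Since no other split called more than 5 genes in all, these counts follow from the total and say nothing about a list of its own. Among the 8 splits that part all 3 pairs of replicates, only 1, the real one, gave as many. For the median log2 fold change of the MAPK signalling list, 51 of 56 splits gave one as far from 0. With every library thinned to the smallest total, 308 genes were called, and with a gene-length trend removed 302, so neither depth nor gene length accounts for the calls as a whole.

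The low libraries had many genes at 0 and few with 1 to 9 counts, as a small number of molecules amplified many times would give. The estimated number of molecules was 654287 in L1_2609, 603247 in L_2909, 422557 in L2_2609, 255496 in L2_2709 and 122887 in L1_2709. A first simulation, with these numbers and no expression change, gave a median of 0 calls among genes at the floor in all 3 low libraries, which by the criterion set beforehand would speak against few molecules. It also called no gene of any other kind in 20 runs, with a median of 473.5 genes at an unadjusted p-value under 0.05, so it could not show calls at the floor and decides nothing. A second simulation, set up after that result was seen, gave the 251 called genes above the floor their observed changes. It gave a median of 57.5 calls at the floor, between 37 and 90, against 84 observed, and with no loss of molecules a median of 0 and at most 2. Loss of molecules may therefore account for many of the genes at the far left of the volcano plot. It does not account for the preponderance of lower genes, since among genes with at least 10 counts in every library 78.3% of calls were still lower in low. Of the 197 lower genes above the floor, 48 (24.4%) were on the cell cycle, G2/M, G1/S or histone lists, against 165 of 6492 genes tested. These lists are partial, so a lack of late cell cycle stages in the low fraction as the source of the remaining lower genes and other changes cannot be told apart.

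The sfGFP transcript was not higher in high, although the cells were sorted on its protein. Swapped labels of single libraries are argued against by the G2/M list score, by which 10 of 10 libraries lie on the side of their label. An exchange of all labels would part the libraries in the same way, so the score cannot decide on it. After group means were removed, sfGFP correlated with the score of cytosolic ribosomal protein genes over the 10 libraries, with Pearson's r of 0.942 (permutation p = 8.7e-04, adjusted 0.0017) and Spearman's rho of 0.927 (permutation p = 0.0022, adjusted 0.0045). Without H1_2609 and H_2909, the farthest from the median, r was 0.947, and with the name endings also removed it was 0.948. A second relation computed, with ribosome biogenesis genes, had an r of 0.923 (permutation p = 0.0019, adjusted 0.0019), a rho of 0.867 (permutation p = 0.0069, adjusted 0.0069) and an r of 0.801 without H_2909 and H2_2609. Each name ending holds at most 4 libraries, too few for a value of its own. High and low libraries share replicate codes and may not be independent, so the permutation p-values may be too small. From H_2909 to L_2909, which share a code, sfGFP rose by 1.54 on the log2 scale and the ribosomal protein score by 1.01. In the other pairs these differences were -0.22 to 0.20 and -0.48 to 0.64. A relation between cultures was therefore not separated from one within them. The hypothesis is that at 1 h the reporter transcript may follow ribosomal protein transcription in each library, while the sorted fluorescence reflects protein made earlier. The part on protein was not tested.

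Ribosomal protein genes illustrate how far the choice of libraries matters. Their median log2 fold change was -0.099 in the 8 libraries and 0.45 with the replicate block there, and ribosome biogenesis genes went from -0.087 to 0.69. That block takes H2_2609 and H1_2709, which have no low partner among the 8, out of the comparison. Their ribosomal protein scores, 0.85 and 0.38, lay above those of the other high libraries, at -0.80 to 0.30. The shift therefore cannot be put down to pairing. A difference shared by all pairs is argued against, since the ribosomal protein score was higher in low in 3 of 5 pairs, with differences of 1.01, 0.64, 8.0e-04, -0.24 and -0.48 (two-sided exact permutation of signs, p = 0.56, with 0.063 the smallest p that 5 pairs allow). The paper describes lower ribosomal gene expression for the single-cell cluster P2 at a later time in another strain. Among the sorted fractions here, camera at the preset correlation put neither list past the threshold in the 8 libraries. This depended on single libraries. The ribosomal protein list passed without H2_2609, at 0.18, and without L1_2609, H1_2709 or H2_2709, at -0.0053, -0.057 and -0.053. Ribosome biogenesis genes passed without H2_2609, at 0.23, without L2_2709, at 0.062, and without H1_2709, at -0.047. With the replicate block, and over all 10 libraries, camera put both lists past the threshold, with medians above 0, but not over all 10 with sample quality weights. Over all 10 libraries neither list was past it under fry or an estimated correlation.

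L2_2609 differed from L1_2709 in kind. Its estimated 422557 molecules lie within the range of the libraries used in the paper, which argues against few molecules as the cause of its place on the second component. Its ribosome biogenesis score was 1.25, close to the 1.19 of the high library with the same replicate code, H2_2609, against -0.39 to 0.30 in the other low libraries. A state shared by both fractions of one culture is a hypothesis from these values and was not tested further.

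The directions of the remaining lists were as follows. The medians were 0.089 for autophagy genes, -0.082 for glucose-repressed genes and 0.069 for nitrogen catabolite repressed genes, -0.56 for the cell cycle list, -0.16 for the meiosis list and -0.14 for the DNA repair list. Camera with the preset correlation called all of these except the glucose-repressed genes, and with paired replicates the autophagy genes were not called either. Under an estimated correlation only the cell cycle, meiosis and G2/M lists were called. Transcription factors that the paper discusses, URE2, GLN3, PUT3, SNF1, MIG1, AFT1, RDR1 and PDR8, had log2 fold changes between -0.41 and 0.39. None had an adjusted p-value under 0.05 in the 8 libraries, but URE2 did without L1_2609, at -0.64 (adjusted p = 0.024 from edgeR). SWI5, in contrast, fell by 3.99.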
